# Genome-wide transcriptomic analysis of a superior biomass-degrading strain of *A. fumigatus* revealed active lignocellulose-degrading genes

**DOI:** 10.1186/s12864-015-1658-2

**Published:** 2015-06-16

**Authors:** Youzhi Miao, Dongyang Liu, Guangqi Li, Pan Li, Yangchun Xu, Qirong Shen, Ruifu Zhang

**Keywords:** Plant biomass, Lignocellulose, *Aspergillus fumigatus*, WGS, Transcriptomics

## Abstract

**Background:**

Various saprotrophic microorganisms, especially filamentous fungi, can efficiently degrade lignocellulose that is one of the most abundant natural materials on earth. It consists of complex carbohydrates and aromatic polymers found in the plant cell wall and thus in plant debris. *Aspergillus fumigatus* Z5 was isolated from compost heaps and showed highly efficient plant biomass-degradation capability.

**Results:**

The 29-million base-pair genome of Z5 was sequenced and 9540 protein-coding genes were predicted and annotated. Genome analysis revealed an impressive array of genes encoding cellulases, hemicellulases and pectinases involved in lignocellulosic biomass degradation. Transcriptional responses of *A. fumigatus* Z5 induced by sucrose, oat spelt xylan, Avicel PH-101 and rice straw were compared. There were 444, 1711 and 1386 significantly differently expressed genes in xylan, cellulose and rice straw, respectively, when compared to sucrose as a control condition.

**Conclusions:**

Combined analysis of the genomic and transcriptomic data provides a comprehensive understanding of the responding mechanisms to the most abundant natural polysaccharides in *A. fumigatus*. This study provides a basis for further analysis of genes shown to be highly induced in the presence of polysaccharide substrates and also the information which could prove useful for biomass degradation and heterologous protein expression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1658-2) contains supplementary material, which is available to authorized users.

## Background

Plant biomass is the most abundant natural material on earth and the only foreseeable sustainable source of fuels and materials available to humanity [1, 2]. It mainly consists of cellulose, hemicellulose, lignin, pectin and other polymers in ratios that vary between plant species [3]. Cellulose, the main polymeric component of plant biomass [4], pt?>consists of D-glucoside residues linked by beta-1,4-glycosidic bonds to form linear polymeric chains of over 10000 glucose residues. Cellulose usually contains regions that are highly crystalline in nature [5]. The hydrolysis of cellulose and the degradation of the other polysaccharides in plant biomass require many types of enzymes (e.g., endoglucanase, β-glucosidase, cellobiohydrolase, endo-β-1,4-xylanase, β-xylosidase and numerous other associated enzymes) that work in concert [6]. Even when enzymes work synergistically, degradation of recalcitrant lignocellulose is more difficult than degradation of many other natural materials, such as starch [3].

The key step for the utilization of plant biomass (such as agricultural crop residues, grasses, wood and municipal solid waste) is to degrade it into sugars or oligosaccharides by means of various hydrolytic enzymes. The central technological impediment is the general absence of low-cost technology for overcoming the recalcitrance of lignocellulosic biomass, as the costs of cellulases and hemicellulases contribute substantially to the price [7, 8]. Studies aimed at understanding and increasing the efficiency and productivity of plant biomass-degrading enzymes are at the forefront of this research. By combining enzyme engineering methods (such as mutagenesis, DNA shuffling and protein recombination) with effective screening protocols [9], fold-increased activity and thermostability of enzymes have been achieved [10–12]. However, protein engineering strategies are not always effective and may only make relatively small changes to existing enzymes. Consequently, screening of high-efficiency strains and gene resources is critical for improving biomass utilization [9].

Filamentous fungi are widely used for their capacity to produce extracellular proteins in large quantities [13, 14]. As a result of their saprotrophic lifestyle, filamentous fungi can secret a wide range of enzymes into their habitats, enabling them to metabolize a variety of plant polysaccharides. One filamentous fungus, *Neurospora crassa*, has long served as a model fungus [15, 16] and the molecular techniques developed for *N. crassa* studies have also been widely applied to other filamentous fungi [17]. Meanwhile, *Aspergillus* genus species (including *A. niger*, *A. nidulans* and *A. oryzae*) have long been used in the enzymatic industry [18, 19]. Another industrial fungus, *Trichoderma reesei*, was reported to have the ability to produce 100 g of extracellular cellulases per liter [20]. Whole genomes of all of these fungi have been sequenced, which has greatly facilitated the understanding of their highly efficient biomass-degradation mechanisms [21, 22], the design of enzyme cocktails [5, 23], and the engineering of strains for higher protein expression.

As we know, *A. fumigatus* is as versatile in nature as other model fungi. However, there are few detailed studies of its ability to degrade plant biomass, even though some strains of this species are recognized as potent producers of lignocellulolytic and hemicellulolytic enzymes [24, 25]. In our previous study *A. fumigatus* Z5 isolated from compost heaps of plant straw, has been shown to produce highly thermostable lignocellulosic enzyme activities [26]. Many of the glycoside hydrolases are closely related and have redundant (or partially overlapping) functions, which may facilitate the survival of *A. fumigatus* Z5 under different environmental conditions (e.g., variations in pH, temperature, ionic strength) or may be necessary to effectively depolymerize complex carbohydrate polymers. In order to further understand the biomass-degradation mechanism used by this fungus and to facilitate the development of its applications, the genome sequence of *A. fumigatus* Z5 was determined and the transcriptomic profiles induced by sucrose, xylan, cellulose and rice straw were compared. Combined analysis of the genomic and transcriptomic data provides a comprehensive understanding of the responding mechanisms to the most abundant natural polysaccharides in *A. fumigatus*, as well as a roadmap for biomass utilization and the industrial application of gene resources or as a host for protein expression.

## Results

### General genomic features and comparison with several industrial strains

Phylogenetic analysis (Additional file 1) of strain Z5 and other species in the *Aspergillus* section *Fumigati* was based on the β-tubulin, calmodulin and ITS1 and 2 (rRNA) sequences [27], confirming the attribution of Z5 to *A. fumigatus*. The *A. fumigatus* Z5 genome was sequenced using the 454 GS FLX platform [28]. A total of 596 contigs were assembled from the reads. Of the contigs, 523 were longer than 2 kb. The N50 has a length of 97 kb (that is, 50 % of all bases are contained in contigs of at least 97 kb). These contigs were assembled into 24 scaffolds with a total length of 29.4 Mb and an N50 length of 2.29 Mb. The genome was predicted to contain 9540 genes that encode proteins with a length greater than 80 amino acid residues. The genome was composed of 8 chromosomes, as determined by matching scaffolds with the chromosomes of *A. fumigatus* AF293 [29] (Additional file 2). Strain Z5 has 245 unique proteins when compared to *A. fumigatus* AF293 and *N. fischeri* NRRL 181, and of these unique proteins, 218 were annotated as hypothetical proteins. Genome statistics are presented in Table 1. Several Z5 scaffolds matched different chromosomes of *A. fumigatus* AF293, suggesting that duplication of genomic fragments likely occurred in strain Z5 during the evolution of Z5 from the common ancestor.

**Table 1:** Genome features of *A. fumigatus* Z5

Features	Values
Sizes (bp)	29,369,860
Chromosomes	8
G + C content (%)	49.2 %
Protein coding genes	9540
Mean gene length (bp)	1719
Percent coding	55.9 %
Percent genes with introns	82.3 %
Genes of unknown function	21.2 %
Exons	
Mean number per gene	3.28
Mean length (bp)	463.5
G + C content (%)	54.0 %
Introns	
Mean number per gene	2.28
Mean length (bp)	87.3
G + C content (%)	45.5 %
Intergenic regions	
Mean length (bp)	1356
G + C content (%)	44 %
RNA	
tRNA	189

*A. fumigatus* Z5 has 627 significantly different protein-coding genes compared to other 5 well-studied filamentous fungi (Table 2). InterPro [30] identification of conserved domains and families among predicted proteins of *A. fumigatus* Z5 could provide an overview of the expression capability of this filamentous fungus (Additional files 3 and 4). A large expansion in the InterPro category corresponding to the major facilitator superfamily (MFS) in *Aspergillus* genus may reflect their powerful ability to transport small solutes compared with 2 other filamentous fungi, *T. reesei* and *N. crassa*. About the number of sugar transporters in MFS transporters, *Aspergillus* genus has an average of 106 sugar transporters, nearly two folds of those in *T. reesei* and *N. crassa*, and this expansion of Z5 was happened in the sugar porter (SP) family (TC no. 2.A.1.1) which covered 90 % of all the sugar transporters in these fungi (Fig. 1). Consistent with the capacity for efficient lignocellulose degradation, strain Z5, like three other *Aspergillus* species (*A. niger, A. nidulans, A. oryzae*), has a relatively high number of glycoside hydrolase superfamily genes (IPR017853). Compared to *T. reesei* and *N. crassa*, the *Aspergillus* genus has more fungal-specific transcription factors (IPR007219), suggesting that *Aspergillus* species have more complex or redundant regulation mechanisms. *A. fumigatus* Z5 has 81 cytochrome P450 genes (IPR001128), which play important roles in secondary metabolism, while *A. fumigatus* AF293 has only 65 cytochrome P450 genes [31]. In order to identify lignocellulose-degrading proteins, the protein domains encoded by the *A. fumigatus* Z5 genome were compared with the genomes of six other fungi widely used in industry (Additional file 4). The *Aspergillus* strains were found to contain more glycoside hydrolases, pectate lyases (pectin esterases) and tannases (feruloyl esterases) than when compared to *T. reesei* and *N. crassa*.

**Table 2:** Specific proteins in six filamentous fungi

Species	Specific proteins	Total proteins
*A. fumigatus* Z5	627	9540
*A. niger*	3664	14097
*A. nidulans*	1006	10680
*A. oryzae*	1158	12030
*N. crassa*	2645	9907
*T. reesei*	1374	9143

**Fig. 1:**
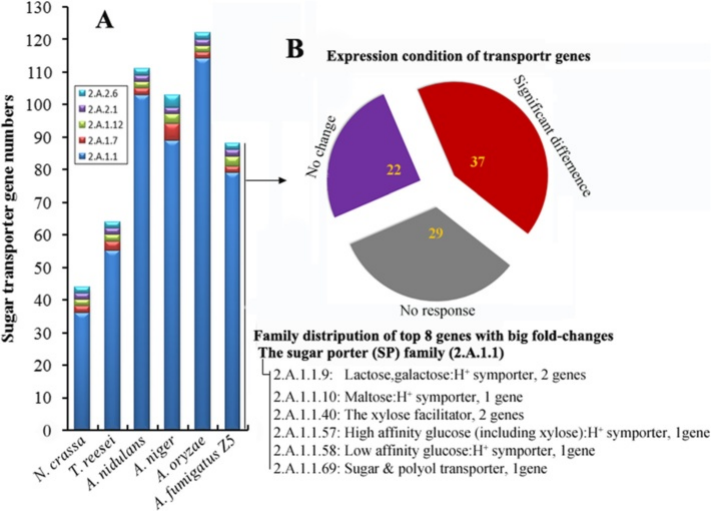
The sugar transporter genes. **a** Comparison of the sugar transporter genes in six filamentous fungi. 2.A.1.1, the sugar porter (SP) family; 2.A.1.7, the fucose:H^+^ symporter (FHS) family; 2.A.1.12, the sialate:H^+^ symporter (SHS) family; 2.A.2, the glycoside-pentoside-hexuronide (GPH):cation symporter family. **b** Expression conditions of the sugar transporter genes in strain Z5. Red indicated differently expressed genes in polysaccharides-induced samples when compared to sucrose control, gray represented low expression genes (RPM < 20) in all samples including sucrose control and purple represented the considerable expressed genes but no differences among 4 treatments. The exact families were given for these 8 genes which expression changed the most

Using the cluster of orthologous groups (COG) classification database [32], all available proteins from six filamentous fungi and a strain of *Saccharomyces cerevisiae* were clustered into 25 COG functional categories (Fig. 2; see also Additional file 5). There were no differences in any of the information storage and processing categories (J to B) or in most of the cellular processes and signaling categories (D to O other than V and M), even though there were large differences in genome sizes. Most of the gene family expansions in filamentous fungi, when compared to *Saccharomyces cerevisiae*, were found in gene families predicted to have roles in defense mechanisms (V), extracellular structures (M) and metabolism (C to E, I to Q). Genes in these expanded categories were more abundant in the *Aspergillus* genus than in *N. crassa* or *T. reesei*.

**Fig. 2:**
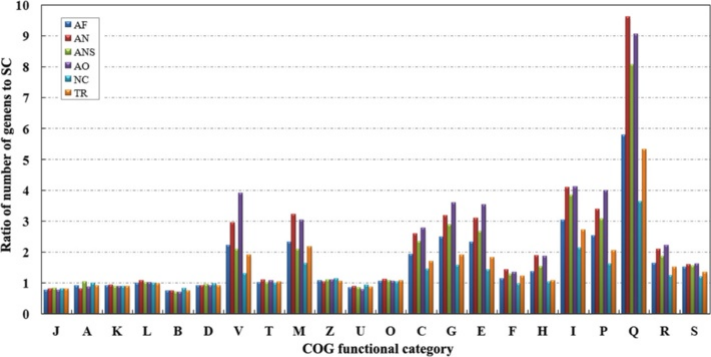
Comparison of relative gene numbers in each COG. The ratios of gene counts in *A. fumigatus* Z5 (AF), *A. niger* (AN), *A. nidulans* (ANS), *A. oryzae* (AO), *N. crassa* (NC) and *T. reesei* (TR) to gene counts in *S. cerevisiae* (SC) in each COG category were calculated. COGs with a gene number ≤5 for each species (Y, N and W) are not displayed to avoid misinterpretation resulted from potentially low reliability. J, Translation, ribosomal structure and biogenesis; A, RNA processing and modification; K, Transcription; L, Replication, recombination and repair; B, Chromatin structure and dynamics; D, Cell cycle control, cell division, chromosome partitioning; Y, Nuclear structure; V, Defense mechanisms; T, Signal transduction mechanisms; M, Cell wall/membrane/envelope biogenesis; N, Cell motility; Z, Cytoskeleton; W, Extracellular structures; U, Intracellular trafficking, secretion, and vesicular transport; O, Posttranslational modification, protein turnover, chaperones; C, Energy production and conversion; G, Carbohydrate transport and metabolism; E, Amino acid transport and metabolism; F, Nucleotide transport and metabolism; H, Coenzyme transport and metabolism;I, Lipid transport and metabolism; P, Inorganic ion transport and metabolism; Q, Secondary metabolites biosynthesis, transport and catabolism; R, General function prediction only; S, Function unknown

### Carbohydrate-active enzymes in *A. fumigatus* Z5

Carbohydrate-active enzymes (CAZymes) are categorized into different classes (glycoside hydrolases, glycosyltransferases, polysaccharide lyases, carbohydrate esterases, auxiliary activities and carbohydrate-binding modules) in the CAZy database (http://www.cazy.org) [33]. CAZymes cleave, build and rearrange oligo- and polysaccharides. These functions play important roles in fungi such as *A. fumigatus* and are vital for optimizing biomass degradation by these species [5]. Given the importance of this protein family for biomass utilization, a detailed examination of the CAZome of *A. fumigatus* Z5 was performed.

The genome of *A. fumigatus* Z5, which efficiently degrades plant polysaccharides, encodes approximately 529 putative carbohydrate-active enzymes (280 glycoside hydrolases, 98 glycosyltransferases, 14 polysaccharide lyases, 69 carbohydrate esterases, 58 auxiliary activities and 61 carbohydrate-binding modules), which were divided into at least 115 distinct families (Additional file 6). Compared to several available *A. fumigatus* and *N. fisheri* genomes in the *Aspergillus* section *Fumigati* (Table 3), no significant differences were found in the distribution of CAZyme classes between our strain Z5 and other three *A. fumigatus*, and 92.3 % CAZyme proteins in *N. fisheri* genome showed homogenous with those of *A. fumigatus*. In fact, *Aspergillus* genus has the leading position in the number of CAZyme genes among the 103 publicly available fungal genomes [34]. Figure 3 depicts the distribution of CAZyme genes by family and the responses of gene families to the induction by extracellular polysaccharides. 

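The glycoside hydrolases moved in both directions. The GPI-anchored cell wall β-1,3-endoglucanase EglC (Y699_07606) fell from 14820.2 RPM on sucrose to 999 RPM on cellulose. Cellobiohydrolase Y699_04296, which releases cellobiose from cellulose chains, went from 1 read on sucrose to 54372 reads on cellulose (54287-fold higher, 95% interval 9743 to 2144260) and 9418 on rice straw. Of the 272 glycoside hydrolase genes in the list held, 23 were higher in xylan, 73 in cellulose and 66 in rice straw. In at least 1 substrate 94 (34.6%, 28.9 to 40.5%) were higher and 35 were lower, against 13.7% higher among the 9011 genes outside the CAZyme list. A gene was called higher or lower when an exact binomial test of its reads in 2 libraries gave a Benjamini-Hochberg q of at most 0.0001, its RPM differed at least 4-fold and it reached 10 RPM in either library; with q adjusted over the list alone the counts were the same. The paper's rule at this share names no RPM floor, and without one 38.2% were higher. Each carbon source had 1 library and no replicate, so the test compares those libraries and not the conditions. Intervals of ratios cover counting error alone, in PCR-amplified reads without molecular identifiers. Intervals of shares are binomial over the genes of a list, taken as independent, and cover neither counting error nor variation between cultures.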

Of the glycoside hydrolase genes, 39.2 % had significantly higher expression levels (q-value ≤ 0.0001 and |the ratio of the RPM values| ≥ 4) after polysaccharide induction than after sucrose induction (as discussed below). 

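The arabinofuranosidase C gene (Y699_04661), whose product removes side chains from hemicellulose, was 7.59-fold higher in xylan, 166-fold in cellulose and 690-fold in rice straw. The class V chitinase gene ChiB1 (Y699_05833), also a glycoside hydrolase, was 1706-fold higher in cellulose (95% interval 666 to 6262) and 36.2-fold in rice straw. In the GH71 family of α-1,3-glucanases, picked after the values were seen, 4 of 8 genes were higher in cellulose and 1 in rice straw. Of the 94 glycoside hydrolases higher in any substrate, 51 (54.3%) stood in the authors' lists of wall-degrading enzymes: 21 cellulases, 25 hemicellulases and 5 pectinases.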

Most of the glycoside hydrolases with significantly increased expression were responsible for the degradation of cellulose, hemicellulose and pectin (Fig. 3). 

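The endoglucanase gene Y699_06174 of family AA9 was 278-fold higher in xylan, 5565-fold in cellulose and 2450-fold in rice straw. The acetyl xylan esterase Y699_05457, with 0 reads in sucrose, was at least 710-fold higher in rice straw, and a pectin lyase (Y699_00872) was 16.1-fold higher in cellulose and 29.4-fold in rice straw. The pectate lyase Y699_04646 passed the test in rice straw alone (11.4-fold). At least 1 substrate raised 28 of 61 carbohydrate-binding module genes (45.9%, 95% interval 33.1 to 59.2%), 19 of 69 carbohydrate esterases (27.5%, 17.5 to 39.6%), 17 of 55 auxiliary activities genes (30.9%, 19.1 to 44.8%) and 7 of 14 polysaccharide lyases (50.0%, 23.0 to 77.0%). In the auxiliary activities class 5, 10 and 14 genes were higher and 1, 9 and 3 lower in xylan, cellulose and rice straw, and in cellulose its median log2 ratio lay 0.87 below that of all genes.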

Under the same conditions, the carbohydrate-binding module, carbohydrate esterase, auxiliary activities and polysaccharide lyase families also had a relative high percentage of induced genes (45.9, 39.1, 24.1 and 64.3 % respectively). However, glycosyltransferases appeared to fulfill a secondary or supportive role in polysaccharides degradation because only a very small percentage of genes were induced, 9.1 %.

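Falls outnumbered rises among the glycosyltransferases. The α-1,3-glucan synthase Ags3 (Y699_09083), which builds a cell wall polymer, was 4.48-fold lower in xylan, 8.09-fold in cellulose and 10.9-fold in rice straw. Its xylan ratio was just under 4-fold with TMM or DESeq2 factors. A trehalose synthase (Y699_01347) was 25.1-fold lower in cellulose and 5.72-fold in rice straw, and glycosyl transferase Y699_09216 was 31.8-fold and 30.8-fold lower. The gene for phosphatidylinositol glycan class V (Y699_06491) went the other way, 9.92-fold higher in xylan and 10.1-fold in cellulose. Of 98 genes, 7 (7.14%, 95% interval 2.92 to 14.2%) were higher and 17 lower in at least 1 substrate. The list median relative to all genes was -0.28 in xylan, -0.15 in cellulose and -0.32 in rice straw (log2), at percentiles 0.10, 22.2 and 2.07 of 10000 random gene lists matched on expression. The paper reasons from the small induced share that these enzymes appeared to have a secondary or supportive role; activity was not measured in these libraries.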

**Table 3:** CAZyme gene numbers in *A. fumigatus* and *N. fischeri*

Species	CAZyme proteins	GH			GT			CE			PL			CBM			AA		
		N.	H.	F.	N.	H.	F.	N.	H.	F.	N.	H.	F.	N.	H.	F.	N.	H.	F.
*A. fumigatus* Z5	528	272	99 %	53	98	98 %	26	69	99 %	9	14	100 %	5	61	97 %	12	55	100 %	10
*A. fumigatus* AF293	528	269	100 %	53	109	99 %	27	75	100 %	9	15	100 %	6	62	97 %	11	57	100 %	9
*A. fumigatus* var. RP-2014	498	257	100 %	53	99	100 %	24	68	100 %	9	15	100 %	6	54	96 %	11	50	100 %	9
*A. fumigatus* A1163	532	270	100 %	53	106	99 %	25	73	99 %	9	15	100 %	6	60	97 %	10	58	100 %	9
*N. fischeri* NRRL 181	595	304	97 %	54	103	106	25	87	81 %	8	17	88 %	7	78	90 %	12	66	91 %	10

Enzymes: GH, glycoside hydrolase; GT, glycosyltransferase; CE, carbohydrate esterase; PL, polysaccharide lyase; CBM, carbohydrate-binding module; AA, auxiliary activities. Genomes: *N. fischeri* NRRL 181 (GenBank: AAKE00000000.3); *A. fumigatus* AF293 (GenBank: AAHF00000000.1); *A. fumigatus* var. RP-2014 (GenBank: JHOI00000000.1); *A. fumigatus* A1163 (GenBank: ABDB00000000.1). N.: total numbers of each classes; H.: percentage of homologs compared among these five fungi; F.: family numbers of each classes

**Fig. 3:**
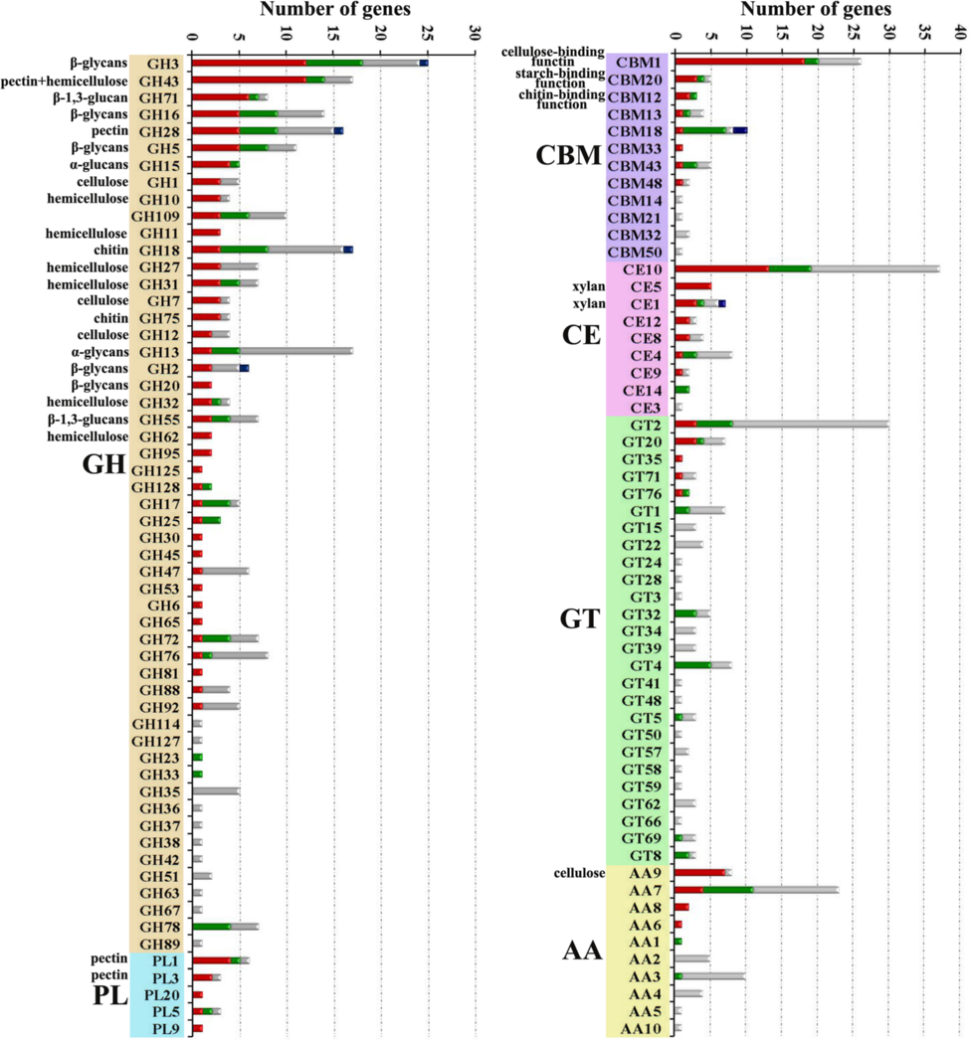
The distribution of each CAZyme family in *A. fumigatus* Z5. The bars depict the numbers of CAZyme genes in each family. The red portion of the bar indicates the number of genes in each CAZyme family that are induced when strain Z5 is incubated with the polysaccharides xylan, cellulose or rice straw as the sole carbon source, the green bars are down-regulated gene numbers in three polysaccharides when compared to sucrose control, the grey bars are no response genes and the dark blue bars represent the genes which showed the opposite expression trends in three polysaccharides when compared to sucrose control. GH, glycoside hydrolases; CBM, carbohydrate binding module; CE, carbohydrate esterase; GT, glycosyltransferases; PL, polysaccharide lyase; AA, auxiliary activities. Known substrates or activities of some CAZyme families are given

Plant biomass contains cellulose, hemicellulose, pectin and other natural materials such as lignin, the degradation of which requires many enzymes working synergistically. Cellulose degradation requires endoglucanases (EGs), cellobiohydrolases (CBHs) and β-glucosidases. EGs catalyze the hydrolysis of cellulose at random positions in less crystalline regions, and CBHs act processively on the non-reducing ends of the chains to release the disaccharide cellobiose, which is cleaved by β-glucosidases to yield glucose [12]. A thorough inspection of the Z5 genome revealed at least 25 EGs, 3 CBHs and at least 15 β-glucosidases (Additional file 7). EGs in Z5 belong to six glycoside hydrolase families (GH5, GH7, GH12, GH16, GH45, AA9), with seven EGs in these families having CBM1 domains (Y699_02044, Y699_02871, Y699_03689, Y699_4295, Y699_05430, Y699_07518 and Y699_08692, respectively). Two CBHs from strain Z5 belong to the family GH7 (CBH1) and another belongs to the family GH6 (CBH2). Z5 has four β-glucosidases in family GH1 and 11 in GH3. The cellulase genes of *A. fumigatus* Z5 are not closely adjacent in the genome except for an endoglucanase (Y699_04295) and a cellobiohydrolase (Y699_04296). In addition to the enzymes responsible for the degradation of cellulose, numerous other plant cell wall polysaccharide-degrading enzymes were also predicted in the *A. fumigatus* Z5 genome, including hemicellulases and pectinases, which have catalytic activities for degradation of hemicelluloses and pectin, respectively (Additional file 7). Analysis of the CAZyme gene locations in the Z5 genome revealed that CAZyme genes were nonrandomly distributed within the genome. Of the 529 CAZyme genes, 209 were located in one of 44 discrete regions, which ranged from 3.6 kb to 175 kb in length (roughly 1.8 Mb in total) (Fig. 4 and Additional file 8). Each region contained two to 13 CAZyme genes. Most of the CAZyme genes in the clusters were not from the same subfamily, which indicated that gene relocation rather than duplication was responsible for the formation of the CAZyme gene clusters. Approximately 59.3 % (124) of the CAZyme genes in the clusters encoded glycoside hydrolases. The fact that 46.3 % of the glycoside hydrolase genes and 26.5 % of the glycosyltransferase genes were located in these clusters indicated that the majority of the CAZymes were involved in polysaccharide degradation. Furthermore, of the genes that were differentially expressed in treatment conditions (induction by xylan, cellulose or rice straw) when compared to the sucrose as a control condition, most were located in or around the CAZyme-rich regions (Fig. 5 and Additional file 9).

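CAZyme cluster 3 consists of cellobiohydrolase Y699_04296 and endoglucanase Y699_04295, and each was higher in cellulose and in rice straw. Cluster 28 held a gene, Y699_03689, that was 871-fold higher in rice straw. Inside the 44 clusters 213 of 646 genes (33.0%, 95% interval 29.4 to 36.7%) differed from sucrose in at least 1 substrate, against 24.4% of the 8894 genes outside. The clusters held 8.95% of the 2380 changed genes and 6.77% of all genes. When the calls were shifted in a circle along the locus order, 11 of 10000 shifts put as many inside. Genes higher in rice straw made up 14.2% inside (92 genes) against 7.02% outside, a count that 0 of 10000 shifts reached, and genes higher in cellulose 12.1% (78 genes) against 10.6%, which 1960 of 10000 reached. The clusters are defined by their CAZymes (204 of the 646 genes). Of CAZyme genes 42.6% changed inside clusters and 41.2% outside, and of other genes 28.5% (24.3 to 33.0%) inside and 23.7% outside.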

**Fig. 4:**
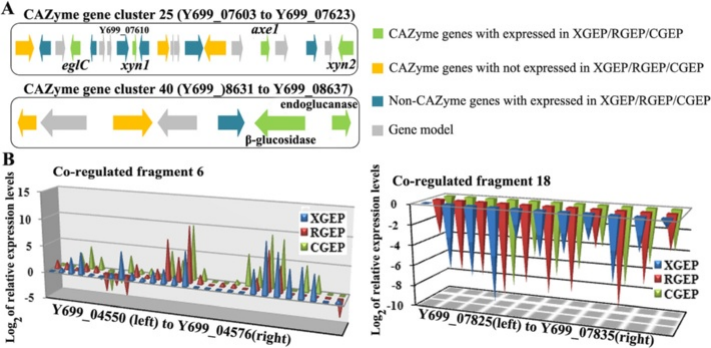
CAZyme gene clusters and co-regulated fragments. **a** CAZyme gene clusters: cluster 25 contained a beta-1,3-endoglucanase gene (*eglC*) and an acetyl xylan esterase gene (*axe1*), as well as 2 endo-1,4-beta-xylanase genes (*xyn1* and *xyn2*). Y699_7610 encodes an extracellular phytase. In CAZyme gene cluster 40, beta-glucosidase and endoglucanase are co-induced. **b** Co-regulated fragments: fragment 6 is up-regulated. It includes the CAZyme gene cluster 6 (from Y699_04554 to Y699_04576), in which Y699_04562 encoded a beta-glucosidase, Y699_04563 encoded a MFS sugar transporter, Y699_04570 encoded a xylosidase/arabinosidase and Y699_04574 encoded a MFS alpha-glucoside transporter. Fragment 18 includes the secondary metabolite biosynthetic gene cluster 23 in which genes are down-regulated in all three treatments compared to sucrose. Y699_07834 encoded a polyketide synthase

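The β-glucosidase Y699_08636 and its neighbour, endoglucanase Y699_08637, rose together on every substrate. The first was 4.68-fold higher in xylan, 37.1-fold in cellulose and 48.3-fold in rice straw, the second 5.19-fold, 169-fold and 165-fold. Another gene of the cluster, Y699_08635, described as a plasma membrane protein, was 5.21-fold and 4.51-fold higher in xylan and rice straw and had a ratio of 2.05-fold below sucrose in cellulose. Of the 7 genes of cluster 40, 3 were higher in xylan, 2 in cellulose and 3 in rice straw, and 0 were lower. The pairing rests on neighbouring locus tags and 1 library per substrate.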

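The MFS sugar transporter Y699_04563 had 2 reads in sucrose and was 82.2-fold higher in xylan (95% interval 22.4 to 684), 1329-fold in cellulose and 1005-fold in rice straw. The xylosidase/arabinosidase Y699_04570 had 0 reads in sucrose and was at least 113-fold higher in xylan, at least 26.6-fold in cellulose and at least 121-fold in rice straw. The β-glucosidase Y699_04562 was 22.9-fold higher in cellulose and 10.5-fold in rice straw, with an uncalled 3.37-fold in xylan. The α-glucoside transporter Y699_04574 was barely transcribed: 0, 12, 1 and 5 reads in sucrose, xylan, cellulose and rice straw, and it was not called. Across the 27 genes of fragment 6, 7 were higher in xylan, 4 in cellulose and 11 in rice straw, while 3 were lower in cellulose and 2 in rice straw.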

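Phenol hydroxylase Y699_07828 was 571-fold lower in xylan (95% interval 340 to 1046), 588-fold in cellulose and 466-fold in rice straw. The polyketide synthase Y699_07834, which would assemble the carbon skeleton of a metabolite, was 8.97-fold, 105-fold and 40.2-fold lower. The C6 transcription factor Y699_07832 beside it was 5.56-fold, 12.6-fold and 16.5-fold lower. Of the 11 genes of fragment 18, 9 were lower in xylan, 11 in cellulose and 10 in rice straw. In metabolite cluster 23, which starts inside it, 7, 8 and 8 of 11 genes were lower. The authors' list names another polyketide synthase for this cluster, Y699_07838, which lies outside the fragment and was not called in any substrate. The fragment was defined by the authors on these libraries, so its counts are not independent evidence.

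**Figure D1:**
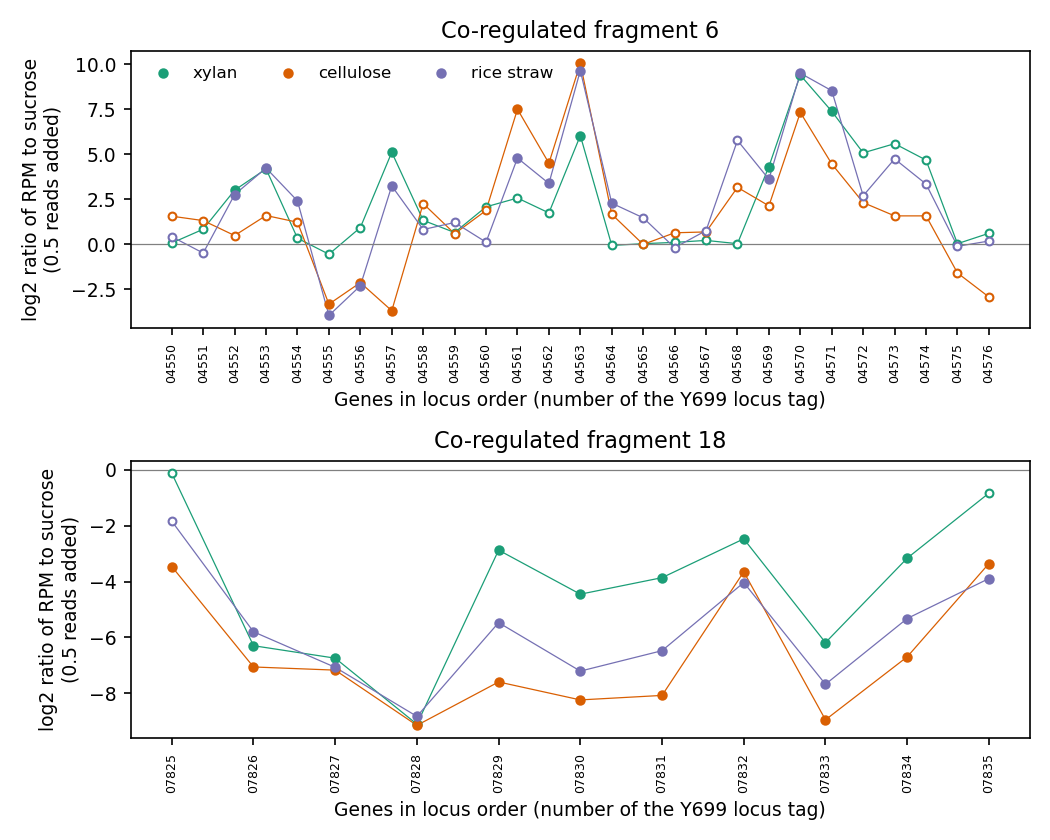
Log2 ratio of RPM to sucrose (vertical axis) of each gene of fragment 6 (27 genes) and fragment 18 (11 genes) in locus order (horizontal axis), in xylan (green), cellulose (orange) and rice straw (purple); filled points are called, open points are not, and the line at 0 is the level on sucrose. The median ratio, not taken relative to all genes, was 1.33, 1.58 and 2.41 in fragment 6 and -3.86, -7.17 and -5.80 in fragment 18.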

**Fig. 5:**
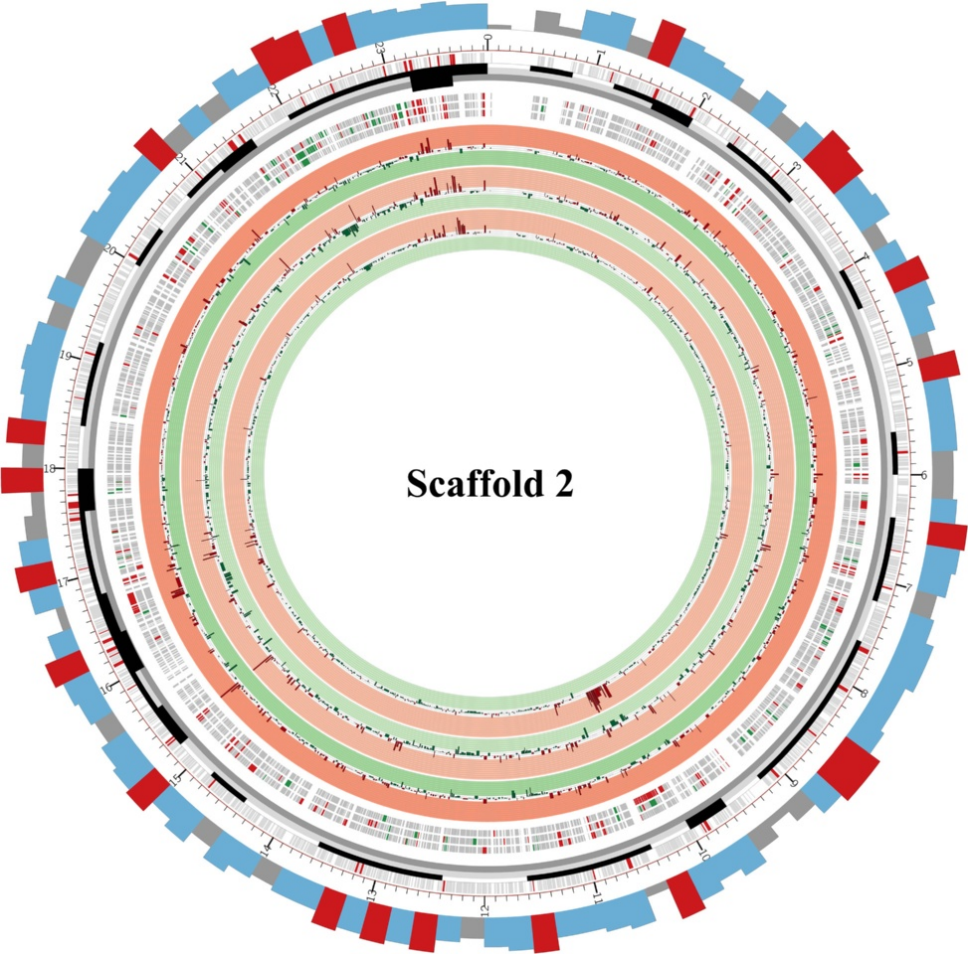
Map of scaffold 2. The first (outermost) circle represents the gene density of scaffold 2. The red indicates gene number higher than 8 in that 20 kb fragment, the blue indicates gene number from 6 to 8 in that 20 kb fragment, and the grey indicates gene number below 6 in that 20 kb fragment. The second circle represents scaffold size, and the smallest unit represents 10 kb. The third circle represents all genes in scaffold 2. CAZyme genes are indicated in red. The discrete black boxes describe the density of CAZyme genes. The next three circles indicate the genes which expression differs significantly in xylan, rice straw or cellulose, from outside to inside, respectively, when compared to sucrose as a control condition. Up-regulated genes are red, and down-regulated genes are green. The innermost three circles are gene expression graphs in cellulose, rice straw and xylan relatively to sucrose, from outside to inside, respectively. A red background indicates log_2_ (ratio of RPM values) ≥ 2, and a green background indicates log_2_ (ratio of RPM values) ≤ -2). Scaffold 2 has a CAZyme gene cluster that spans the bases 2300-2370 kb in which all genes were up-regulated relatively to sucrose in the 3 treatments

### Protein secretion of *A. fumigatus* Z5

In contrast to other microorganisms, filamentous fungi can secret large amounts of proteins into the external environment. Strain Z5 is also an extraordinarily efficient producer of extracellular enzymes [25, 26], which makes the analysis of the protein secretion system particular interesting. Here, we compared some components of secretory pathway among strain Z5 and 5 other industrially relevant filamentous fungi extensively used for protein secretion (*A. niger*, *A. nidulans*, *A. oryzae*, *N. crassa* and *T. reesei*). Translocation from the cytoplasm to the endoplasmic reticulum (ER) occurs in these fungi through established signal recognition particle (SRP)-dependent and SRP-independent pathways [35], which are very important steps for heterologous gene expression. Orthologs of most *S. cerevisiae* proteins in these two pathways were found in strain Z5 and 5 other fungi except for a yeast signal recognition and docking protein, Srp21p [36]. All these filamentous fungi have a gene encoding protein disulphide isomerase (PDI) (ortholog of yeast Pdi1p) and 3 other PDI-related genes. The chaperone BiP, a member of the heat shock 70 protein family, is more conserved (similarity > 90 %) than other components of secretory pathways in these fungi, reflecting the central role of BiP in translocation into the ER, protein folding and regulation response [37, 38]. Multiple enzymes are required for N-glycosylation of glycoproteins, which involves binding of a preformed oligosaccharide (Glc3Man9GlcNAc2) to asparagine side chains of an immature protein. All six fungi have at least one copy of the key enzymes for this process (glucosidase I and II, calnexin, calreticulin and UDP-glucose:glycoprotein glucosyltransferase). which indicates that they may have a common folding and quality control system for glycoproteins. The unfolded protein response (UPR) signaling pathway in these fungi differs somewhat from that of yeast. In mammalian cells, the PERK (double-stranded RNA-activated protein kinase-like endoplasmic reticulum kinase) machinery can attenuate protein translation by phosphorylating the alpha subunit of eukaryotic translation initiation factor 2 (eIF2α) in the early phase of ER stress [39]. PERK is then inhibited by binding to the HSP40 cochaperone p58, the expression of which is induced by IRE1/XBP1 of the UPR pathway. The ortholog of p58 was found in the genomes of these fungi but not in yeast, and the ortholog of PERK was not found or had low similarity. Homologs of most known ERAD components were found in all these filamentous fungi, despite an apparent lack of orthologs and little sequence similarity to yeast ERAD components, as reported for the *A. niger* genome [36]. Some counterparts of the mammalian GTPase proteins (Rab2, Rab4, Arf6 and Arf10), which are involved in membrane fusion and vesicle budding in diverse cellular locations, were found in all these fungi, whereas they were absent in yeast [40].

In order to get insight into the secretory pathway of *A. fumigatus* Z5, transcriptional profiles of genes in the secretory pathway induced by different carbon sources were analyzed (Additional file 10). 

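The SRP receptor β subunit gene (Y699_03026), part of the entry of proteins into the endoplasmic reticulum (ER), was 5.16-fold lower in cellulose and 6.03-fold in rice straw. The Rpn4 transcription factor gene (Y699_04991) went the other way, 4.22-fold higher in rice straw. Of the 227 secretory pathway genes, 171 had a ratio below 1 in xylan, 156 in cellulose and 182 in rice straw (75.3%, 68.7% and 80.2%), and 119 had it in all 3. Few shifts were large: 2, 13 and 8 genes were called lower and 0, 5 and 3 higher. By q alone 105, 111 and 139 were lower and 24, 40 and 20 higher (35 in rice straw with TMM or DESeq2 factors), but with an assumed biological coefficient of variation of 0.2 the q alone also passed 1862, 2070 and 2041 of 9340 simulated unchanged genes. Relative to all genes the list median was -0.25, -0.48 and -0.41 (log2), below all but at most 0.01% of 10000 random lists matched on expression.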

Most genes had higher expression levels when grown on sucrose than on the other three carbon sources (xylan, cellulose and rice straw as the sole carbon source). This is interesting because the samples with more extracellular proteins have low gene transcription in protein synthesis. qRT-PCR results of several selected genes verified the transcriptomic data (Fig. 6a). These results indicated that the polysaccharides-induced samples actually had a relative low stress of protein synthesis when compared to sucrose control. 

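The oligosaccharyltransferase subunits (6 genes), which attach sugar chains in the ER, had medians of -0.84, -1.22 and -0.47 (log2, relative to all genes) in xylan, cellulose and rice straw. The COPI coat subunits (13) stood at -0.66, -0.67 and -0.88 and the vacuolar sorting genes (16) at -0.47, -0.47 and -0.78. The proteasome genes (18) had a median of -0.17 in xylan but -0.97 and -0.85 in the other substrates. SNAREs (14) stood at 0.25 in xylan and -0.50 and -0.08 elsewhere, and the secretion related GTPases (18) at -0.02, -0.32 and 0.17. Among the single genes that passed were an α-glucosidase II subunit (Y699_00308, 4.45-fold lower in rice straw) and the DnaJ-related SCJ1 (Y699_02973, 4.19-fold lower in rice straw). Both ratios fell under 4-fold with TMM or DESeq2 factors. The paper reasons from the lower levels and qRT-PCR of selected genes that protein synthesis was under less stress on the polysaccharides. It also measured extracellular protein and enzyme activities. Stress and protein output were not measured in these libraries. The median of all genes was itself below 0 in xylan and rice straw, which is why the group medians are given relative to it. The group medians were not corrected for coding length.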

Sucrose, as a favored carbon source, could promote the growth of strain Z5 much faster than other polysaccharides.

**Fig. 6:**
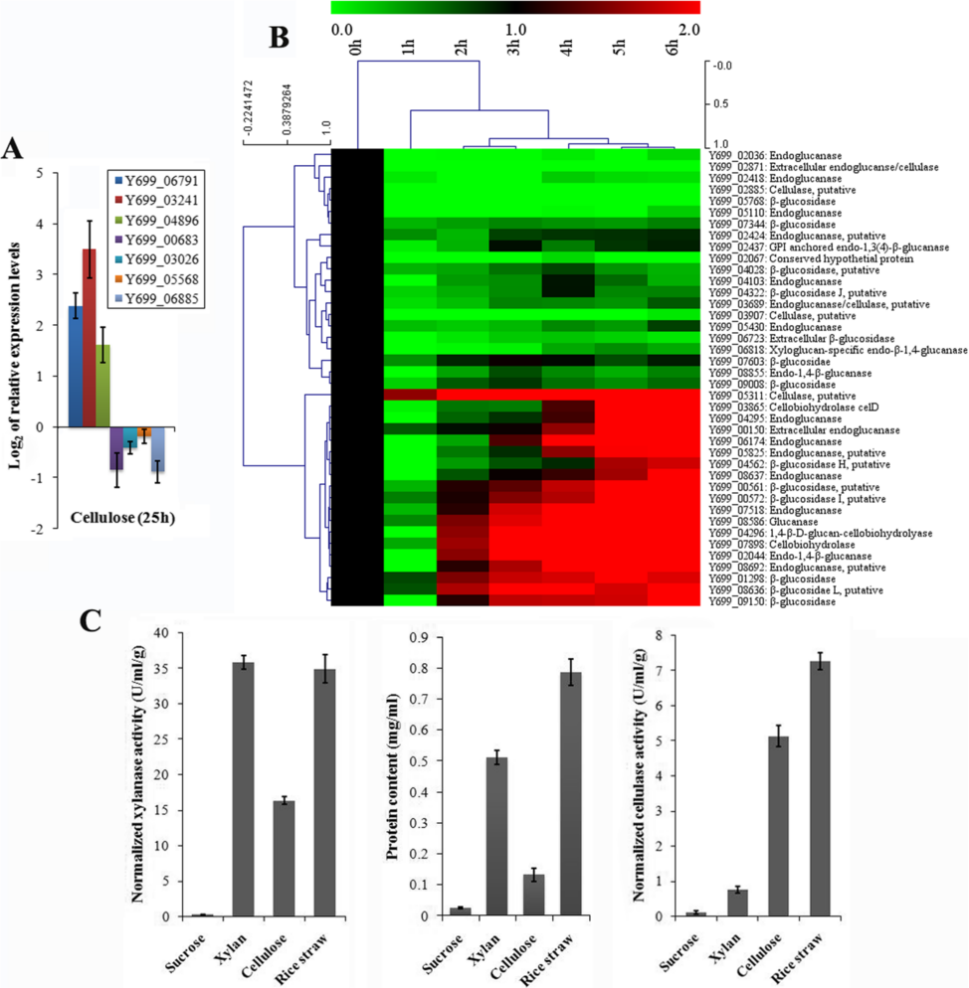
The validation of transcriptomic data. **a** Seven genes in protein synthesis were validated by qRT-PCR after been induced by cellulose for 25 h. **b** All predicted cellulase genes were investigated under the induction of cellulose at time points of 0 h, 1 h, 2 h, 3 h, 4 h, 5 h and 6 h after sucrose replaced by cellulose. The color bar indicates the range of lg of relative expression levels in the heat map figures. To distinguish induced and non-induced genes, the values at 0 h for each gene were set to 1. **c** After been induced for 25 h, extracellular protein concentration and normalized enzyme activities (U/ml/g of fungal dry weight) were measured for three polysaccharide samples and sucrose control

### Transcriptional responses of *A. fumigatus* Z5 to different carbon sources

Genome analysis showed the potential of a wide spectrum of polysaccharide hydrolytic enzymes produced by *A. fumigatus* Z5. 

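Each library registered most of the genome: 9252 of 9540 genes had at least 1 read on sucrose, 9274 on xylan, 9272 on cellulose and 9275 on rice straw. The libraries held 7005719, 6820702, 7016686 and 7553138 reads. Phosphoenolpyruvate carboxykinase AcuF (Y699_03930, picked after its values were seen), which starts the route from organic acids back to sugars, reached 14896 RPM on cellulose and 16476 RPM on rice straw and was among the abundant transcripts there. The 10 most abundant genes took 12.0%, 12.2%, 11.6% and 14.7% of the reads, and the top 1% of genes 33.6%, 34.6%, 31.3% and 39.8%. At least 10 RPM was reached by 6225, 6124, 6506 and 6159 genes. A single read equals 0.143, 0.147, 0.143 and 0.132 RPM.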

In order to determine which hydrolytic enzyme-encoding genes were induced by different substrates (sucrose, xylan, cellulose and rice straw), the transcriptional profiles of *A. fumigatus* Z5 under these conditions were determined. Xylan, as the major component of hemicellulose, was used as a sole carbon source to induce the expression of hemicellulase genes, while cellulose was used as the inducer of cellulases. Rice straw, which contains various polysaccharide components, was chosen as a carbon source to study the diversity of the degradation enzymes. 

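The 2 qPCR reference genes of the paper did not reach the 4-fold threshold in any substrate against sucrose. That does not show that they were stable: with a 2-fold threshold actin passed as lower in cellulose (-1.08, log2). Actin (Y699_04988) had ratios of 1.11-fold below sucrose in xylan, 2.12-fold in cellulose and 1.24-fold in rice straw, and the histone gene (Y699_07225) of 1.39-fold, 1.74-fold and 1.77-fold below it. In xylan the actin ratio moved to slightly above 1 with edgeR TMM or DESeq2 factors. With scaling by total reads, the median log2 ratio of all genes was -0.18 in xylan, 0.04 in cellulose and -0.28 in rice straw. TMM factors shifted every gene by 0.19, -0.08 and 0.30, and DESeq2 size factors by 0.21, -0.08 and 0.30.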

*A. fumigatus* Z5 was grown on 2 % sucrose (used as control), and the mycelia were transferred to 1 % (w/v) xylan, cellulose or rice straw as the sole carbon source for 16 h. Gene expression patterns revealed that comparable genes were differentially expressed in each transcriptome, and many had similar patterns (Figs. 7 and 8). 

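The MFS peptide transporter Y699_05725 rose on each polysaccharide (40.5-fold, 53.7-fold and 105-fold in xylan, cellulose and rice straw). The glyceraldehyde 3-phosphate dehydrogenase gene Y699_00075 of glycolysis fell on each (51.2-fold, 56.9-fold and 164-fold lower), as did the cell wall glucanase Y699_07380 (178-fold, 567-fold and 108-fold lower). All 3 comparisons with sucrose shared 120 higher and 79 lower genes, where independent lists of these sizes would share 2.43 and 0.752. Cellulose and rice straw shared 439 higher and 372 lower genes (77.4 and 48.5 if independent). Xylan shared 157 higher genes with cellulose and 172 with rice straw, and only 21 genes were higher in one substrate and lower in another. Because the comparisons share 1 sucrose library, part of the excess may come from that control, which could not be split. All 3 polysaccharide cultures were also washed and moved to medium without yeast extract for 16 h. Shared genes may therefore reflect transfer, medium or culture age, which cannot be told apart from the carbon source here. In 100 simulations of unchanged libraries with an assumed biological coefficient of variation of 0.2 at most 1 gene was shared per pair, but those libraries had a mean of 0.62 called genes, so they do not size the part of the control.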

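Alcohol dehydrogenase Y699_00475 had 2891 RPM on sucrose and still 1007 RPM on xylan, but 0.998 RPM on cellulose and 86.7 RPM on rice straw. The nitrite reductase NiiA (Y699_05083) was 6.96-fold lower in xylan, 744-fold in cellulose and 20.3-fold in rice straw. Across all genes the XGEP correlated with the SGEP at 0.914 (Pearson, log10 RPM with 0.1 added; Spearman 0.914), closer than any other pair of libraries. With rice straw and cellulose the XGEP correlated at 0.873 and 0.816. Genes within a library are not independent replicates, so no p-value is given. The paper proposes that efficient xylan degradation and repression by xylose may lie behind this likeness; sugars in the medium were not analysed here.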

The xylan-induced gene expression pattern (XGEP) is relatively similar to the sucrose-induced gene expression pattern (SGEP), which may be due to the high efficiency of xylan degradation (data not shown) and xylose-induced carbon catabolite repression [41, 42]. However, the cellulose-induced gene expression pattern (CGEP) and the rice straw-induced gene expression pattern (RGEP) differ significantly from the SGEP (Fig. 7b, c). 

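A GPI-anchored cell wall protein gene (Y699_06281) shows the distance: it was 15.3-fold lower in xylan, 143-fold in rice straw, and fell from 14763 reads on sucrose to 7 on cellulose. The C-4 methyl sterol oxidase gene (Y699_05734) of ergosterol synthesis was 136-fold lower in cellulose and 6.17-fold in rice straw, and level in xylan (1.01-fold below sucrose, above it with TMM or DESeq2 factors). The CGEP correlated with the SGEP at 0.764 (Pearson) and 0.750 (Spearman), and the RGEP at 0.813 and 0.799. The CGEP and RGEP were closer to each other, at 0.864 and 0.857, than either was to the SGEP. The RGEP was slightly closer still to the XGEP, at 0.873 and 0.867. Over 6705 genes with a mean of at least 10 RPM, the covariance of the cellulose and rice straw log2 ratios to sucrose was 2.83 and the correlation 0.718. Simulated unchanged libraries with a shared control gave 0.108 and 0.503 at an assumed biological coefficient of variation of 0.2. The simulated covariance follows from that assumed coefficient, so it does not size the part of the real control.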

The main aim of this study was to focus on genes that have significantly different expression among the 4 different treatments. Four hundred and two genes were identified in cluster 3 and cluster 4, which showed higher expression levels in the XGEP, CGEP and RGEP than in the SGEP. These two clusters contained nearly all of the polysaccharides-degrading genes, including 14 cellulases (7 EGs: Y699_00150, Y699_02424, Y699_05430, Y699_06174, Y699_07518, Y699_08637 and Y699_08692; 2 CBHs: Y699_03865 and Y699_07898; 3 β-glucosidases: Y699_00561, Y699_01298 and Y699_08636), nine xylanases (5 endo-1,4-beta-xylanases: Y699_04481, Y699_06333, Y699_07611, Y699_07623 and Y699_09486; 4 β-xylosidases: Y699_04570, Y699_04662, Y699_05610 and Y699_07880), 2 alpha-L-arabinofuranosidases and 2 acetyl xylan esterases. 

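The small heat shock protein gene Y699_03805 (Hsp30-like, picked after its values were seen) was 27.1-fold higher in xylan, 14.6-fold in cellulose and 11.4-fold in rice straw. The fructose-1,6-bisphosphatase Fbp1 (Y699_06494, also picked after), a step of gluconeogenesis, was 6.48-fold, 10.6-fold and 14.0-fold higher. Genes that passed as higher in all 3 substrates included 23 of the 529 CAZymes, 19 of them glycoside hydrolases. Varying expression (a coefficient of variation of at least 0.6 and above 10 RPM in at least 1 library) was found for 2839 genes; the paper's wording asks for above 10 RPM in all libraries, which gave 1307. The authors' table of clustered genes was used only in part, with function texts for 1990 genes (20.9% of all), so clusters 3 and 4 were not recounted.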

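Endoglucanase Y699_07518 was 21.1-fold higher in xylan, 1265-fold in cellulose and 2987-fold in rice straw. Endoglucanase Y699_02424 rose about as much on each (16.9-fold, 10.8-fold and 13.3-fold). Cellobiohydrolase Y699_03865 was 7.39-fold, 133-fold and 71.4-fold higher, and β-glucosidase Y699_00561, which splits cellobiose, 19.1-fold, 199-fold and 242-fold. Of the 21 genes with locus tags, 15 were higher in xylan, 19 in cellulose and 21 in rice straw, 14 of them in all 3. They come from clusters the authors formed on these libraries, so the counts are not independent evidence. In xylan 6 did not pass: cellobiohydrolase Y699_07898 (3.30-fold, against 1990-fold in cellulose), endoglucanases Y699_00150 (1.87-fold) and Y699_08692 (2.10-fold), β-glucosidase Y699_01298 (1.77-fold) and β-xylosidases Y699_04662 (1.26-fold) and Y699_07880 (14.1-fold, but 8.06 RPM). Endoglucanase Y699_05430 (35.4-fold), xylanase Y699_07623 (12.7-fold) and Y699_04570 (4.55-fold) were higher in rice straw than in cellulose by a direct test.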

Seven other cellulases (3 EGs: Y699_02044, Y699_04295 and Y699_05825; 4 β-glucosidases: Y699_00572, Y699_04562, Y699_06723 and Y699_09150) were found in cluster 6 and were expressed at higher levels in the CGEP and RGEP than in the SGEP and XGEP. Together, these results show that both cellulose and xylan can induce the expression of cellulase and xylanase genes, but xylan induces fewer cellulase genes (Fig. 9). 

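Endoglucanase Y699_02044 rose from 3 reads in sucrose to 4954 in cellulose (1649-fold, 95% interval 564 to 7998) and 1513 in rice straw. Endoglucanase Y699_05825 rose from 2 reads to 3203 in cellulose (1599-fold, 442 to 13209) and 1077 in rice straw, with 3 in xylan. The β-glucosidase Y699_09150 was 73.5-fold higher in cellulose and 42.0-fold in rice straw, with a ratio of 1.56-fold below sucrose in xylan. The β-glucosidase Y699_06723 was 28.7-fold and 11.1-fold higher. All 7 genes were higher in cellulose and in rice straw and 0 in xylan. Tested directly, endoglucanase Y699_04295 (7.01-fold) and β-glucosidase Y699_00572 (5.48-fold) were higher in cellulose than in rice straw, and 0 were lower. The authors grouped these genes by their levels in these libraries, so the counts are not independent evidence.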

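Xylan raised 9 of the 51 cellulase genes, cellulose 24 and rice straw 26, and each of the 9 raised by xylan was also raised by cellulose. Of the 43 hemicellulase genes 9, 20 and 23 were higher, 8 of them in both xylan and cellulose. Few fell: 2, 1 and 2 cellulases and 1, 3 and 1 hemicellulases, among the latter a C6 transcription factor listed there (Y699_01630, 4.60-fold, 7.11-fold and 7.07-fold lower). Relative to all genes the cellulase median was 0.88, 3.11 and 3.71 (log2) and the hemicellulase median 1.04, 3.41 and 3.16, above all 10000 random lists matched on expression. Between cellulose and rice straw 7 cellulases were higher and 6 lower, and 3 hemicellulases higher and 9 lower. The paper concludes from such counts that cellulose and xylan each induce cellulase and xylanase genes and that xylan induces fewer cellulase genes. It adds qRT-PCR of the cellulase genes on cellulose and enzyme activities on each carbon source. The number raised depends on the 10 RPM floor: without it 14 hemicellulases were higher in xylan. With 10 RPM required in both libraries, 2, 6 and 7 cellulases were higher in xylan, cellulose and rice straw, and 0, 1 and 1 hemicellulases. The list medians use no RPM floor and were lowest in xylan for both lists.

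**Figure D2:**
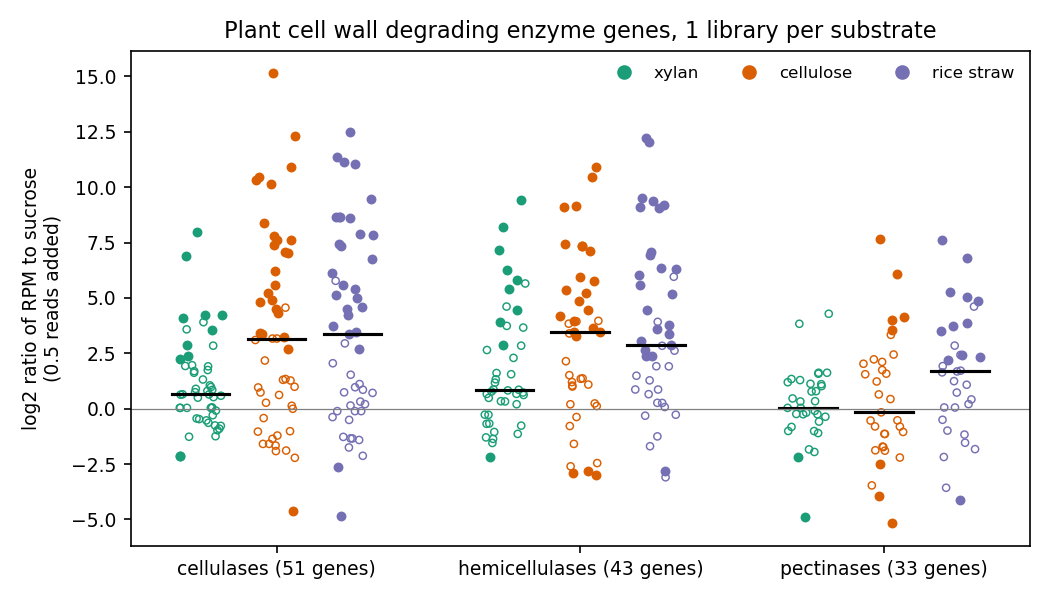
Log2 ratio of RPM to sucrose (0.5 reads added; vertical axis) of each gene of the cellulase (51), hemicellulase (43) and pectinase (33) lists in xylan (green), cellulose (orange) and rice straw (purple); filled points are called, open points are not, and black bars are medians. The medians, not taken relative to all genes, were 0.70, 3.17 and 3.42 for cellulases, 0.86, 3.47 and 2.88 for hemicellulases and 0.04, -0.16 and 1.68 for pectinases; the pectinase median in cellulose lay below 0 under every scaling, and the other medians above 0.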

Three cellobiose dehydrogenase (*cdh*) genes (Y699_02120, Y699_04685 and Y699_05507) were detected in the *A. fumigatus* Z5 genome. Consistent with a recent report that cellobiose dehydrogenase and a copper-dependent polysaccharide monooxygenase can enhance cellulose degradation [43], we found that the *cdh* gene (Y699_02120) was induced by the substrates cellulose and rice straw. 

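The *cdh* gene Y699_02120, whose product oxidises cellobiose, was 222-fold higher in cellulose (95% interval 182 to 274) and 75.9-fold in rice straw, with 70 reads in xylan and 97 in sucrose. Its direct ratio of cellulose to rice straw was 2.92-fold, under the 4-fold threshold. The AA9 family of copper-dependent monooxygenases, counted after the values were seen, had 3 of 8 genes higher in xylan, 4 in cellulose and 7 in rice straw. The libraries show transcripts only, so a joint action of the enzymes is not addressed.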

Gene Y699_04685 in cluster 2 only had a high expression level in RGEP compared to the three other patterns, suggested that this cellobiose dehydrogenase may not functional in the degradation of cellulose and xylan but may be useful for degradation of other components of plant biomass, such as pectin or other aromatic substrates. 

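Cellobiose dehydrogenase Y699_04685 was 13.0-fold higher in rice straw than in sucrose (95% interval 11.2 to 15.1) and 9.14-fold higher there than in cellulose. Its ratios in xylan (1.49-fold below sucrose) and cellulose (1.42-fold above) did not pass. Another gene of this kind, Y699_05507, rose in all 3 substrates: 8.83-fold, 7.54-fold and 10.1-fold in xylan, cellulose and rice straw. The paper proposes that Y699_04685 may not work on cellulose and xylan but may act on other parts of plant biomass; the straw culture held several polymers at once, and none of them alone except xylan and cellulose was tested.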

Interestingly, two endoglucanase genes (Y699_02418 and Y699_05110) were also located in cluster 2, which indicated that these two genes may not functional in the degradation of cellulose due to their low expressional levels in the CGEP.

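Endoglucanase Y699_02418 had 13329 reads in rice straw against 27 in cellulose, 459-fold more (95% interval 315 to 696), and was 177-fold higher there than in sucrose. In xylan its ratio of 3.83-fold stayed just under the threshold. Endoglucanase Y699_05110 was 23.0-fold higher in rice straw than in sucrose and 47.1-fold higher than in cellulose. In xylan and cellulose it had uncalled ratios of 2.41-fold and 2.05-fold below sucrose. Both products carry an AA9 domain. The paper reasons from the low levels on cellulose that these 2 genes may not work in its degradation; enzyme activity was not analysed here.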

**Fig. 7:**
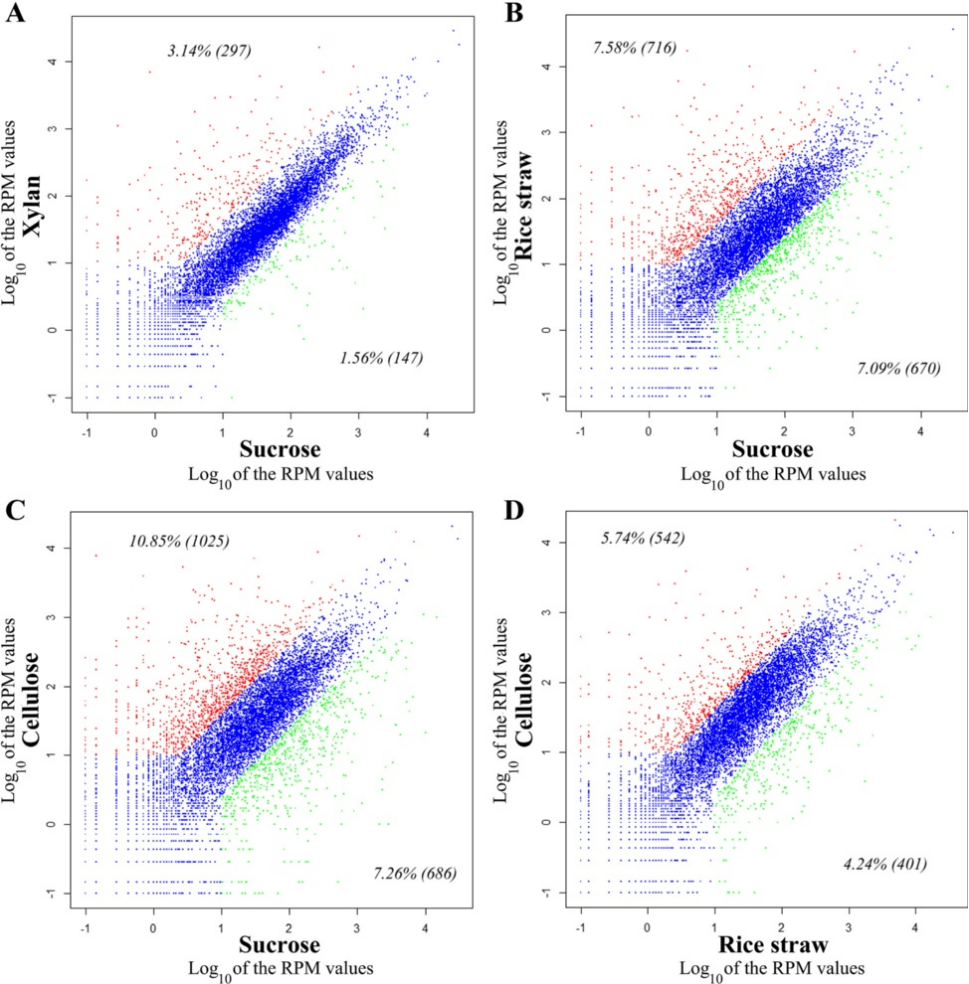
Comparison of different gene expression patterns induced by different substrates. Gene expression patterns induced by xylan, cellulose and rice straw are compared to gene expression induced by sucrose (**a**, **b** and **c**, respectively), and gene expression patterns induced by rice straw are compared to those induced by cellulose (**d**). Every point represents a gene with expression levels (RPM values) that vary in 2 transcriptomes. Blue points indicate genes that have no significant differences in 2 transcriptomes, red points indicate up-regulated genes and green points indicate down-regulated genes. The number of genes significantly up- or down-regulated in each transcriptome is reported in parentheses

**Fig. 8:**
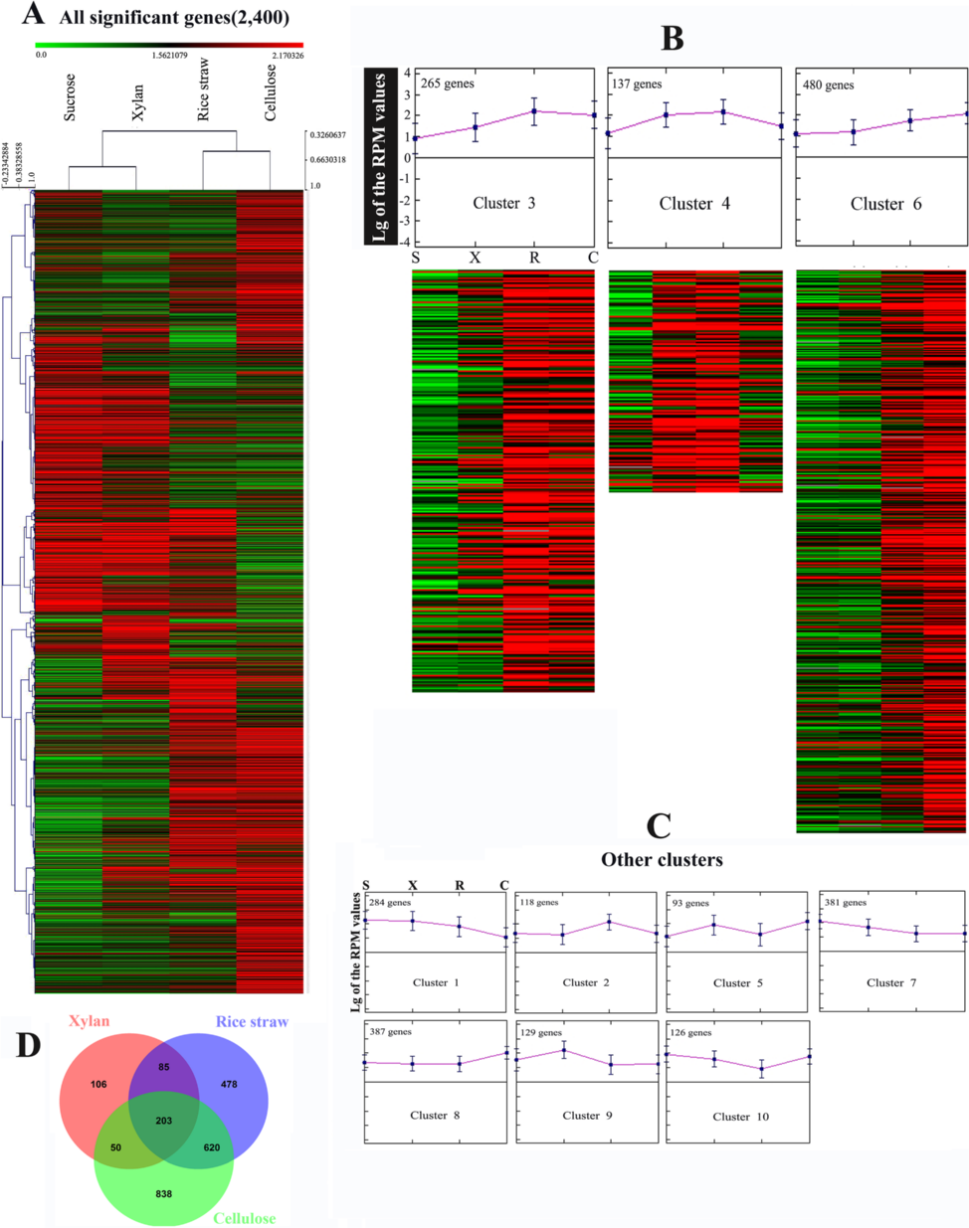
Gene expression profiles for substrate-responsive genes. The color bar indicates the range of expression levels in the heat map figures **a** Genes with significantly different expression are depicted (see Methods). **b** Three clusters are depicted with heat map figures and centroid graphs. In cluster 3 and cluster 4, genes are expressed at a higher level in all 3 treatments (xylan, cellulose and rice straw) compared to sucrose. In cluster 6 genes are only highly expressed when growing in cellulose and rice straw. **c** The other seven clusters, Vertical bars on graphs represent the data range, and the points in the middle represent the average. **d** Venn diagram obtained from the comparison of the significantly differently expressed genes induced by different polysaccharides when compared to sucrose control

**Fig. 9:**
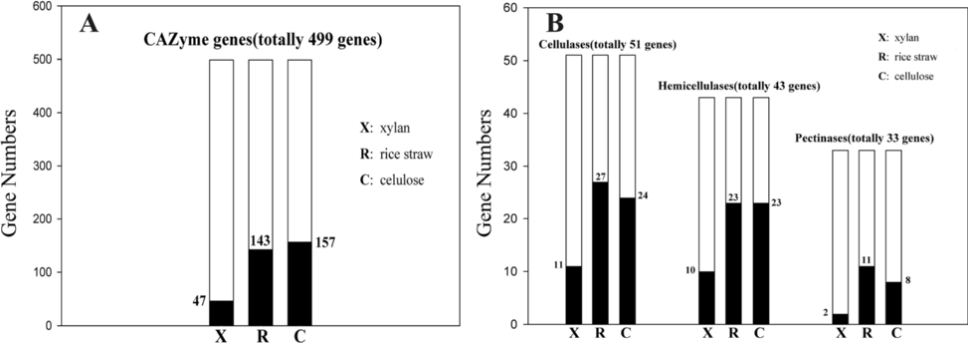
The conditions of degrading-enzyme gene expression. The whole histogram includes all genes in that group, and black indicates the genes that were significantly different in that treatment compared to sucrose. **a** CAZyme gene numbers with significantly different expression levels in xylan, rice straw and cellulose when compared to sucrose control. **b** Hydrolase genes with significantly different expression levels in xylan, rice straw and cellulose compared to sucrose

To validate the transcriptomic results, all the predicted cellulase genes were investigated by qRT-PCR under the induction of cellulose, which confirmed the transcriptomic results (Fig. 6b). Additionally, extracellular protein contents and total xylanase and cellulase activities of the 4 treatments (sucrose, cellulose, xylan and rice straw) provide further evidences to the transcriptomic data (Fig. 6c).

The MFS includes 82 protein families, 6 of which are known to transport sugars (the sugar porter (SP) family, the oligosaccharide:H^+^ symporter (OHS) family, the fucose:H^+^ symporter (FHS) family, the sialate:H^+^ symporter (SHS) family, the polyol permease (PP) family and the sugar efflux transporter (SET) family), in addition, the glycoside-pentoside-hexuronide (GPH):cation symporter family is also responsible for sugars transportation [44]. 

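The MFS sugar transporter gene Y699_02054 rose 23.7-fold in xylan, 345-fold in cellulose and 712-fold in rice straw. The monosaccharide transporter Y699_05309 had 1 read in sucrose and was 94.9-fold higher in cellulose (95% interval 16.6 to 3785) and 433-fold in rice straw. Among 34 sugar transporter genes found by description, 15 were higher in xylan, 19 in cellulose and 25 in rice straw, and 3, 6 and 4 were lower. Directly compared, 8 were lower in cellulose than in rice straw and 0 higher. The 34 come from the part used of the authors' table of varying genes, so their share of changed members is not independent evidence. The list of 88 transporter genes was not used here.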

Totally, strain Z5 has 88 sugar transporter genes distributed among SP, FHS, SHS and GPH families (SP family includes 79 genes), 37 genes were differently expressed in polysaccharides-induced samples when compared to sucrose control, the 8 genes which expression changed the most were predicted to transport glucose, xylose, lactose and maltose. Three (Y699_03783, Y699_04557 and Y699_04571) and six sugar transporter genes (Y699_01300, Y699_02331, Y699_03701, Y699_07512, Y699_09366 and Y699_09270) were only induced by xylan and cellulose, respectively. 

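Maltose transporter Y699_03783 was 175-fold higher in xylan (95% interval 109 to 301) and 114-fold in rice straw, with an uncalled 3.88-fold in cellulose. Monosaccharide transporter Y699_04557 was 34.8-fold higher in xylan and 13.4-fold lower in cellulose, and the hexose transporter Y699_04571 was 210-fold higher in xylan and 464-fold in rice straw. All 3 of these were higher in rice straw and, by a direct test, higher there than in cellulose. In cellulose, Y699_02331 (25.6-fold), Y699_03701 (29.2-fold), Y699_01300 (7.56-fold) and Y699_09270 (4.86-fold) rose, and the 6 genes of the cellulose group were all higher in rice straw too, with 0 passing between cellulose and rice straw. Y699_09270 had a ratio of 1.12-fold below sucrose in xylan, which turned above 1 with TMM or DESeq2 factors.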

Gene Y699_09366 was up-regulated about 200 folds by both cellulose and rice straw, which is the homolog of a lactose permease gene (Gene ID: 3450) essential for cellulase induction in *T. reesei* v2.0 [45]. 

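The lactose permease gene Y699_09366 had 55 reads in sucrose and 56 in xylan but 12243 in cellulose (222-fold, 95% interval 171 to 295) and 11673 in rice straw (197-fold, 151 to 261). Its cellulose to rice straw ratio was 1.13-fold. Another gene described as a lactose permease, Y699_07512, was 45.8-fold higher in cellulose and 54.7-fold in rice straw, with 24 reads in xylan (2.24-fold, not called).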

All the homologs of the 37 genes could be detected in other 5 filamentous fungi (*A. niger*, *A. nidulans*, *A. oryzae*, *N. crassa* and *T. reesei*) even though *N. crassa* only has 44 sugar transporter genes, which indicated that filamentous fungi shared common mechanisms of sugar transportation.

Strain Z5 has 7246 and 5569 homologous genes with *A. niger* and *N. crassa* respectively. Comparison of the transcriptomic data of Z5, *A. niger* (GEO DataSets series: GSE57315) and *N. crassa* (GEO DataSets series: GSE42692) under the induction of different polysaccharides (glucose served as control for *A. niger*, sucrose for stain Z5 and *N. crassa*) found that avicel- and rice straw-induced transcriptomic profiles of strain Z5 were very similar, and orange peel power (OPP)- and pectin-induced transcriptomic profiles of *N. crassa* were similar (Fig. 10a), however, the responses of the three fungi to the same polysaccharide were significantly different, xylan-induced transcriptomic profile of strain Z5 was similar to avicel-induced gene transcriptomic profile of *N. crassa*. The 7246 homologs of strain Z5 and *A. niger* include 391 CAZymes, some of which had the similar responses to the same polysaccharide (Fig. 10c), this trend was also observed between *N. crassa* and strain Z5 (Fig. 10d). Comparison of the straw induced transcriptomic profiles of different strains, transcription of 1386 genes were significantly changed by the induction of rice straw in strain Z5 when compared to sucrose, however, in *A. niger* and *T. reesei*, only 514 and 529 genes’ transcription were changed (defined by the same standard), respectively, by the induction of wheat straw [22, 46]. Among these differently expressed genes, only 154/94 homologs were found between strain Z5 and *A. niger*/*T. reesei* (Additional file 11), and most of these homologs were cellulases, xylanases, sugar transporters and hypothetical proteins. In general, filamentous fungi showed the diverse performances to plant biomass in the whole transcriptome level, but they shared a fair amount of similarity on plant biomass degradation.

**Fig. 10:**
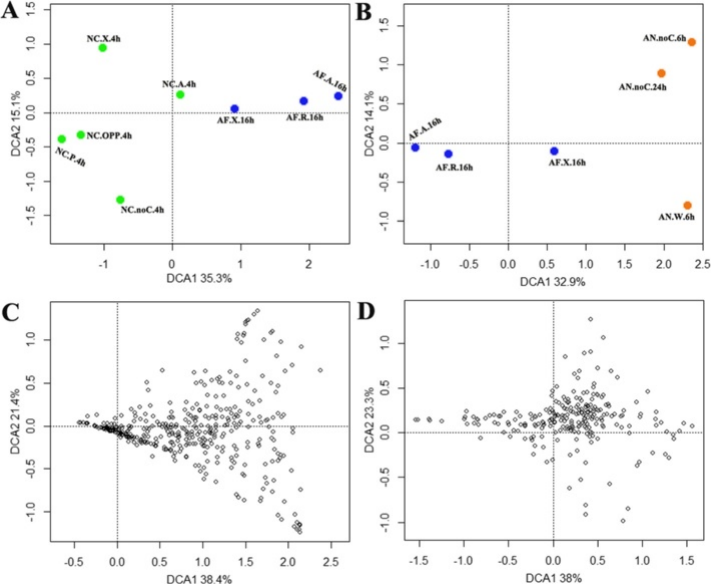
Comparison of different fungal expression profiles induced by polysaccharides. Expression profiles induced by polysaccharides were compared between strain Z5 and other two filamentous fungi, *N. crassa* and *A. niger*, by the method of detrended correspondence analysis. The percentages of the first two principal components explaining the expressional variations were given in axis tags. **a** Expression profiles of 5557 homologous genes were compared between strain Z5 and *N. crassa*. AF.X.16h, AF.A.16h and AF.R.16h: induction by xylan, avicel and rice straw respectively for 16 h in *A. fumigatus* Z5. NC.X.4h, NC.A.4h, NC.P.4h, NC.OPP.4h and NC.noC.4h: induction by xylan, avicel, pectin, orange peel power and no carbon respectively for 4 h in *N. crassa*. **b** Expression profiles of 7246 homologous genes were compared between strain Z5 and *A. niger*. AN.W.6h and AN.noC.6h: induction by wheat straw and no carbon respectively for 6 h in *A. niger*. AN.noC.24h: induction by no carbon for 24 h in *A. niger*. **c** 392 homologous CAZyme genes were compared between strain Z5 and *A. niger*, which were induced by polysaccharides and no carbon (shown up). **d** 241 homologous CAZyme genes were compared between strain Z5 and *N. crassa*

### GO enrichment analysis

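In xylan a nonribosomal peptide synthase (Y699_04110) was 293-fold higher (95% interval 177 to 524). In cellulose alcohol dehydrogenase Y699_00475 was 2898-fold lower (1406 to 7208), and in rice straw another alcohol dehydrogenase, Y699_03238, was 452-fold higher (325 to 649). The read test called 444 genes in xylan (297 higher, 147 lower), 1711 in cellulose (1025 and 686) and 1386 in rice straw (716 and 670), gene for gene those of the authors' deposited q-values at the same thresholds. Directly, 542 genes were higher and 401 lower in cellulose than in rice straw. That log2 ratio rose with coding length (Spearman 0.37 over 6705 genes with a mean of at least 10 RPM). Against sucrose the coefficient was -0.21 in xylan, 0.10 in cellulose and -0.18 in rice straw. Subtracting the median of genes of similar length moved 332 of the 6705 across 4-fold in rice straw. Apart from the secretory list as a whole and the iron genes, no result was corrected for length. The balance of directions depended on scaling: with DESeq2 factors the split became 356 and 106 in xylan, with TMM 875 and 471 in rice straw, and between cellulose and rice straw it turned over to 348 and 544 with TMM. Calls shared with the RPM scaling numbered 408, 1636 and 1187 under TMM.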

Analysis of expression patterns in different treatments indicated that 444, 1386 and 1711 genes were up-regulated or down-regulated in the XGEP, RGEP and CGEP, respectively, in comparison to the SGEP (Fig. 8d). A GO term enrichment analysis of the three polysaccharide-induced gene expression patterns compared to the SGEP was performed with the topGO R package (Additional file 12) [47]. XGEP vs. SGEP analysis showed enrichment of transmembrane transport (P = 1.1e-05), the D-xylose metabolic process (P = 1.3e-04), the xylan catabolic process (P = 7.5e-04) and the polysaccharide binding category (P = 9.3e-04). 

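An extracellular polygalacturonase gene (Y699_09200) fell on every substrate, 30.5-fold in xylan, 37.7-fold in cellulose and 17.6-fold in rice straw. A pectate lyase (Y699_05498) had 2 reads in sucrose and was 84.9-fold higher in cellulose (95% interval 23.1 to 706) and 138-fold in rice straw. Of the 33 pectinase genes, 0 were higher in xylan, 5 in cellulose and 11 in rice straw, and 2, 3 and 1 were lower. Relative to all genes their median was 0.22, -0.22 and 1.97 (log2), at percentiles 84.2, 11.7 and 100 of random lists matched on expression. By the direct test 4 were lower and 0 higher in cellulose than in rice straw. Enrichment of ontology terms was not analysed here.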

Comparison of RGEP with SGEP indicated enrichment of transmembrane transport (P = 1.4e-06), the cellulose catabolic process (P = 6.0e-05), the xylan catabolic process (P = 8.4e-06), the pectin catabolic process (P = 5.5e-05) and the polysaccharide binding category (P = 5.8e-12). The comparison of CGEP with SGEP revealed enrichment of carbohydrate transport (P = 7.5e-04), the cellulose catabolic process (P = 7.6e-05), the hemicellulose metabolic process (P = 7.5e-04), the polysaccharide binding category (P = 6.2e-10) and ribosome biogenesis (P = 1.4e-18). Together, these results show that *A. fumigatus* Z5 could adjust its gene expression and metabolic pathways by using different substrates as a carbon source. When xylan was supplied, Z5 had a higher expression level of xylanase genes and carbohydrate transporter genes, which could degrade xylan into xylobiose or xylose and then transport them into the cell. Xylobiose and/or xylose could be utilized to produce energy or synthesize other materials in the D-xylose metabolic process. Degradation enzymes, transporters and polysaccharide binding activity were also needed during the degradation of cellulose and rice straw. 

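The gene for the rRNA biogenesis protein RRP5 (Y699_02269) was 12.9-fold higher in cellulose, the nucleolar GTP-binding protein Nog1 (Y699_02698) 10.8-fold, Bms1 (Y699_02515) 9.97-fold and the nucleolar protein nop5 (Y699_01225) 6.47-fold. In rice straw only Nog1 of these passed (4.40-fold). RRP5 was also 5.07-fold higher in cellulose than in rice straw by a direct test, but just under 4-fold with TMM or DESeq2 factors. Ratios between these libraries rose with coding length, which was not taken out here. These genes were chosen after their values were seen. Among 62 ribosome biogenesis genes found by description, 0 were higher in xylan, 58 in cellulose and 18 in rice straw, and 0 were lower in any; 7 were higher in cellulose than in rice straw. The counts depend on the threshold: in rice straw 47 were higher at 2-fold and 10 with 10 RPM in both libraries. With an assumed coefficient of variation of 0.4 none passed in cellulose or rice straw. That test recovered 0 simulated 8-fold genes, so the absence of calls follows from its reach. Of 20 translation factor genes, 1, 8 and 0 were higher and 0, 3 and 4 lower, with elongation factor eEF-3 (Y699_08591) at 4.66-fold in cellulose. Both lists come from the part used of the authors' varying genes and are not independent evidence. The paper reasons from the enrichment that the fungus needs more ribosomes on cellulose.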

Intriguingly, CGEP showed enrichment of ribosome biogenesis, indicating that *A. fumigatus* Z5 needs more ribosomes for protein synthesis. The protein products might be secreted into the external environment and contribute to the difficult process of crystalline cellulose degradation.

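Changed genes often lay beside each other, as in metabolite cluster 3: the nonribosomal peptide synthase gene Y699_01268 was 132-fold higher in xylan and 350-fold in cellulose, and its neighbour Y699_01269 458-fold and 652-fold. Runs of at least 3 neighbouring changed genes numbered 171 and held 669 genes, where 1000 shuffles of the calls gave a median of 112 runs and at most 135. A gene counted as changed in any substrate and either direction, so members of a run need not have changed in the same way. CAZymes themselves made up 9.29% of changed and 5.55% of all genes (221 changed, where shifts gave a median of 132), and they are counted in each wider window. A CAZyme or the gene next to one made up 20.8% of changed and 15.2% of all genes. Within 5 genes of a CAZyme lay 48.7% of the changed genes and 42.9% of all genes (7 of 10000 circular shifts gave as many), and within 10 genes 70.0% and 64.7%. Locus numbers were taken as gene order along the scaffolds.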

Analysis of the transcriptome profiles across all scaffolds (Fig. 5 and Additional file 9) indicated that the expression levels of most genes were stable, while significant changes occurred in and around CAZyme-rich regions. A total of 468 genes were found in the 35 fragments; they ranged from 8 kb to 112 kb in length, and all were up-regulated or down-regulated in at least 1 of the 3 transcriptomes (Fig. 4 and Additional file 13). Among these fragments, eight segments corresponding to eight different CAZyme gene clusters were found, and five of them were up-regulated in all three transcriptomes compared to SGEP, while the others were down-regulated. These results suggested that the genes in and around the eight CAZyme gene clusters might be closely related to utilization of different carbon sources. Additionally, 11 of the 30 secondary metabolite biosynthetic gene clusters (Additional file 14) in the genome were located or partly located in the co-regulated fragments. Of those 11, five were up-regulated, and the remainders were down-regulated. Therefore, the secondary metabolism pathways might be stimulated in *A. fumigatus* Z5 when the complex organic substances exist in the environment, enabling the strain Z5 to fend off competition for nutrients and survive in complex environmental conditions.

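In fragment 2 the gene Y699_04117 rose from 2 reads in sucrose to 7566 in xylan (3886-fold, 95% interval 1075 to 32091), and 15 of its 17 genes were higher in xylan with 1 higher in cellulose. In fragment 35, Y699_06341 was 368-fold and Y699_06340 229-fold higher in xylan. The hexose transporter Y699_07916 of fragment 20 rose 166-fold, 439-fold and 811-fold in xylan, cellulose and rice straw. Fragment 31 (5 genes) reached a median log2 ratio to sucrose of 7.64 in cellulose, and fragment 33 (9 genes) had 7 lower in cellulose and 8 in rice straw. Of the 468 genes in the 35 fragments 285 (60.9%, 56.3 to 65.3%) differed from sucrose in at least 1 substrate, against 23.1% outside. In all 35, more calls went in the direction the authors give than against it. They chose the fragments on these libraries, so the share is not independent evidence.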

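In fragment 8 a cellulase gene (Y699_05311) had 1 read in sucrose and was 587-fold higher in rice straw (95% interval 105 to 23226), and a β-galactosidase (Y699_05310) was 12.6-fold higher in cellulose and 16.6-fold in rice straw. In fragment 25 an ankyrin repeat protein gene (Y699_05765) was 11.5-fold lower in xylan and 14.2-fold in cellulose. Among the 5 fragments given as up, numbers 6, 7, 8 and 28 had genes higher in every substrate: 3, 10 and 11 of the 43 genes of fragment 7 in xylan, cellulose and rice straw, and 3, 3 and 4 of the 8 of fragment 28. Fragment 13 had 0, 3 and 3 of 6, with a median ratio to sucrose of 1.00 (log2) in xylan. Among those given as down, fragment 25 had 5, 8 and 6 of 10 lower and 1 higher in rice straw. The authors give fragments 23 and 15 as down in cellulose and rice straw only. In these substrates fragment 23 had 11 and 7 of 21 lower and 1 higher in each, with 1 lower in xylan. Fragment 15 had 5 and 4 of 15 lower there, with 2 higher in xylan.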

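The NRPS gene Y699_04336 of metabolite cluster 10 was 526-fold higher in cellulose (95% interval 241 to 1434) and had 0 reads in rice straw, at least 1134-fold below cellulose. The 30 clusters as a set changed more than the rest of the genome: 181 of 440 genes (41.1%, 36.5 to 45.9%) differed from sucrose in at least 1 substrate, against 24.2% outside (6 of 10000 circular shifts gave as many). Genes higher in xylan made up 8.86% inside and 2.84% outside, those higher in cellulose 15.5% and 10.5%, and those lower in rice straw 14.3% and 6.67%. Genes higher in rice straw were 8.86% and 7.44%, a count that 1848 of 10000 shifts reached. Of the 39 genes higher in xylan, 14 were in cluster 9. These clusters were predicted from the genome, not from the libraries. The counts were not corrected for coding length, with which ratios to sucrose fell in rice straw. Transcript levels do not show whether a metabolite was made.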

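Cluster 9 was the strongest case in xylan, with 14 of 17 genes higher and a median log2 ratio to sucrose of 6.95. Cluster 3 had 7 of 18 higher in xylan and 7 in cellulose, cluster 10 had 6 of 9 higher in cellulose, cluster 16 had 7 of 25 (1 lower) and cluster 17 had 6 of 17. On the falling side, cluster 2 had 8 of 14 lower in rice straw, cluster 21 had 11 of 28 (2 higher) and cluster 11 had 8 of 27 (5 higher), and cluster 20 had 8 of 28 lower and 4 higher in cellulose and again in rice straw. Cluster 5, with the conidial pigment polyketide synthase PksP (Y699_02122, 9.77-fold higher in cellulose), had 8 of 18 higher and 2 lower in cellulose: of its 7 genes inside fragment 9, 0 were higher and 2 lower, and of the 11 outside, 8 were higher. Of clusters that the authors tie to no fragment, cluster 18 had 5 of 6 genes lower in cellulose and cluster 27 had 7 of 27 higher and 1 lower there.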

## Discussion

Filamentous fungi efficiently degrade plant biomass and secret substantial amounts of extracellular enzymes into their substrates. Several model filamentous fungi, including *N. crassa*, *T. reesei*, *A. niger*, *A. oryzae* and *A. nidulans*, are widely used in industry and have been the subjects of numerous studies [16, 31, 36, 40, 48]. Unlike the three model species in the *Aspergillus* genus that have a long history of safe use for industrial enzyme production, *A. fumigatus* strains are opportunistic pathogens that may cause invasive aspergillosis in immunocompromised patients [29, 49], although strains in this species are also effective at biomass degradation. *A. fumigatus* Z5 was isolated from crop compost heaps [26], suggesting that the strain is widely distributed in the environment and contributes to the degradation of plant biomass. There have been some studies related to polysaccharide degradation in *Aspergillus fumigatus* [24, 26, 50, 51]. This study on strain Z5 showed that it has an abundant distribution of CAZyme genes in genome and can produce large amount of extracellular enzymes, which make it possible to be a producer of enzymes to degrade plant biomass. Also, as a fast growing filamentous fungus at a high temperature of 50 °C, strain Z5 could easily be a host for heterologous protein expression by the mature molecular technologies in *A. fumigatus*. Even though, strain Z5 was not as good as some well-studied fungi, such as *A. niger* MGG029 with many genomic modifications [49], but it shared a similar potential and results of the present study enable valuable resources for further explorations. The safety of this strain should be considered by knocking out some virulence-related genes, such as the genes for gliotoxin, fumagillin, aflatoxin and ribotoxin [52].

In general, filamentous fungi cannot absorb polysaccharides directly into their cells to use as sources of carbon and energy. Instead, they secrete many types of enzymes to depolymerize polysaccharides into monomeric carbohydrates that are efficiently taken up and metabolized. In eukaryotic cells, protein secretion involves ER-associated translation, folding and glycosylation. Proteins are then moved into the Golgi apparatus or other compartments via vesicles to form the mature proteins. Finally, within secretory vesicles, the mature proteins are transported to the cell membrane and secreted into the environment [53]. Guillemette *et al.* [54] reported transcriptional responses of *A. niger* when exposed to secretion stress (treatment with tunicamycin, treatment with DTT or forced secretion of a heterologous protein). In total, 11 genes in the secretory pathway were induced by the three ER-stress conditions. However, among the homologous counterparts of these 11 genes in *A. fumigatus* Z5, seven were down-regulated in all three treatments (xylan, cellulose and rice straw) when compared to the sucrose as a control condition (Additional file 10). 

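The *bipA* gene (Y699_03241) had ratios of 1.62-fold below sucrose in xylan, 1.25-fold above it in cellulose and 1.63-fold below it in rice straw (95% intervals 1.53 to 1.72, 1.20 to 1.31 and 1.54 to 1.72). The *pdiA* gene (Y699_03389) stood 1.51-fold below sucrose in xylan, level in cellulose (1.01-fold below) and 2.45-fold below in rice straw. The *clxA* gene (Y699_04863) stood 1.69-fold, 1.33-fold and 1.54-fold below. None passed the 4-fold threshold. The whole protein folding group (17 genes) had medians of -0.46, -0.64 and -0.34 (log2, relative to all genes), with 0, 1 and 1 genes lower; oxidoreductin Y699_05568 (6.61-fold lower in cellulose) was among them.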

The same trend was observed among the important chaperones and foldases (*bipA*, *pdiA* and *clxA*), which are involved in protein folding in the ER, with the exception of a 1.3-fold increase in bipA observed on cellulose. Unfolded protein response (UPR) and ER-associated degradation (ERAD) were also not induced by the three polysaccharides. These results indicate that there was no ER stress in these conditions compared to sucrose, even though more extracellular proteins were secreted [53]. 

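The *hacA* gene (Y699_02024), regulator of the UPR, had ratios of 1.14-fold, 1.61-fold and 2.25-fold below sucrose in xylan, cellulose and rice straw; the xylan ratio turned just above 1 with TMM or DESeq2 factors. Its activator *ire1* (Y699_07090) stood 1.34-fold below in xylan, 2.29-fold above in cellulose and 1.97-fold below in rice straw, and was 4.51-fold higher in cellulose than in rice straw. That direct ratio fell under 4-fold with TMM or DESeq2 factors. Of the 8 UPR genes 1 passed, the transcription factor CpcA (Y699_04896, 5.18-fold higher in cellulose). Of the 19 ERAD genes, Mas1 (Y699_06791) was 6.83-fold higher and Der1 (Y699_07233) 5.41-fold lower in cellulose, and Doa1 (Y699_00683) 4.84-fold lower in rice straw. The Doa1 ratio also went just under 4-fold with TMM or DESeq2 factors. The UPR median relative to all genes was -0.10, 0.26 and -0.19 (log2), the ERAD median -0.14, -0.29 and -0.41. The paper reasons from such levels that the ER was not under stress; splicing of *hacA* was not analysed here.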

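The α-1,2-mannosidase gene (Y699_04911), which trims sugar chains on secreted proteins, was 22.3-fold higher in cellulose (95% interval 17.5 to 28.9) and 10.4-fold in rice straw, with 1.54-fold in xylan under the threshold. The α-glucosidase Y699_09020 was 76.4-fold higher in cellulose and 8.31-fold in rice straw, 9.19-fold apart by a direct test, with an uncalled 3.02-fold in xylan. Their group, processing of the ER precursor sugar chain (24 genes), had 0, 3 and 2 genes higher and 2, 3 and 3 lower in xylan, cellulose and rice straw.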

Two genes involved in glycosylation, the α-1, 2-mannosidase gene (Y699_04911) and the α-glucosidase gene (Y699_09020), exhibited 1.5–22.3-fold and 3–76.4-fold increases, respectively, in the three treatments compared to sucrose control. It has been suggested that plant biomass-degrading enzymes are highly glycosylated [55]. Our study indicates that when polysaccharides are the sole substrate for growth, high levels of extracellular enzymes do not cause ER stress. Indeed, it suggested that if the balance between growth and protein secretion of fungi is managed well, the secretory pathway can be fully explored, and fold-increased production of extracellular proteins can be achieved.

XlnR is a xylanolytic transcriptional activator specific to fungi [56] that effects a wide range of target genes, e.g., genes encoding xylan-degrading enzymes or the enzymes in the D-xylose metabolic pathway [57, 58] and even genes encoding cellobiohydrolases and endocellulases [59]. In this study, the XlnR gene was significantly up-regulated by cellulose and rice straw but not by xylan. 

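The *XlnR* gene (Y699_02312) had 161 reads in sucrose, 143 in xylan, 1255 in cellulose and 1710 in rice straw. It was 7.78-fold higher in cellulose (95% interval 6.60 to 9.23) and 9.85-fold in rice straw (8.38 to 11.7). In xylan the ratio was 1.10-fold below sucrose (0.870 to 1.38) and turned above 1 with TMM or DESeq2 factors. A transcript level at 1 time point gives no measure of the activity of the protein.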

Andersen *et al.* [60] reported that in the fermentations of glucose and xylose, 22 conserved genes were differentially transcribed (21 up-regulated and one down-regulated) in three *Aspergillus* species (*A. niger*, *A. oryzae* and *A. nidulans*) when xylose, rather than glucose, was the substrate. Enzymes involved in D-xylose metabolism were among the 22 genes. In the present study, homologs of the 21 up-regulated genes were mostly transcribed at high levels in the three treatments compared with sucrose control (Additional file 15). However, the results indicated that D-xylose metabolism was not activated by XlnR because its transcriptional level was similar in xylan and sucrose, even though the D-xylose metabolic pathway was significantly induced in xylan. 

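Of the 22 genes of the conserved xylose response, 7 were higher in xylan, 8 in cellulose and 10 in rice straw, and 1, 2 and 2 were lower. Without transporter Y699_02697, the other 21 had a ratio above 1 for 16, 15 and 18 genes, and 12 had it in all 3. Relative to all genes the median of the 22 was 1.38, 0.85 and 2.42 (log2), at percentiles 100, 98.9 and 100 of random lists matched on expression. Directly compared, 2 were higher and 6 lower in cellulose than in rice straw. The list was taken by the authors from work on other *Aspergillus* species, not from these libraries.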

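Genes of the D-xylose pathway rose in xylan and mostly in the other substrates too. Xylose reductase (Y699_06810), the entry step, was 14.8-fold higher in xylan, 7.12-fold in cellulose and 8.77-fold in rice straw. The xylitol dehydrogenases Y699_08949 (28.5-fold, 5.20-fold and 7.09-fold) and XdhB (Y699_09019; 15.3-fold, 10.6-fold and 11.1-fold) rose in all 3. The xylulokinase Y699_00823 was 8.84-fold higher in xylan and 7.62-fold in rice straw, with 1.45-fold in cellulose, where it was 5.25-fold lower than in rice straw. The paper reasons that XlnR did not activate this pathway, since its transcript was level between xylan and sucrose; XlnR protein was not measured in these libraries.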

The down-regulated gene identified by Andersen *et al.* encoded a MFS monosaccharide transporter, which was reported to have a higher affinity for glucose than xylose in their results. The expression level of the homolog gene decreased considerably in the three polysaccharides treatments of this study, suggesting that either the cellulose and rice straw treatments did not have enough glucose to induce the transporter gene or cellulose was transported into cells mainly as a form of cellobiose rather than glucose [61]. 

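The monosaccharide transporter gene Y699_02697 fell from 2226 RPM on sucrose to 97.9 on xylan, 37.3 on cellulose and 30.2 on rice straw, that is 22.7-fold (95% interval 21.0 to 24.6), 59.6-fold (52.8 to 67.6) and 73.7-fold (64.7 to 84.4) lower. Of the 22 genes of the xylose response list, it alone was called lower in xylan. The paper proposes either too little glucose on cellulose and rice straw or uptake of cellobiose; neither sugar was measured in the libraries.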

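Sugar transporter Y699_05888 had 15 reads in sucrose, 1196 in xylan, 71 in cellulose and 1045 in rice straw. It was 81.9-fold higher in xylan (95% interval 49.5 to 147), 4.73-fold in cellulose (2.68 to 8.88) and 64.6-fold in rice straw (39.0 to 116). The direct test put cellulose 13.7-fold below rice straw (10.7 to 17.6). In cellulose it reached 10.1 RPM, just over the 10 RPM floor. Which sugar the protein carries cannot be read from these levels.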

Another interesting finding in the 22 genes is that a sugar transporter (Y699_05888) had a extremely high expression level in xylan and rice straw (81.9-folds and 64.6-folds, respectively) but only a 4.7-folds enhanced in cellulose, which revealed that this sugar transporter should be a specific transporter of the hydrolyzing products from xylan in all four *Aspergillus* species (qRT-PCR validated that gene Y699_05888 was up-regulated 2.8 ± 0.08 and 27.2 ± 0.52 folds by cellulose and xylan, respectively).

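On sucrose, endoglucanase Y699_06174 stood at 0.714 RPM, xylanase Y699_07611 at 0.428 RPM and cellobiohydrolase Y699_07898 at 2.71 RPM. Among the exceptions were endoglucanases Y699_05110 (86.1 RPM) and Y699_02424 (50.1 RPM). Of the 127 cellulase, hemicellulase and pectinase genes, 92 were under 10 RPM on sucrose, 79 on xylan, 54 on cellulose and 43 on rice straw. In at least 1 polysaccharide 68 were higher than on sucrose.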

Transcriptomic data showed that genes encoding hydrolytic enzymes involved in plant cell wall degradation were repressed during growth on sucrose. Carbon catabolite repression (CCR) is an important mechanism to repress the production of polysaccharide-degrading enzymes during growth on easily metabolized carbon sources. In most fungal species, CCR is mediated by a zinc-finger transcription factor CreA [62–64], which is a repressor for genes encoding polysaccharide-degrading enzymes. In this study, we expected to have low CreA expression levels in the 3 polysaccharides treatments when compared to sucrose treatment. However, the *cre*A gene was transcribed at high levels (RPM = 4714.2 in rice straw and RPM = 3366.3 in cellulose), with 7.7- and 5.5-fold increases in rice straw and cellulose compared to sucrose, respectively. 

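The *creA* gene (Y699_02675), encoding the carbon catabolite repressor, stood at 614 RPM on sucrose, 673 on xylan, 3366 on cellulose and 4714 on rice straw. It was 5.48-fold higher in cellulose (95% interval 5.31 to 5.67) and 7.68-fold in rice straw (7.44 to 7.93), with 1.10-fold in xylan (1.05 to 1.14) under the threshold. The transcript does not show where the protein was or whether it was active.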

Reverse transcription quantitative PCR (RT-qPCR) experiments under the same conditions as the transcriptomic study confirmed these observations (data not shown). These results suggest that CreA has functions beyond those of a transcription repressor and merits further research.

Our previous research identified many plant biomass-degrading enzymes secreted by Z5 in the presence of different carbon sources (i.e., glucose, cellulose and rice straw) [25]. The expression of those enzymes in the present study is consistent with the findings of the previous study. Additionally, xylanase genes were induced more by cellulose and rice straw than by xylan; xylan was not the best inducer of its own hydrolytic enzymes. 

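Endo-xylanases Y699_04481 (62.6 RPM in xylan, 2342 in cellulose, 2502 in rice straw), Y699_07611 (146, 947 and 2359) and Y699_06333 (20.1, 200 and 194) were higher in cellulose than in xylan. Endo-xylanase Y699_07623 was lower in cellulose than in xylan (8.69 against 67.3 RPM), and β-xylosidase Y699_05610 stood at 213 RPM in xylan, 151 in cellulose and 230 in rice straw. The hemicellulase list held 14 xylanase and xylosidase genes by description, a wider set than the xylanases the paper names. Of these, 7 were higher than sucrose in xylan, 7 in cellulose and 10 in rice straw. In RPM, 6 of the 14 stood above xylan in cellulose and 12 in rice straw. Tested directly against xylan, 4 were higher and 2 lower in cellulose, and 4 higher and 0 lower in rice straw. For the 6 endo-xylanases alone the direct counts were 3 higher and 1 lower in cellulose, and 3 and 0 in rice straw.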

We observed that cultivation broth containing xylan became transparent, while culture filtrates with avicel or rice straw still had unused substrates after 16 h of incubation, indicating that pure xylan was depolymerized faster than avicel and rice straw; our previous work showed that Z5 has very strong xylanase activities [25]. We conclude that the simple carbon source, xylose, which is released by xylan degradation, inhibited the persistent high expression of many xylanases. This may also account for the smaller transcriptional differences between the xylan treatment and sucrose control than those observed when either cellulose or rice straw treatments are compared to the control.

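Xylan changed fewer genes than the other substrates: 4.73% of the tested genes differed from sucrose, against 18.2% in cellulose and 14.7% in rice straw. Set directly against xylan, 1518 genes differed in cellulose and 869 in rice straw. Of those that changed in xylan, 106 changed in xylan alone, among them the NRPS gene Y699_04110, while 838 changed in cellulose alone and 478 in rice straw alone. The paper proposes that inhibition by xylose may account for the smaller difference; the xylan library is from 1 harvest time.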

## Conclusions

This study performed transcriptional analysis on an *A. fumigatus* strain grown on xylan, cellulose and rice straw. It comprehensively described natural polysaccharide saccharification by *A. fumigatus* hydrolases and the regulation of gene expression that occurs during this process. Having identified enzymes actively involved in biomass degradation, we foresee the potential to increase enzyme activities in industrial contexts. This would first require the heterologous expression of the enzymes at high levels and optimization of their incorporation into enzymatic cocktails. The genome and transcriptome data of this study are also valuable for future studies of aspergillosis.

## Methods

### Genome assembly, scaffolding, and gene prediction

The genome of *A. fumigatus* strain Z5 was shotgun sequenced using a Roche 454 GS FLX system at the Chinese National Human Genome Center (Zhangjiang Hi-tech Park, Shanghai, China). It produced 837 Mb of sequence data (29.9 × coverage) with an average read length of 358 bp. Using the Newbler software (v2.3) within the Roche 454 suite package [65], these reads were assembled into 596 contigs with a total size of 29.4 Mb. For sequence scaffolding, Solexa Mate Pair reads (insert size 3 ~ 5 kb) were used to establish the genome scaffolds. A total of 38,248,825 mate-pair reads contributed to improving sequence quality and constructing scaffolds. A simple greedy algorithm was used to optimize the order of the contigs and provided a feasible heuristic solution for scaffolds construction [66]. By mapping the reads to contigs, 557 contigs were then linked, generating 24 genome scaffolds with their length not smaller than 1 kb. For gene prediction, Genemark (v2.3 a, http://topaz.gatech.edu/GeneMark/) and Augustus (v2.5, http://bioinf.uni-greifswald.de/augustus/) were used to predict genes for the Z5 genome, and the genome of *A. fumigatus* AF293 was used as a reference. The predicted genes were annotated using public databases (NCBI nr, Uniprot and KEGG) with BLAST, and the predicted genes with the best supporting annotation results were selected as the gene models. As a result, a total of 9540 gene models were described in the genome. Transfer RNAs (tRNAs) were predicted with tRNAscan-SE [67] (http://lowelab.ucsc.edu/tRNAscan-SE/). Secreted proteins were identified by SignaIP 4.0 analysis [68] (http://www.cbs.dtu.dk/services/SignalP/).

### Strains and culture conditions

Strain Z5 was grown on potato dextrose agar (PDA) plates for conidia production. Conidia were harvested by washing the plate with 10 ml sterile ddH_2_O. After removing the mycelia, the conidia were resuspended, and the concentration was adjusted to 1 × 10^7^ conidia/ml. Basic culture medium (BCM) was composed of the following: 0.25 g/L yeast extract, 1 g/L MnSO_4_ · H_2_O, 0.5 g/L urea, 0.5 g/L (NH_4_)_2_SO_4_, 0.5 g/L MgSO_4_ · 7H_2_O, 7.5 mg/L FeSO_4_ · 7H_2_O, 2.5 mg/L MnSO_4_ · H_2_O, 3.6 mg/L ZnSO_4_ · 7H_2_O, 3.7 mg/L CoCl_2_ · 6H_2_O, 0.5 g/L CaCl_2_ and a predetermined concentration of carbon source according to our experimental conditions [69]. 1 × 10^7^ conidia/L were inoculated into liquid BCM with sucrose as the carbon source (BCM-S) and cultured at 45 °C for 24 h. For cultivation in a medium containing xylan from oat spelts (Sigma), Avicel PH-101 (Sigma-Aldrich) or rice straw as a carbon source, the mycelia grown in the BCM-S were exhaustively washed with sterile distilled water and then transferred into yeast-free BCM and containing 1 % oat spelts xylan, 1 % Avicel PH-101 (a source of cellulose), or 1 % rice straw as a carbon source for 16 h. Mycelia were harvested by filtration through one layer of gauze, washed thoroughly with sterile water and quickly frozen in liquid nitrogen for further RNA extraction. The reason for sucrose used to be control is that sucrose is a favored carbon source to polysaccharides, and it will not induce any lignocellulolytic genes in filamentous fungi. For BCM with rice straw, the rice straw obtained from the farmland was exhaustively washed with deionized water for several days until reducing sugars were not detected by dinitrosalicylic acid (DNS). The rice straw was then dried completely at 40 °C, made into rice straw powder using a grinder and stored at room temperature.

### Enzyme assays

Extracellular proteins were precipitated by 80 % ammonium sulfate and redissolved in sterile distilled water. The protein concentration was determined with a Micro BCA protein assay kit (Beyotime, China) using bovine serum albumin as a standard. Cellulase and xylanase activities were measured by 3, 5-dinitrosalicylic acid (DNS) method according to Liu *et al.* [25]. One unit of enzyme activity was defined as the amount of enzyme required to release 1 μmol of reducing sugars from the substrate in 1 min.

### RNA extraction and qRT-PCR experiments

The frozen mycelia were disrupted by grinding in liquid nitrogen, and total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) combined with the RNase-Free DNase set (Qiagen). The total RNA (approximately 2 μg) extracted from each treatment was fractionated on a 1.2 % agarose gel, stained with ethidium bromide and visualized with UV light to check RNA integrity. The total RNA samples were then quantified using a NanoDrop 2000 spectrophotometer (Thermo, USA). For qRT-PCR analysis, cDNA were synthesized from the total RNA in different induction time using a PrimeScript™ RT-PCR Kit (TAKARA, DaLian, China) according to the manufacturer’s instructions. All quantitative PCR runs were performed in triplicate on a 7500 Fast Real-Time PCR System (Applied Biosystems) using SYBR® Premix Ex Taq™ Kit (Tli RNaseH Plus) (TAKARA, DaLian, China). An actin-encoding gene and a histone-encoding gene (GenBank Accession No: Y699_04988 and Y699_07225, respectively) were chosen together to be reference genes. The primer sequences are given in Additional file 16.

### Transcriptome sequencing and gene mapping

Messenger RNA was purified from the total RNA with a Micropoly(A)PuristTM mRNA purification kit (Ambion, America). Double-stranded cDNA was synthesized according to Ng’s full-length cDNA synthesis protocol [70] with some modifications. GsuI-oligo dT was used as the primer for first-strand cDNA synthesis from 10 μg of mRNA, using 1,000 units of Superscript II reverse transcriptase (Invitrogen, America). The diol group of the CAP structure of mRNA was then oxidized by NaIO_4_ (Sigma, America) and linked to biotin hydrazide. Dynal M280 streptavidin Dynabeads (Invitrogen, America) were used to select biotinylated RNA/cDNA. The first-strand cDNA was then released by alkaline hydrolysis. Next, adaptors were ligated to the 5’-end of the first-strand cDNA by DNA ligase (TaKaRa, Dalian, China), and the second-strand cDNA was synthesized through primer extension using Ex Taq polymerase (TaKaRa, Dalian, China). Last, the polyA tail and 5’ adaptors were removed by GsuI digestion. The synthesized cDNA was fractioned ultrasonically into 300-800 bp fragments and purified using Ampure beads (Agencourt, America). The prepared cDNAs were transformed into libraries with the TruSeq DNA Sample Prep Kit Set A (Illumina, America), clonally amplified using the TruSeq PE Cluster Kit (Illumina, America) and sequenced with Illumina equipment according to the manufacturer's instructions. Clean reads (those in which at least half of the bases, excluding N, had a quality score above 5) were retained and mapped onto the genome or annotated genes of strain Z5. Reads were collected from the different samples for each gene, and read counts were transformed into RPM values (Reads Per Kilo bases per Million reads) [71]. Using the MA-plot-based method with Random Sampling model in the DEGseq program package [72], the differences in expression levels between samples were calculated for each individual gene. Differences were determined to be significant if FDR scores were ≤ 0.001.

### Gene expression analysis

The genes with significantly different transcriptional levels in all 4 transcriptomes need to have RPM (Reads Per Kilo bases per Million reads) scores above 10 in all transcriptomes as well as the coefficient of variation of the RPM values in all transcriptomes of not less than 0.6. The results were organized and visualized using Pearson correlations and hierarchical clustering with the average linkage clustering method to view the whole data set. K-means cluster analysis was used to group the genes into 10 clusters with the TIGR multiexperiment viewer (MeV, http://www.tigr.org/software). For the purposes of GO terms enrichment analysis, genes that differed significantly between treatment (XGEP, CGEP or RGEP) and control (SGEP) were those that had RPM ≥ 10, q-value ≤ 0.0001 and |log_2_ of the ratio of the RPM values| ≥ 2. GO terms annotation was accomplished by Blast2GO software (http://www.blast2go.com). Genes that differed significantly between treatment and control were analyzed and visualized to see the results of GO term enrichment using the classic algorithm and Fisher’s exact test in the Bioconductor topGO package (http://www.bioconductor.org/packages/2.12/bioc/html/topGO.html). Detrended correspondence analysis (DCA) was conducted using the vegan package of R [73]. The transcriptome sequencing data and screening results are provided in Additional file 17.

### Protein classification

Whole genome protein families were classified by InterproScan analysis (http://www.ebi.ac.uk/interpro/). The number of genes for each COG category was determined using a BlastP search against the COG data set. The highest scoring hit to COG category for each protein was retained. Using the same way, the sugar transporter family proteins were found out by blasting to Transporter Classification Database (TCDB, http://www.tcdb.org/). CAZyme proteins were classified with the CAZYmes Analysis Toolkit [74] (CAT, http://mothra.ornl.gov/cgi-bin/cat.cgi). Annotation based on sequence similarity and annotation based on association rules between CAZy families and pfam domains against the CAZy database (http://www.cazy.org/) were integrated for CAZyme protein predictions.

### Gene cluster identification

The gene families were collected by visual inspection using CIRCOS software [75] (http://www.circos.ca). For CAZyme gene clusters, a cluster is defined as a region containing a statistically higher proportion of a particular gene family, and the cluster must begin and end with a gene from the family studied. We then calculated the probability of these CAZyme gene clusters based on a hypergeometric distribution, and all 44 clusters had a P value < 0.01. To analyze fungal clusters of secondary metabolism, the genome annotation data were coordinated and analyzed with the program SMURF (http://www.jcvi.org/smurf/index.php). The nucleotide fragments in which genes were nearly co-regulated (up- or down-) were also collected by visual inspection and compared to the clusters of secondary metabolism by Blastp.

### Accession number

This Whole Genome Shotgun project has been deposited at DDBJ/EMBL/GenBank under the accession AZZA00000000. The version described in this paper is version AZZA01000000. The transcriptomes data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [76] and are accessible through GEO Series accession number GSE55086 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55086).

## Additional files

Additional file 1:
**Phylogenetic analysis of strain Z5 in** ***Aspergillus*** **section** ***Fumigati*** **.** Phylogenetic analysis of strain Z5 was performed in Aspergillus section *Fumigati* based on the β-tubulin, calmodulin and ITS sequences. Additional file 2:
**Scaffolds matching.** All Z5 scaffolds were matched into the chromosomes of *A. fumigatus* AF293. Additional file 3:
**Comparison of protein domains in six filamentous fungi.** The numbers of each protein domain identified by InterPro were compared within *A. fumigatus*, *A. nidulans*, *A. niger*, *A. oryzae*, *T. reesei* and *N. crassa*. Additional file 4:
**Plant biomass-related protein families in** ***A. fumigatus*** **Z5.** Plant biomass-related protein families were found out in the six filamentous fungi and *S. cerevisiae*. Additional file 5:
**Comparison of gene numbers for each COG category.** The predicted numbers of each COG category for seven fungi including *A. fumigatus* Z5 were listed. Additional file 6:
**CAZyme genes.** All the predicted CAZyme genes in *A. fumigatus* Z5 were listed. Additional file 7:
**Plant biomass-degrading enzymes in** ***A. fumigatus*** **Z5.** Cellulase genes, hemicellulase genes and pectinase genes were found out from the genome of Z5, and the properties (protein family, signal peptide, secretome signal and homologs in other fungi) of these enzymes were also investigated. Additional file 8:
**CAZyme gene clusters in** ***A. fumigatus*** **Z5.** 44 CAZyme gene clusters were found in Z5 genome, and p-values < 0.01. Additional file 9:
**Maps of scaffolds.** The map of scaffold 2 was shown by Fig. 4 with the detailed descriptions, and this file contained the maps for the remained scaffolds. Additional file 10:
**Differential expression of secretory pathway genes.** This file shown the expression values of genes in secretory pathway in *A. fumigatus* Z5 when induced by different carbon source. Additional file 11:
**Homologs among the rice straw-induced strain Z5 and wheat straw-induced** ***A. niger*** **and** ***T. reesei*** **.** This file listed the homologs of genes that were differently expressed in rice straw-induced Z5, wheat straw-induced *A. niger* and *T. reesei*. Additional file 12:
**GO enrichment analysis. 444, 1386 and 1711 significantly differently expressed genes (xylan to sucrose, rice straw to sucrose and cellulose to sucrose, respectively) were used to perform GO enrichment analysis.** The results were shown in this file. Additional file 13:
**Co-regulated fragments in Z5 genome.** 35 co-regulated fragments consisting of continuous genes in genome were found and listed in this file. Additional file 14:
**Secondary metabolite.** 30 secondary metabolite biosynthetic gene clusters and related PKS genes NPRS genes in Z5 genome were shown in this file. Additional file 15:
**Co-regulated genes in** ***Aspergillus*** **genus when grown on xylose.** 23 co-regulated genes in *Aspergillus* genus identified by Andersen *et al.* when grown on xylose rather than glucose were also conserved in transcriptome data in this study. Additional file 16:
**The primers for qRT-PCR experiments.** The primers of 53 genes were listed in this file. Additional file 17:
**Transcriptome screening results.** This file contained the selected genes for the analysis of Pearson correlations and hierarchical clustering and GO enrichment.

# Supplementary material for: Genome-wide transcriptomic analysis of a superior biomass-degrading strain of A. fumigatus revealed active lignocellulose-degrading genes
**Source:** BMC Genomics. 2015 Jun 16;16(1):459. doi: 10.1186/s12864-015-1658-2
**Supplement:** Additional file 1: — Phylogenetic analysis of strain Z5 in Aspergillus section Fumigati . Phylogenetic analysis of strain Z5 was performed in Aspergillus section Fumigati based on the β-tubulin, calmodulin and ITS sequences.

**Additional file 1: Phylogenetic analysis of strain Z5 in *Aspergillus* section *Fumigati*.**

*N. aurata* NRRL 4378

*N. stramenia* NRRL 4652

*N. assulata* KACC 41691

*A. unilateralis* NRRL 577

*N. galapagensis* IBT 16763

*N. multiplicata* CBS 646.95

*N. tatenoi* NRRL 4584

*N. nishimurae* IFM 54133

*A. turcosus* KACC 41955

*N. glabra* NRRL 3434

*N. fennelliae* NRRL 5535

*N. denticulata* CBS 652.73

*N. hiratsukae* KACC 41688

*N. udagawae* CBM FA 0702

*N. aureola* NRRL 2244

*A. viridinutans* NRRL 4365

*N. spinosa* NRRL 5034

*N. laciniosa* KACC 41657

*A. novofumigatus* IBT 16806

*A. fumigatiaffinis* IBT 12703

*N. coreana* KACC 41659

*A. fumisynnematus* IFM 42277

*A. lentulus* NRRL 35552

*N. fischeri* NRRL 4161

**strain Z5 in this study**

*A. fumigatus* NRRL 163

*N. spathulata* NRRL 20550

*N. pseudofischeri* NRRL 20748

*N. quadricincta* NRRL 2154

*A. brevipes* NRRL 2439

*A. duricaulis* NRRL 4021

99

99

99

99

98

98

53

97

82

92

67

82

54

74

50

0.01

**Fig. 1.** Neighbour-joining tree based on β-tubulin sequence data of *Aspergillus* section *Fumigati*. Numbers above branches are bootstrap values. Only values above 50% are indicated.

*A. viridinutans* NRRL 4365

*N. aureola* NRRL 2244

*N. udagawae* CBM FA 0702

*N. nishimurae* IFM 54133

*N. assulata* KACC 41691

*A. turcosus* KACC 41955

*A. unilateralis* NRRL 577

*N. multiplicata* CBS 646.95

*N. hiratsukae* KACC 41688

*N. spathulata* NRRL 20550

*N. glabra* NRRL 3434

*N. galapagensis* IBT 16763

*N. stramenia* NRRL 4652

*N. aurata* NRRL 4379

*N. tatenoi* NRRL 4584

*A. brevipes* NRRL 2439

*A. duricaulis* NRRL 4021

*N. quadricincta* NRRL 2154

*N. pseudofischeri* NRRL 20748

*N. denticulata* CBS 652.73

*N. fennelliae* NRRL 5535

*N. spinosa* NRRL 5034

*N. coreana* KACC 41659

*N. laciniosa* KACC 41657

*A. fumisynnematus* IFM 42277

*A. lentulus* NRRL 35552

*A. novofumigatus* IBT 16806

*A. fumigatiaffinis* IBT 12703

*A. fumigatus* NRRL 163

**strain Z5 in this study**

*N. fischeri* NRRL 4161

99

99

99

99

91

99

90

89

72

87

97

89

63

57

93

85

63

73

86

90

0.01

**Fig. 2.** Neighbour-joining tree based on calmodulin sequence data of *Aspergillus* section *Fumigati*. Numbers above branches are bootstrap values. Only values above 50% are indicated.

**Fig. 3.** Neighbour-joining tree based on ITS sequence data of *Aspergillus* section *Fumigati*. Numbers above branches are bootstrap values. Only values above 50% are indicated.

*N. coreana* KACC 41659

*A. novofumigatus* KACC 41934

*A. fumigatiaffinis* UOA/HCPF 9455/9518/9540

*N. laciniosa* KACC 41657

*A. fumisynnematus* IFM 42277

*N. spinosa* NRRL 5034

**strain Z5 in this study**

*A. fumigatus* NRRL 163

*N. fischeri* NRRL 4161

*A. lentulus* NRRL 35552

*A. viridinutans* NRRL 4365

*N. aureola* NRRL 2244

*N. udagawae* KACC 41156

*N. nishimurae* IFM 54133

*N. multiplicata* IFM 53594

*N. quadricincta* NRRL 2154

*A. duricaulis* NRRL 4021

*N. assulata* IBT 27911

*N. aurata* NRRL 4379

*N. stramenia* NRRL 4652

*N. fennelliae* NRRL 5535

*A. turcosus* KACC 41955

*N. glabra* NRRL 3434

*A. unilateralis* NRRL 577

*A. brevipes* NRRL 2439

*N. tateno* NRRL 4584

*N. spathulata* NRRL 20550

*N. pseudofischeri* NRRL 20748

96

56

67

54

50

62

63

50

52

0.002

# Supplementary material for: Genome-wide transcriptomic analysis of a superior biomass-degrading strain of A. fumigatus revealed active lignocellulose-degrading genes
**Source:** BMC Genomics. 2015 Jun 16;16(1):459. doi: 10.1186/s12864-015-1658-2

Additional file 2: all scaffolds matched to the chromosomes of *Aspergillus fumigatus* AF293

a: scaffolds matched to chromosome 1 of af293 (y-axis: all scaffolds, x-axis: chromosome 1)

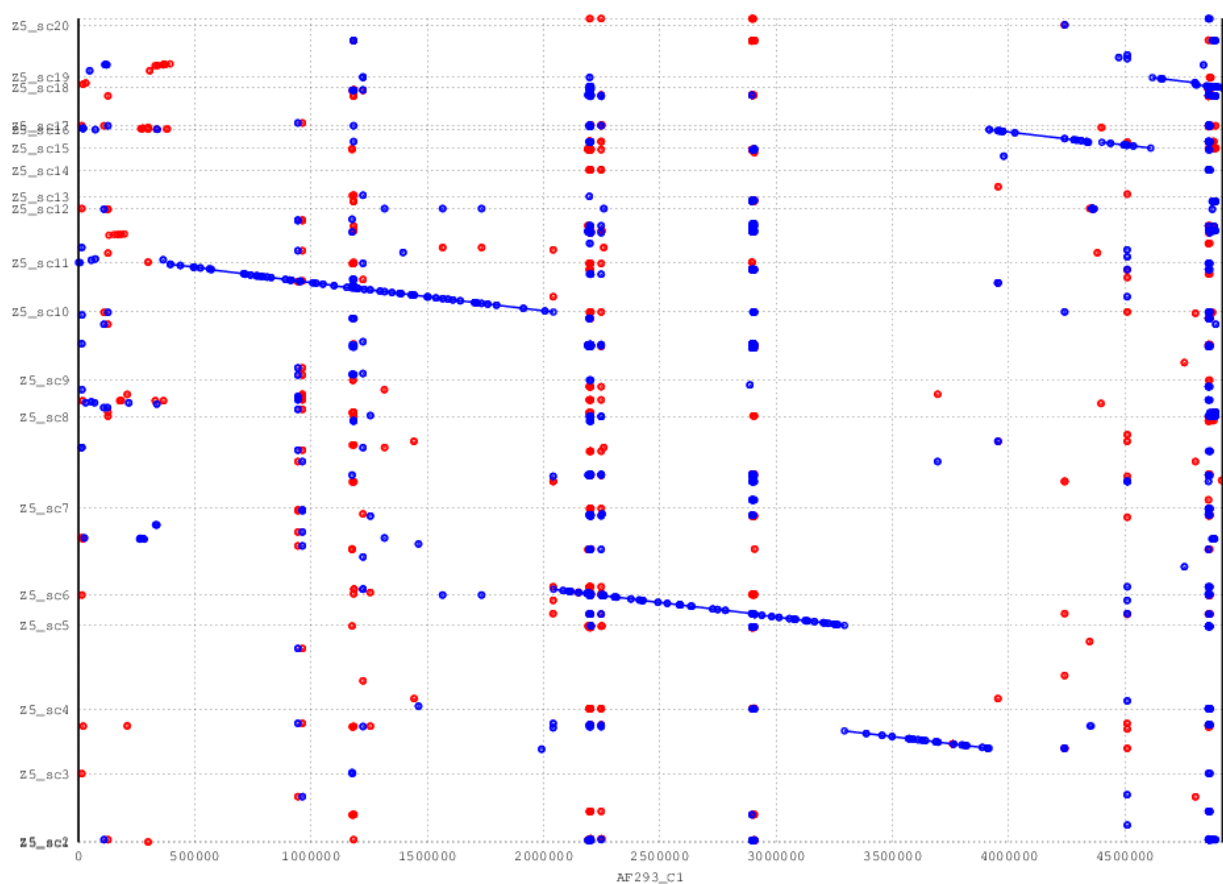

b: scaffolds matched to chromosome 2 of af293 (y-axis: all scaffolds, x-axis: chromosome 2)

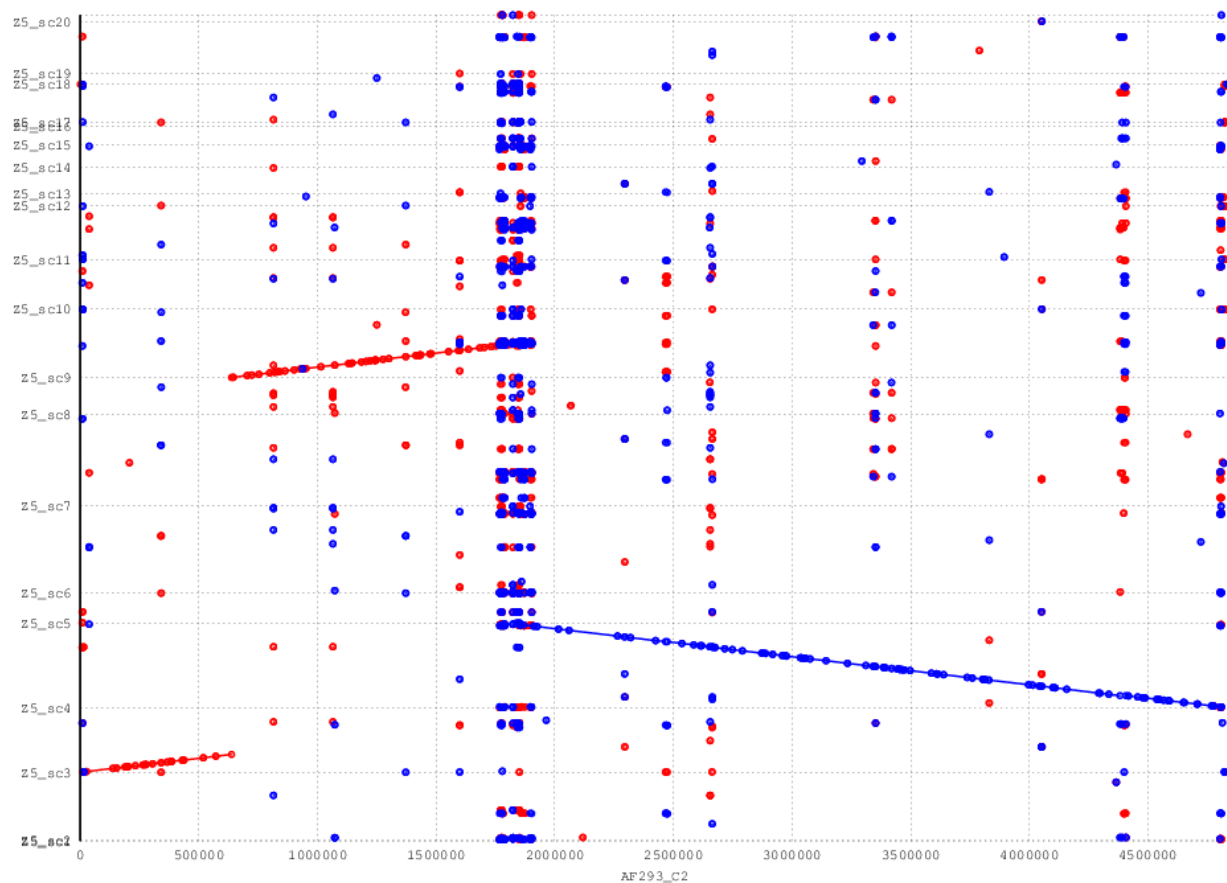

C: scaffolds matched to chromosome 3 of af293 (y-axis: all scaffolds, x-axis: chromosome 3)

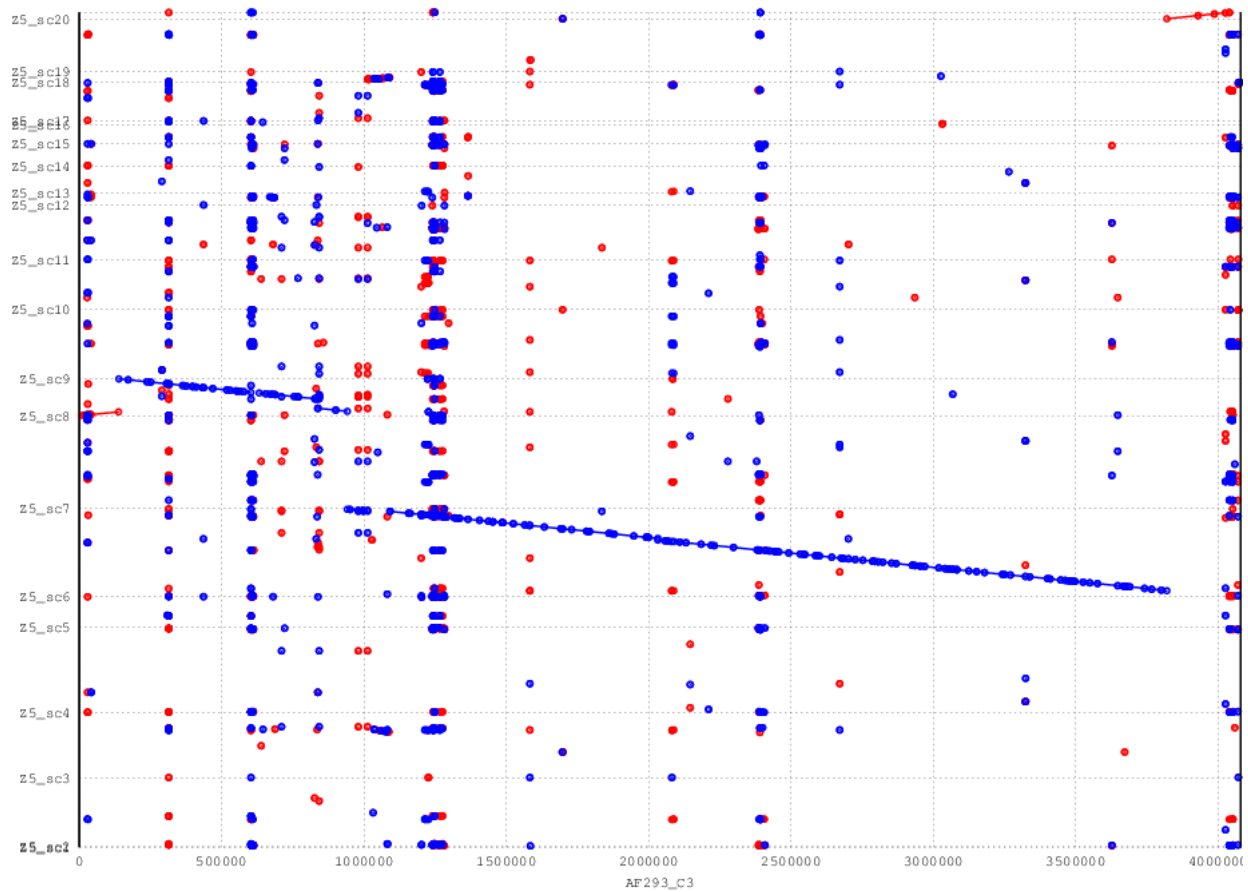

d: scaffolds matched to chromosome 4 of af293 (y-axis: all scaffolds, x-axis: chromosome 4)

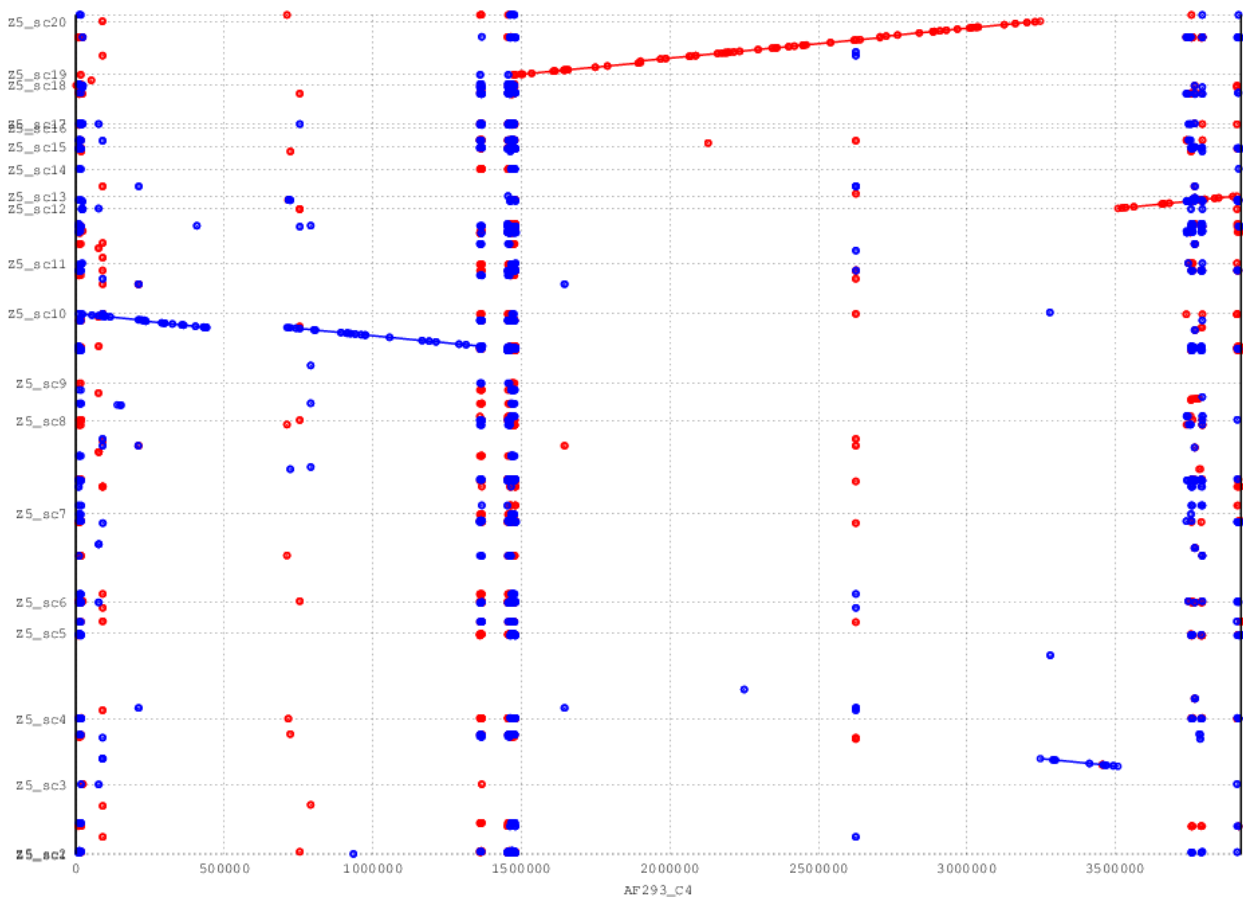

e: scaffolds matched to chromosome 5 of af293 (y-axis: all scaffolds, x-axis: chromosome5)

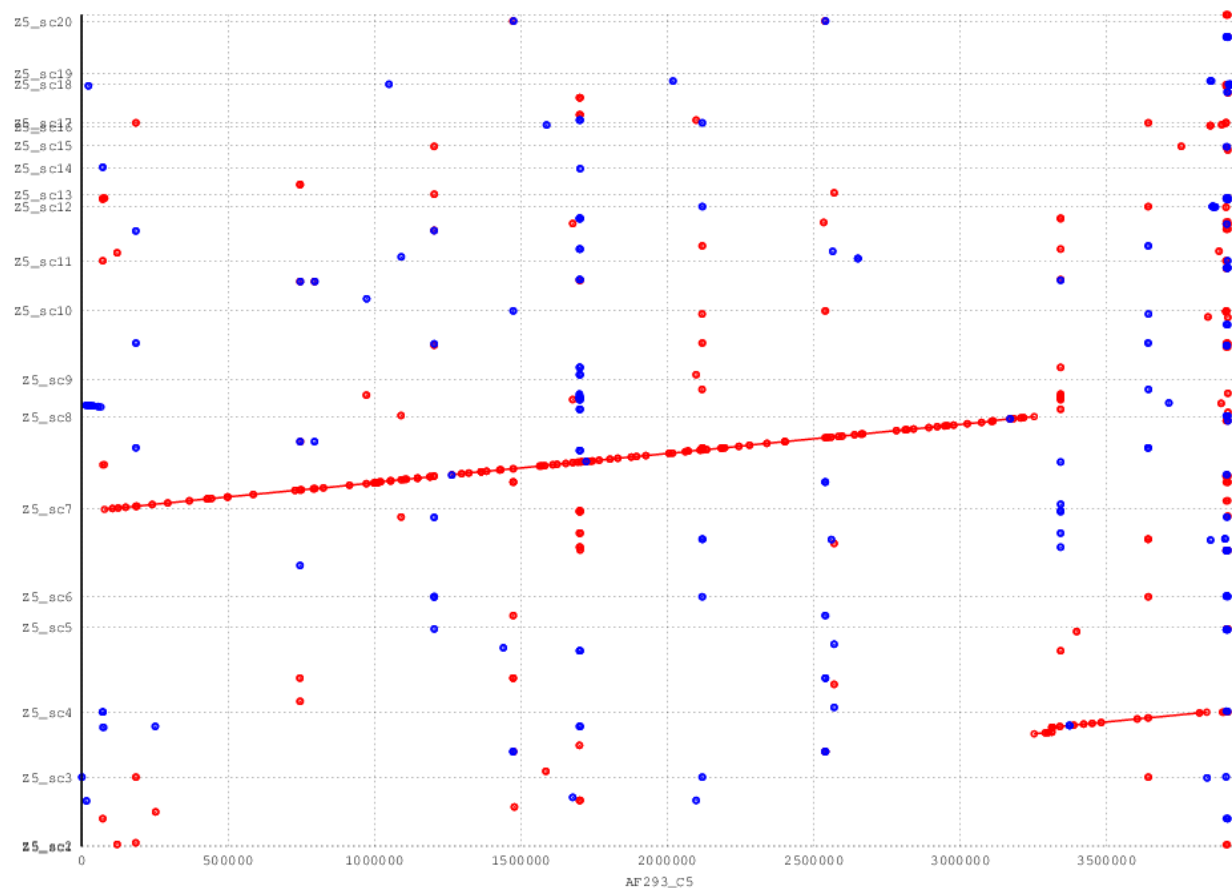

f: scaffolds matched to chromosome 6 of af293 (y-axis: all scaffolds, x-axis: chromosome6)

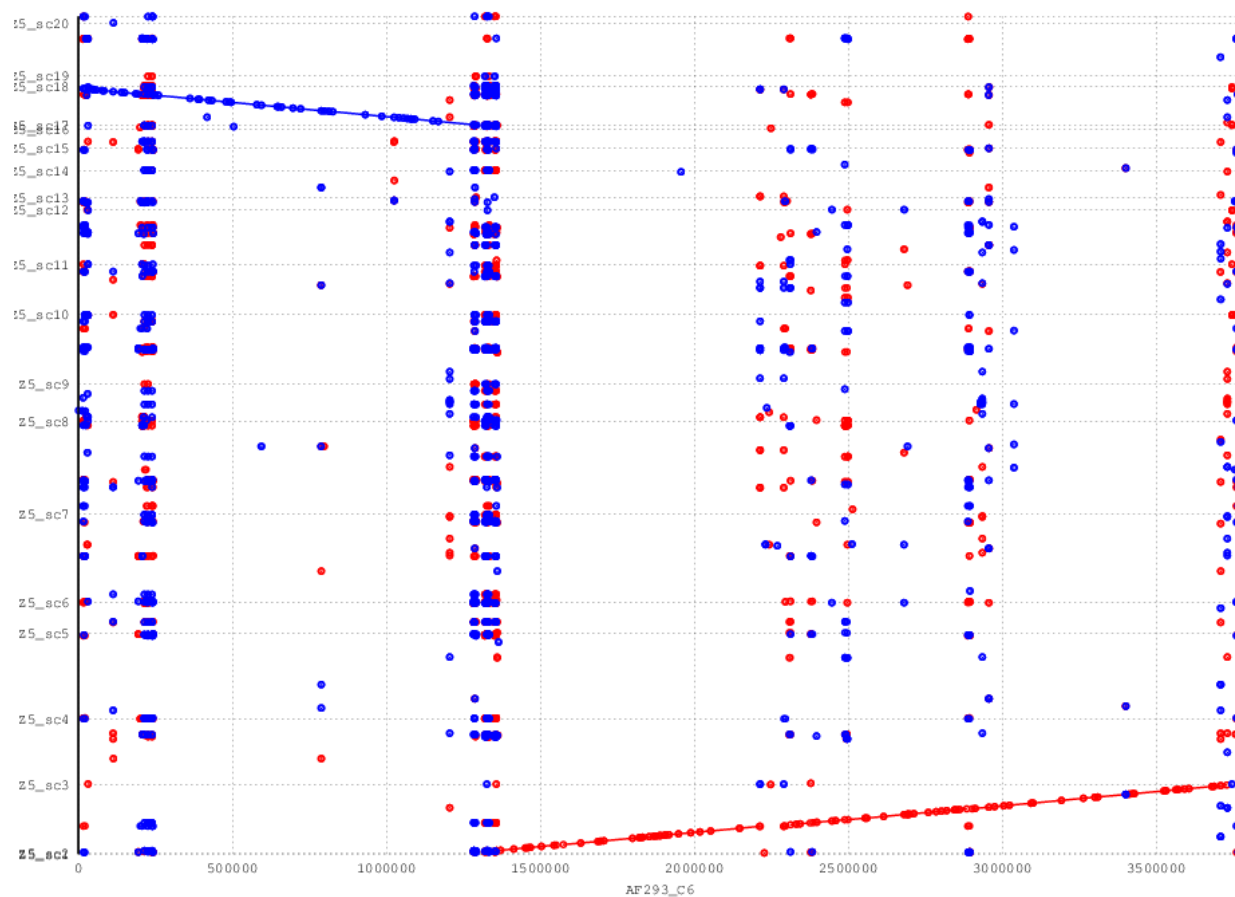

g: scaffolds matched to chromosome 7 of af293 (y-axis: all scaffolds, x-axis: chromosome 7)

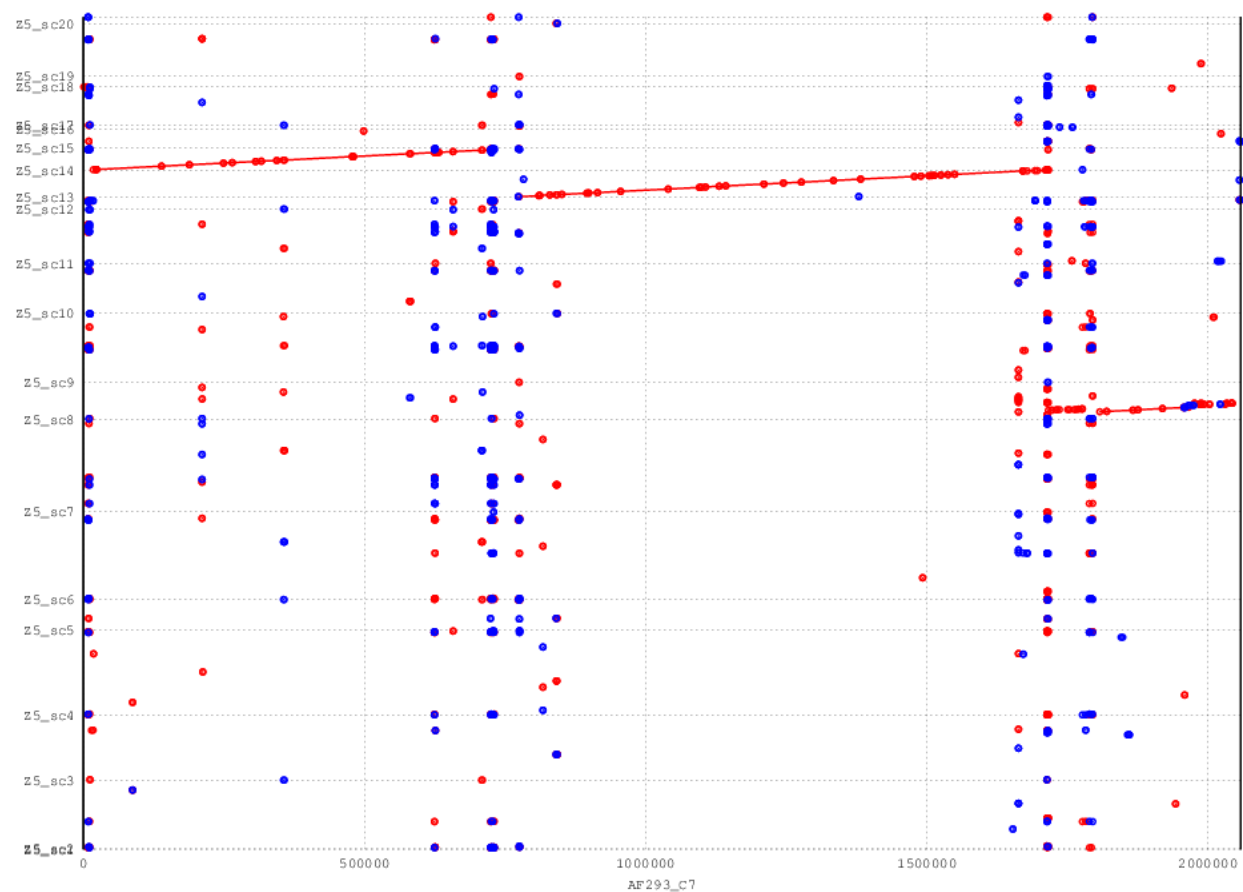

h: scaffolds matched to chromosome 8 of af293 (y-axis: all scaffolds, x-axis: chromosome 8)

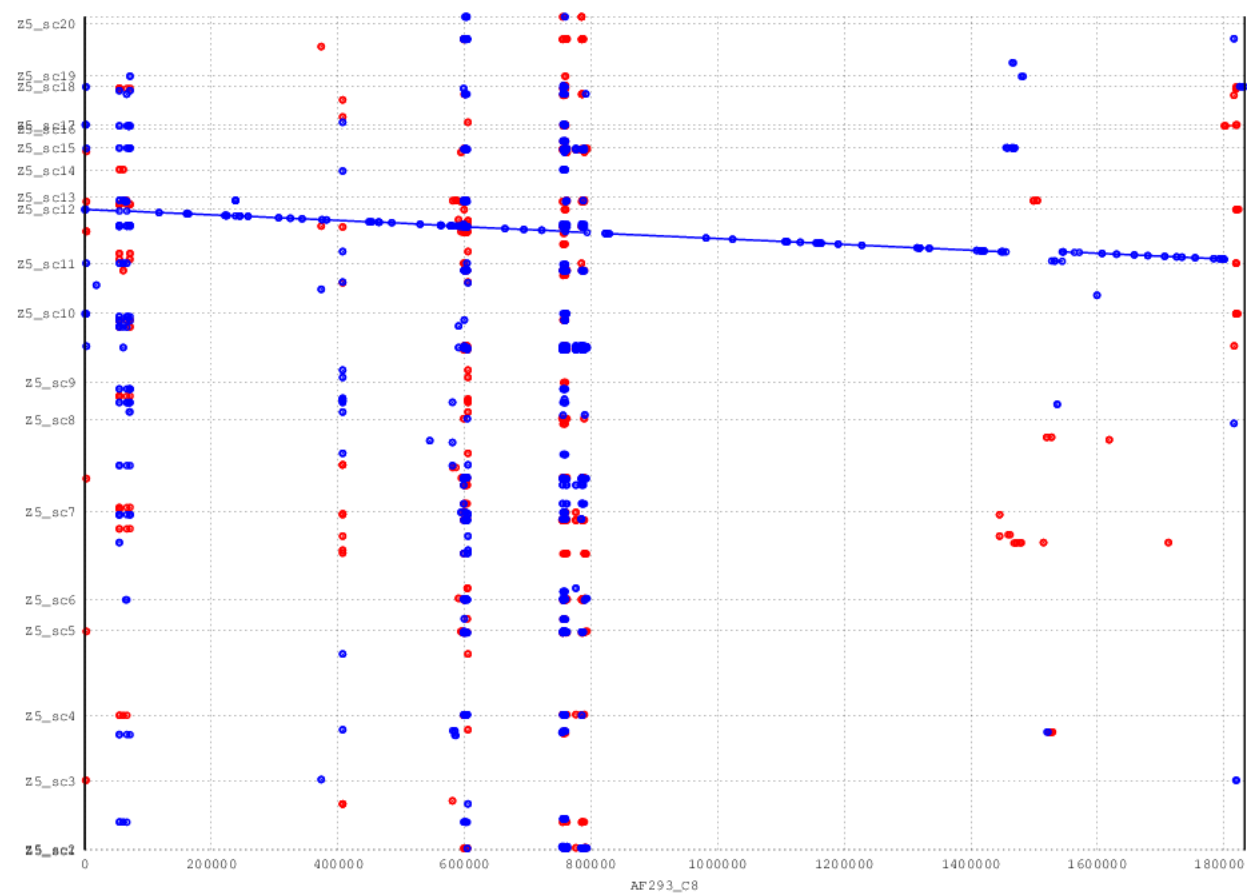

**Supplement:** Additional file 2: — Scaffolds matching. All Z5 scaffolds were matched into the chromosomes of A. fumigatus AF293.

# Supplementary material for: Genome-wide transcriptomic analysis of a superior biomass-degrading strain of A. fumigatus revealed active lignocellulose-degrading genes
**Source:** BMC Genomics. 2015 Jun 16;16(1):459. doi: 10.1186/s12864-015-1658-2
**Supplement:** Additional file 9: — Maps of scaffolds. The map of scaffold 2 was shown by Fig. 4 with the detailed descriptions, and this file contained the maps for the remained scaffolds.

**Additional file 9: Maps of scaffolds**

**Scaffold 3:**

**
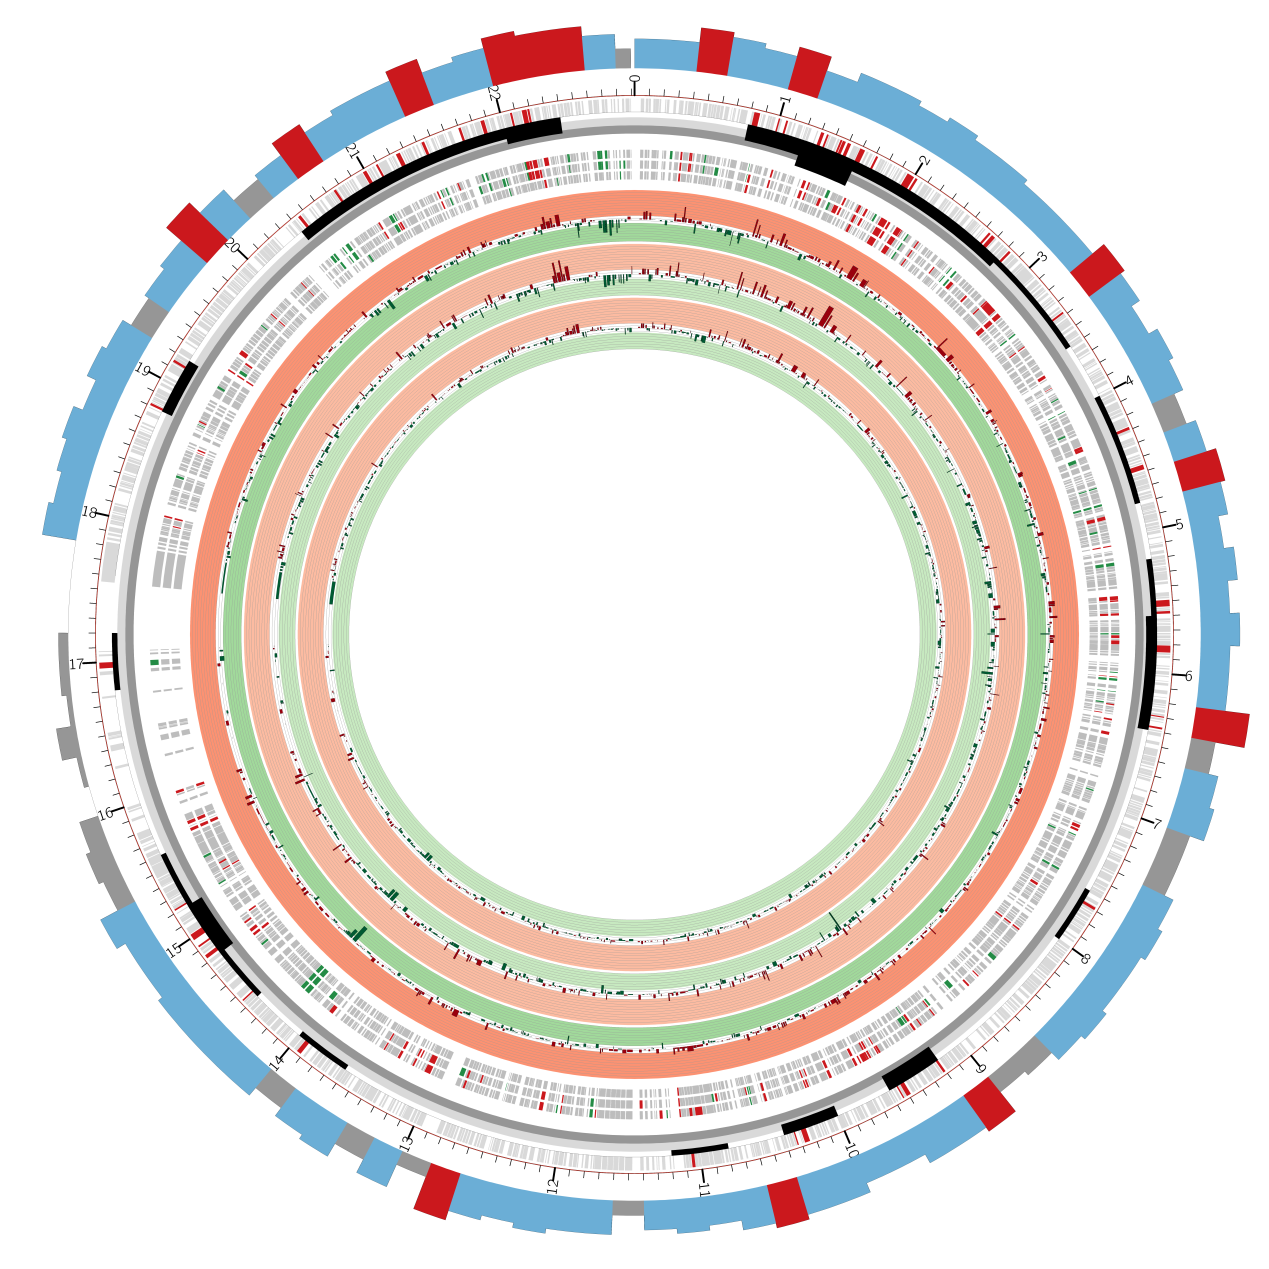
**

**Scaffold 4**

**
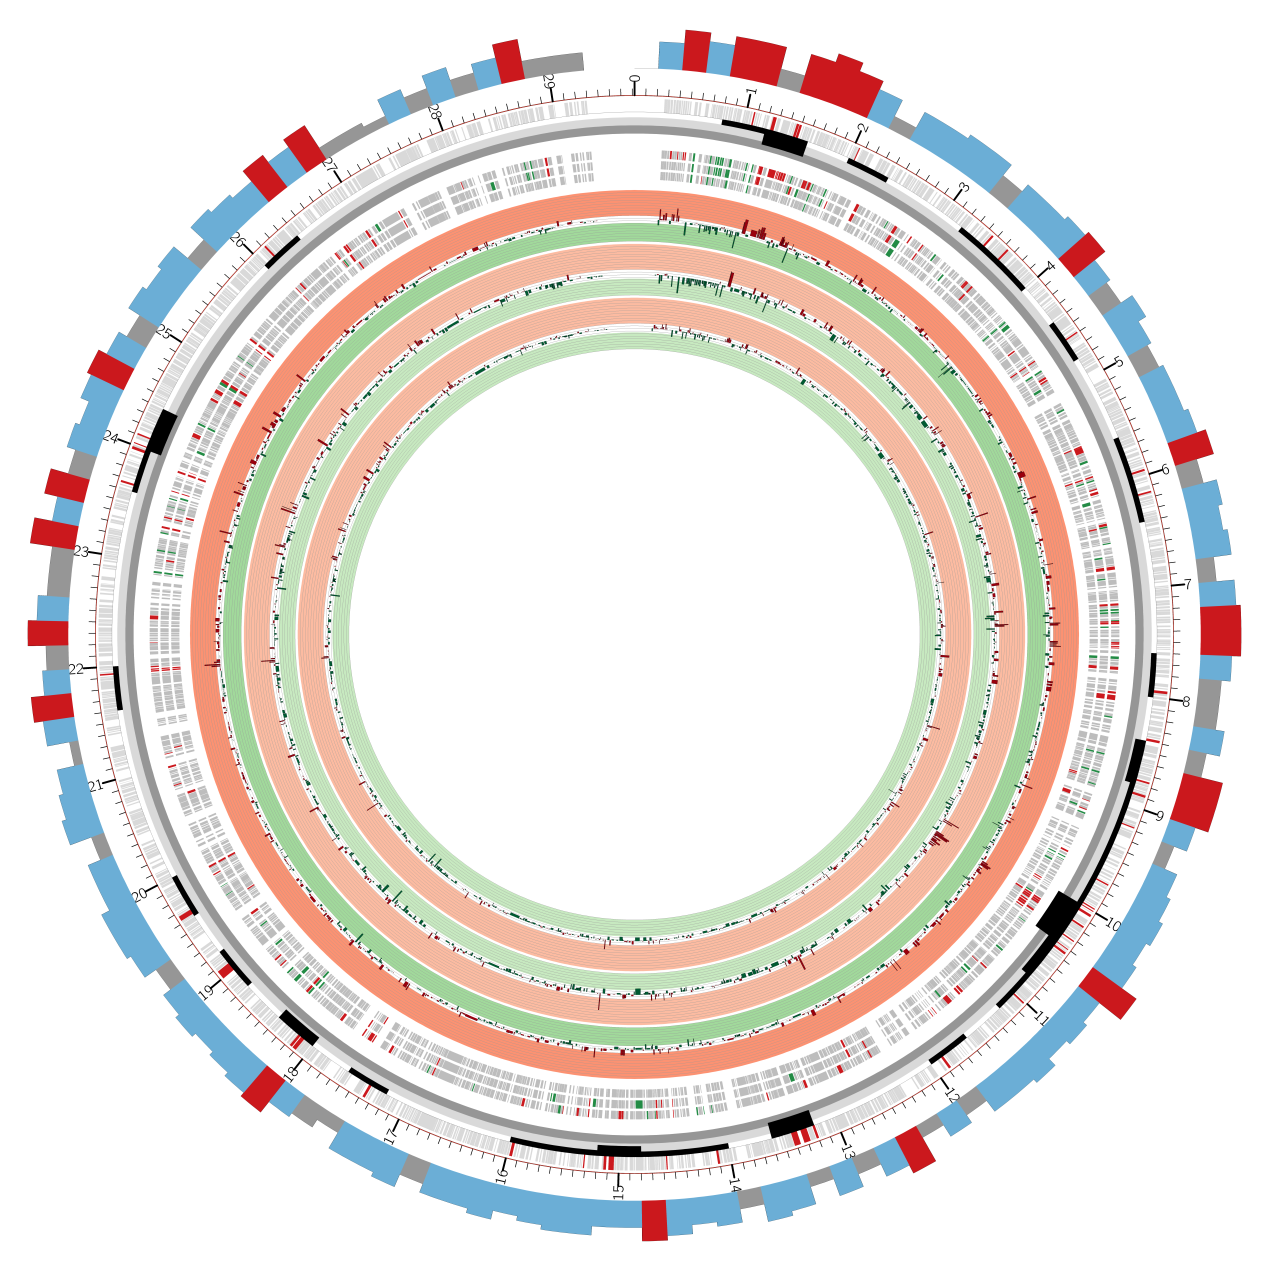
**

**Scaffold 5**

**
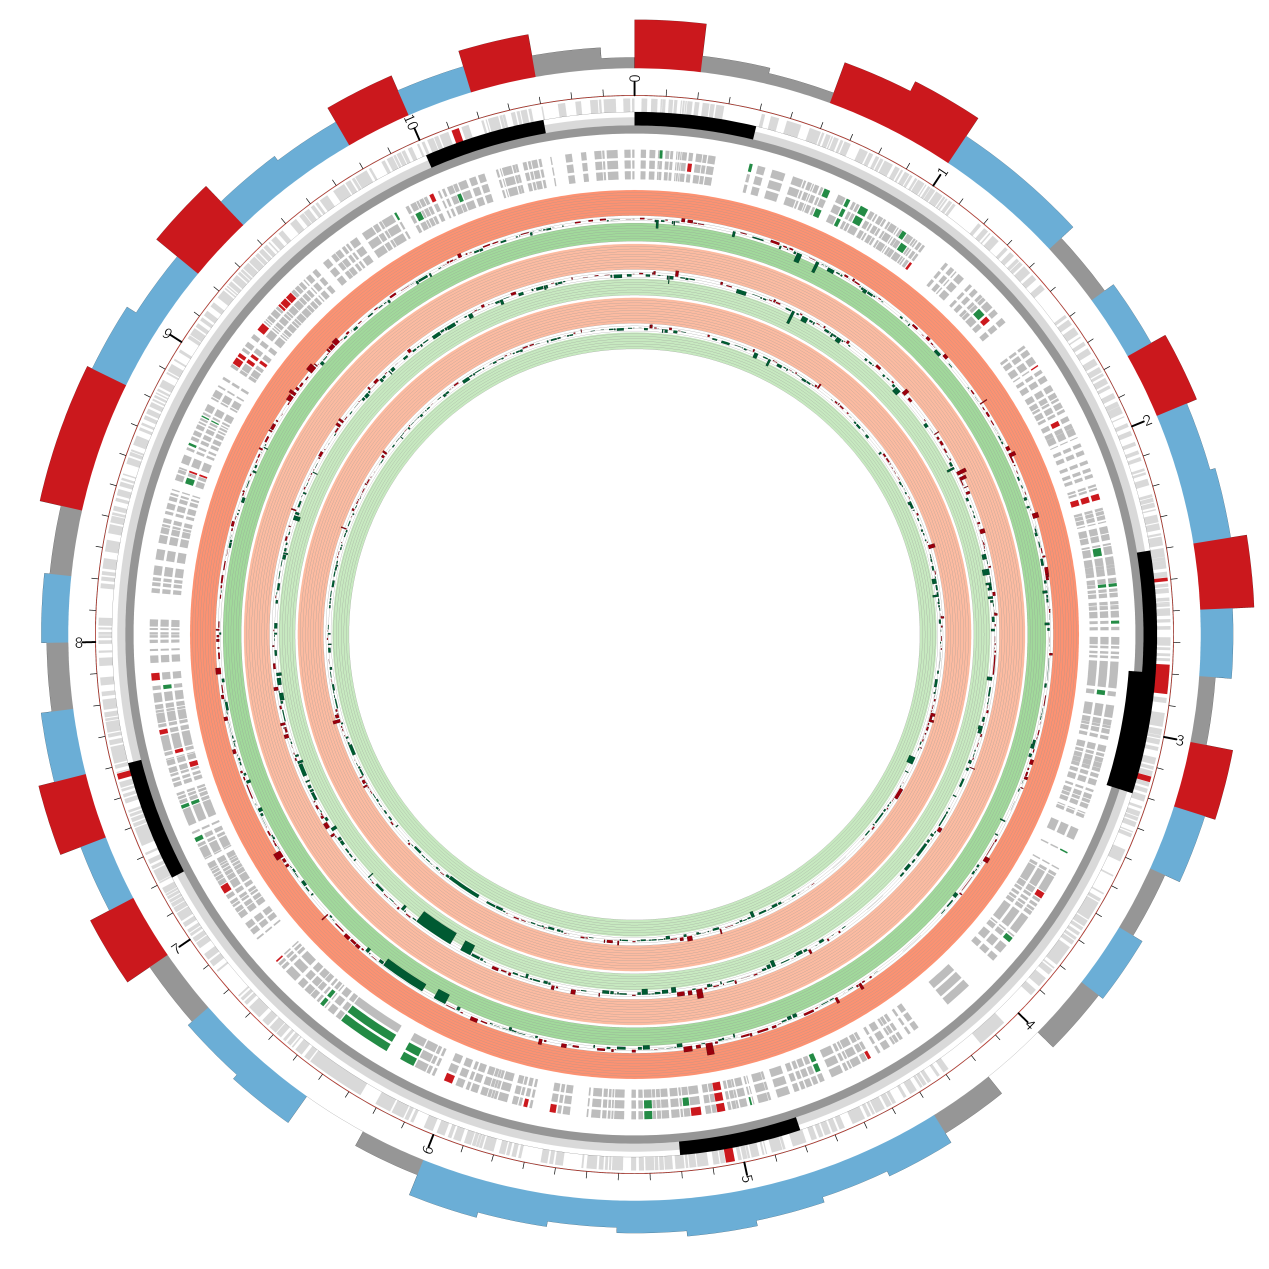
**

**Scaffold 6:**

**
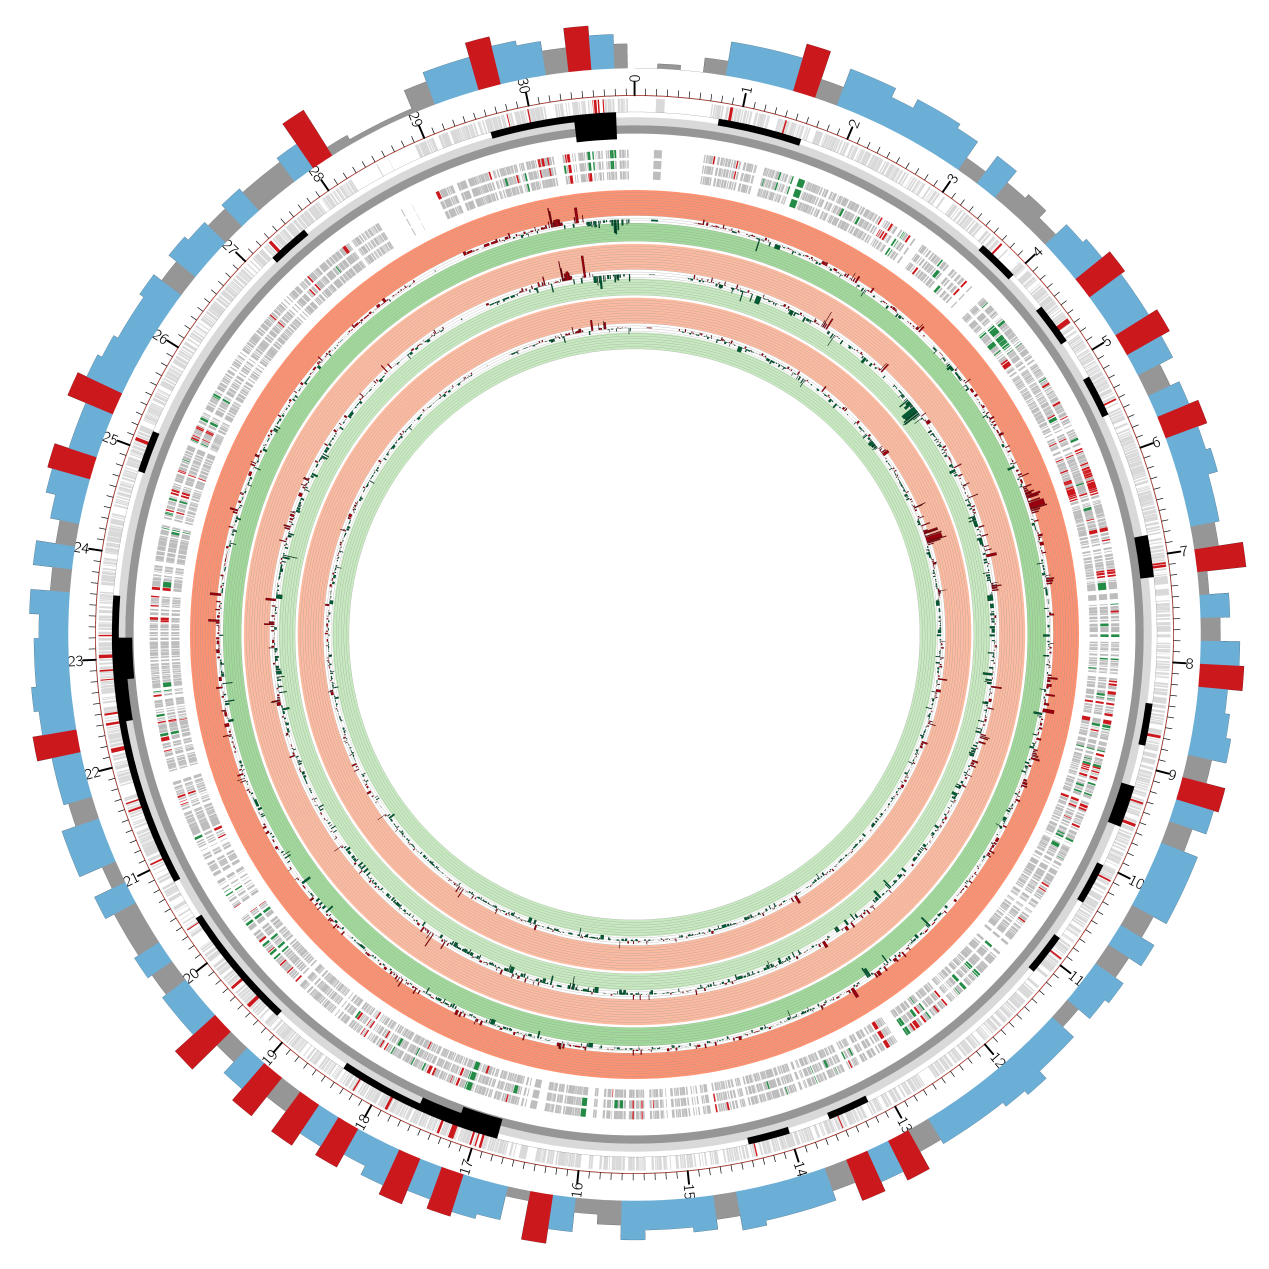
**

**Scaffold 7:**

**
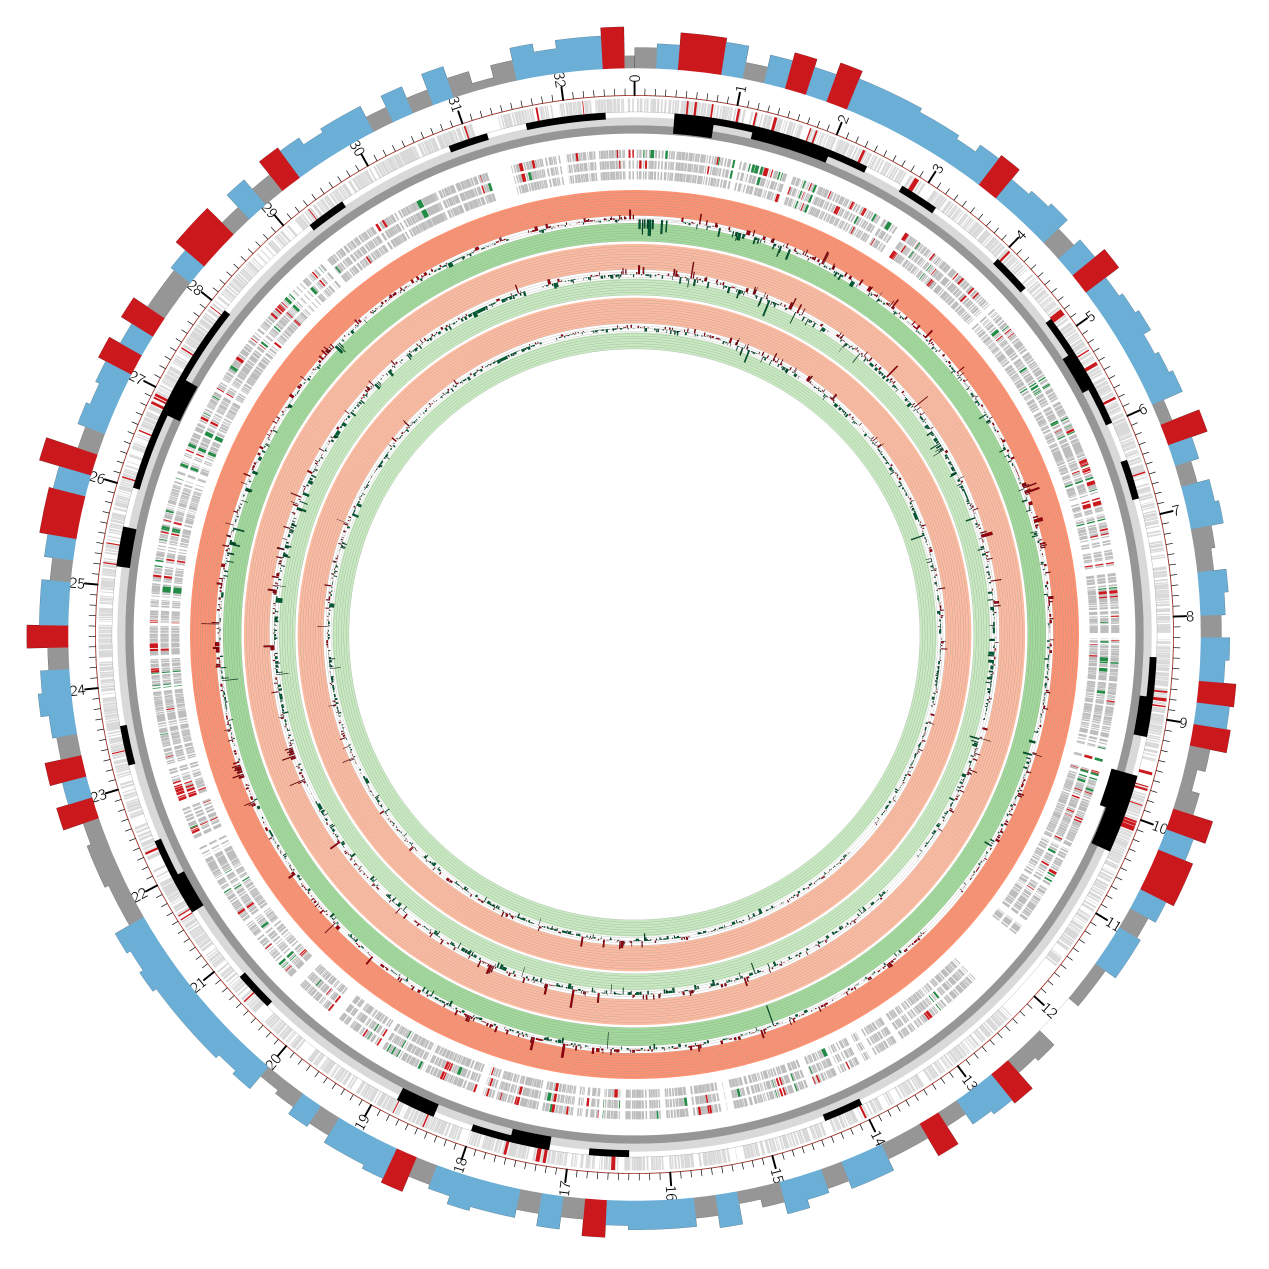
**

**Scaffold 8:**

**
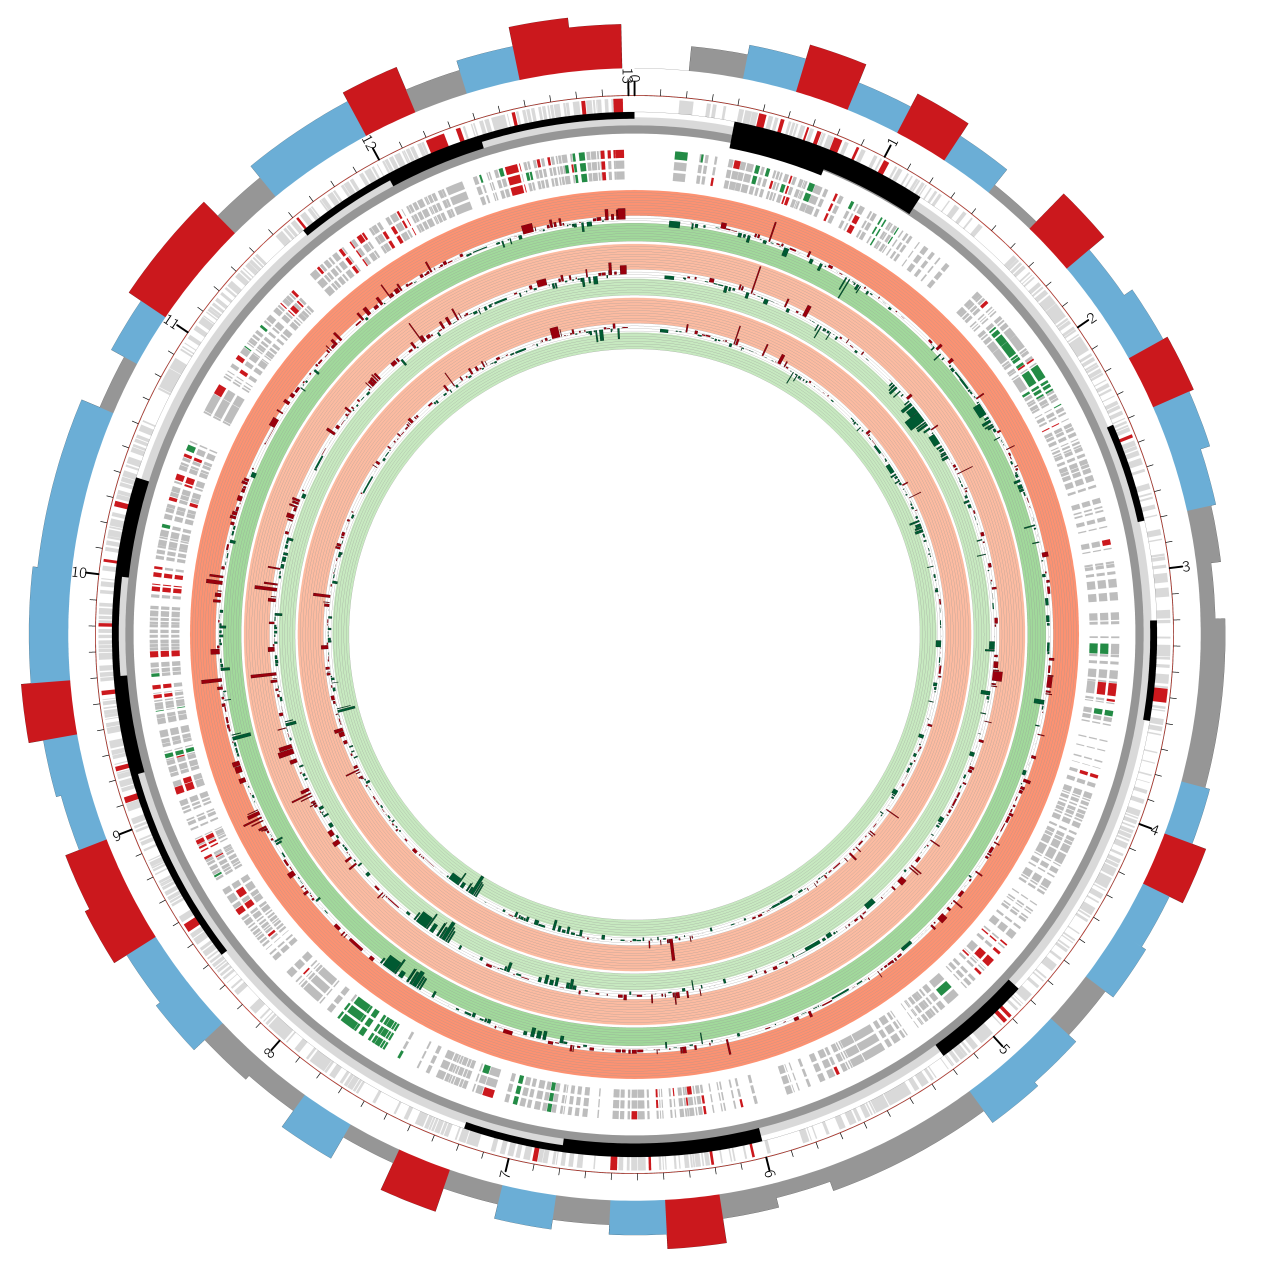
**

**Scaffold 9:**

**
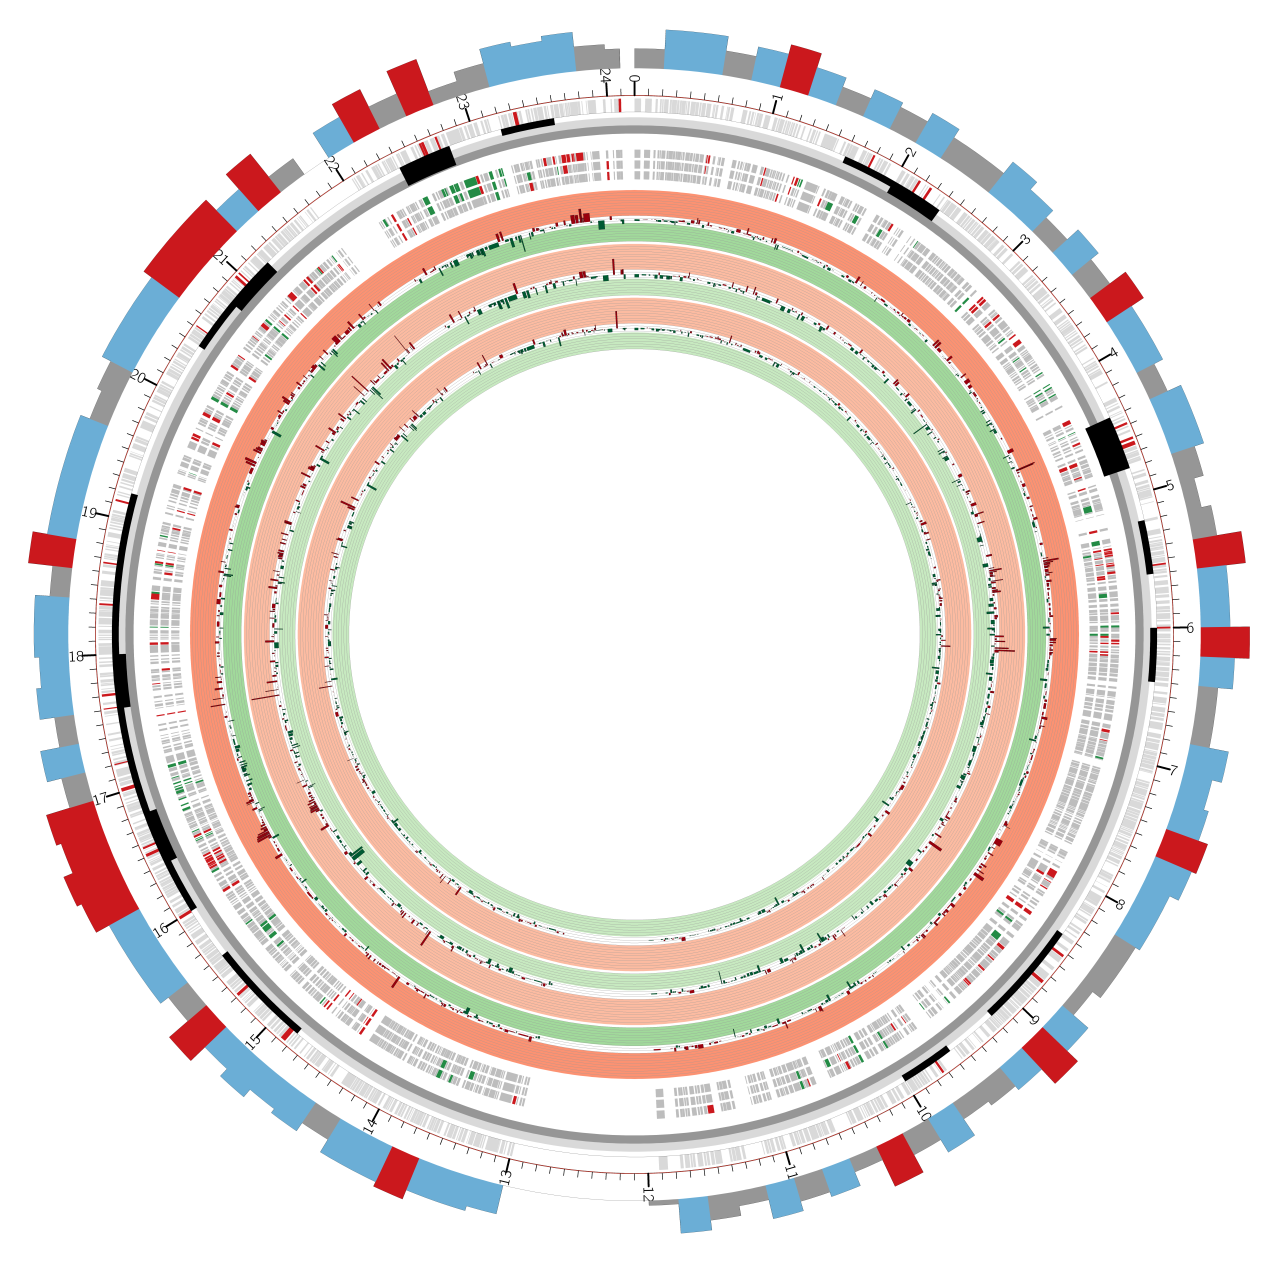
**

**Scaffold 10:**

**
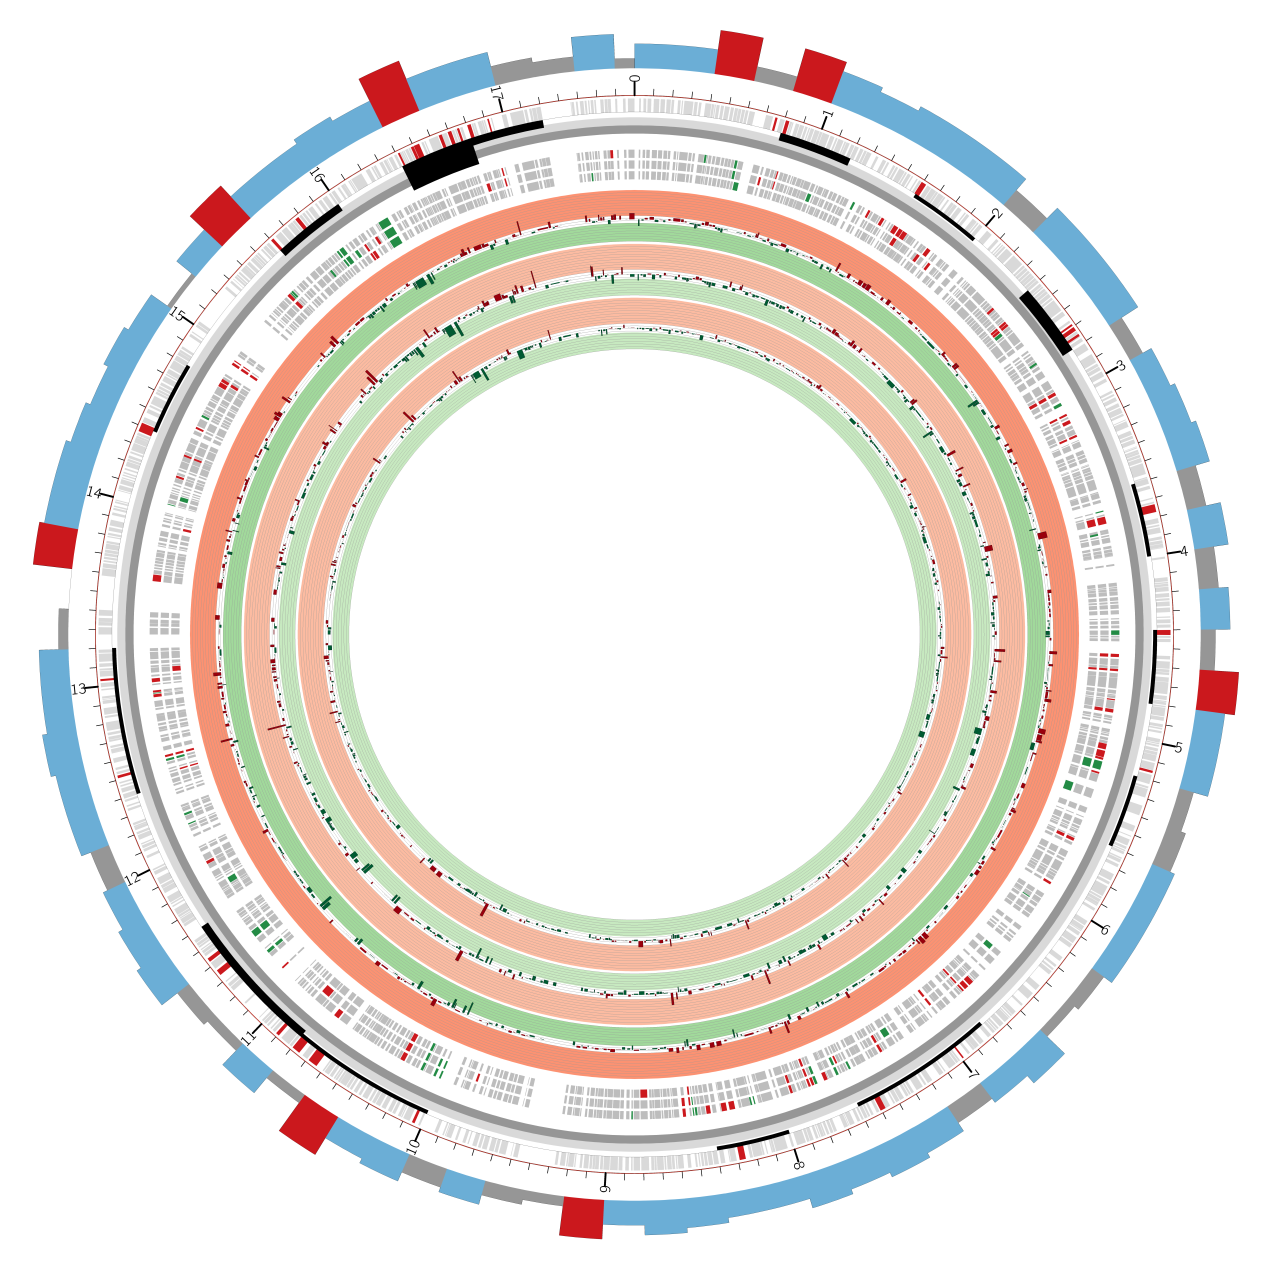
**

**Scaffold 11:**

**
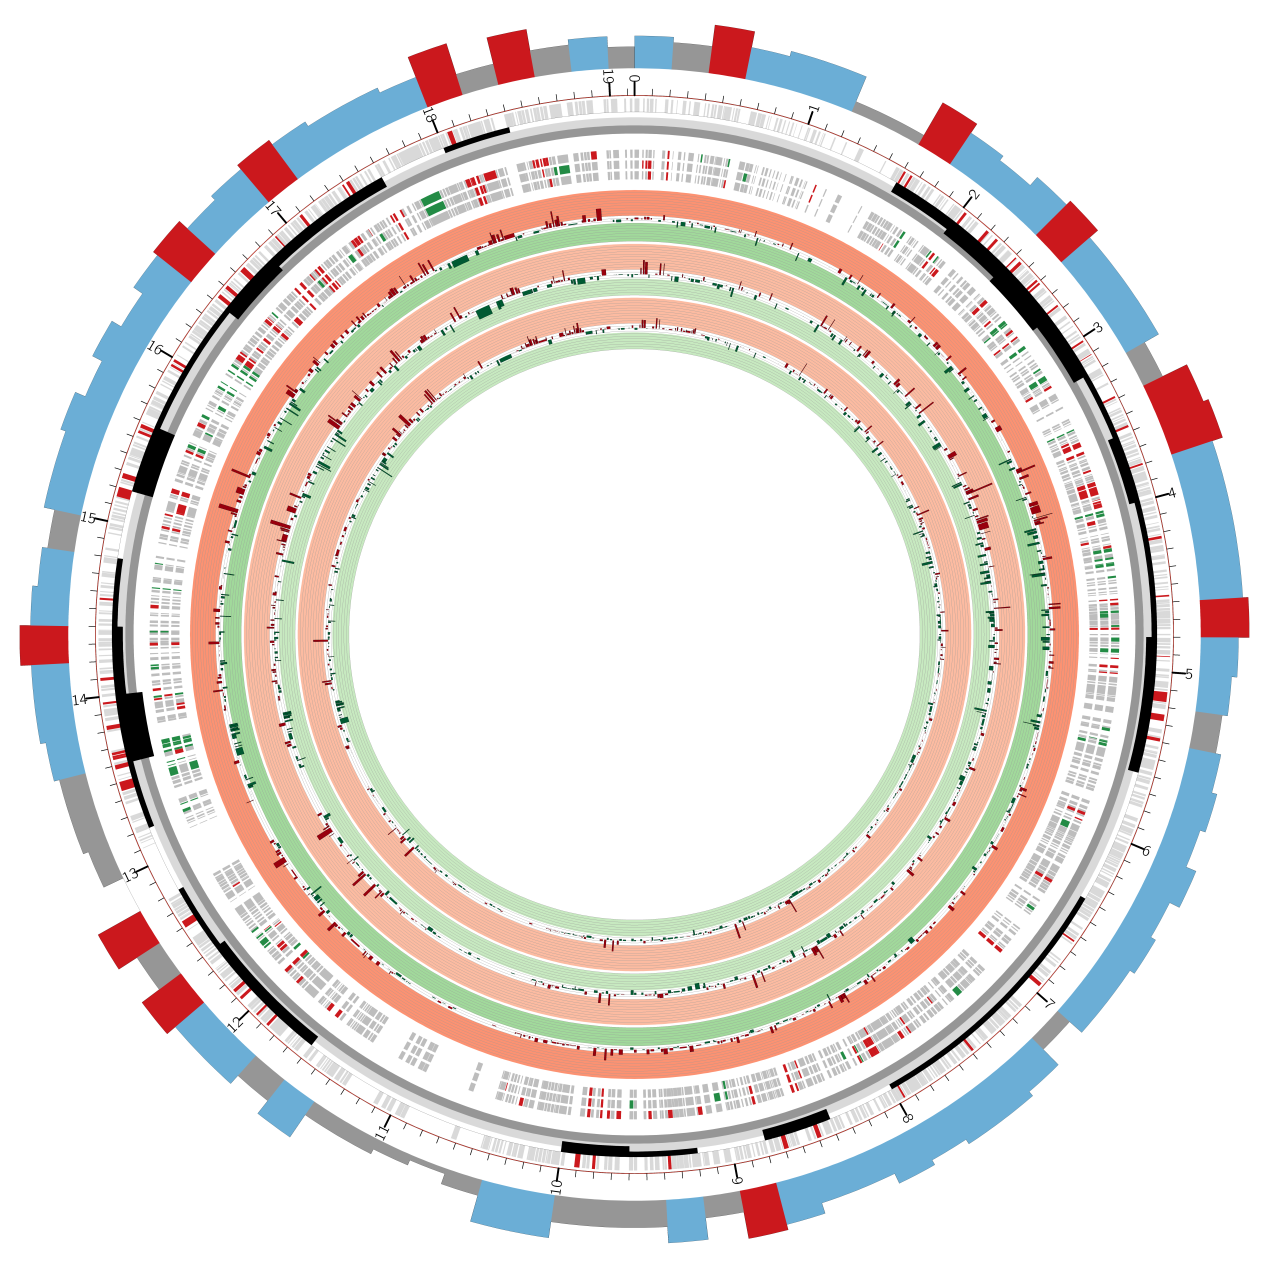
**

**Scaffold 12:**

**
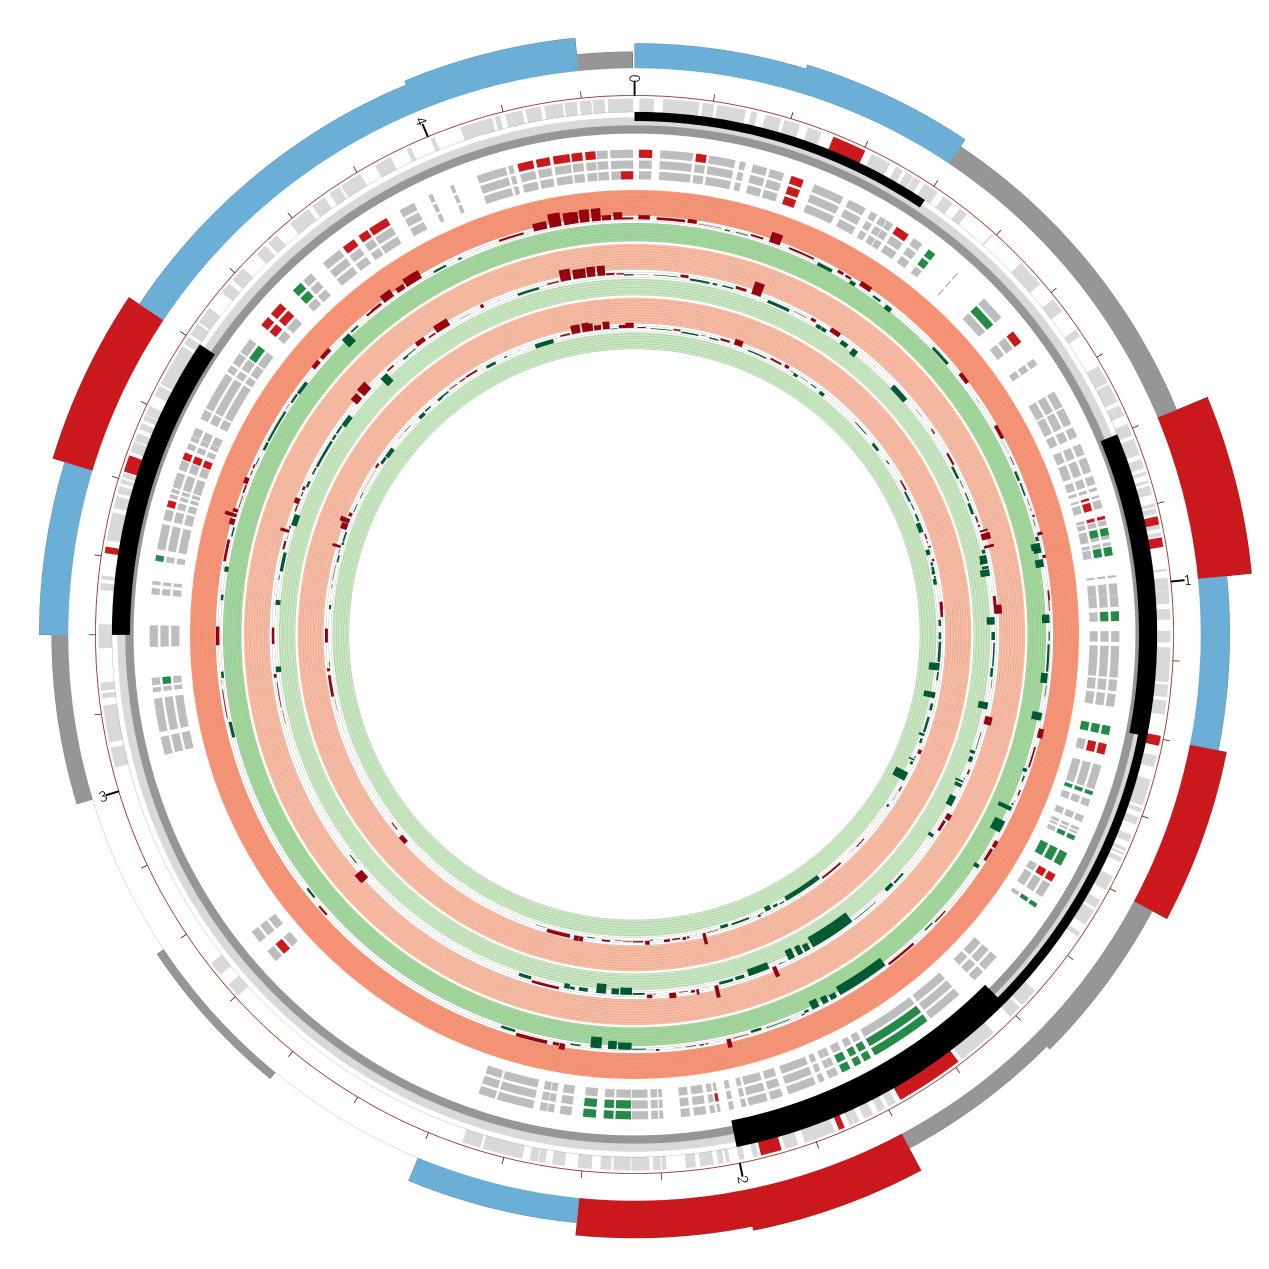
**

**Scaffold 13:**

**
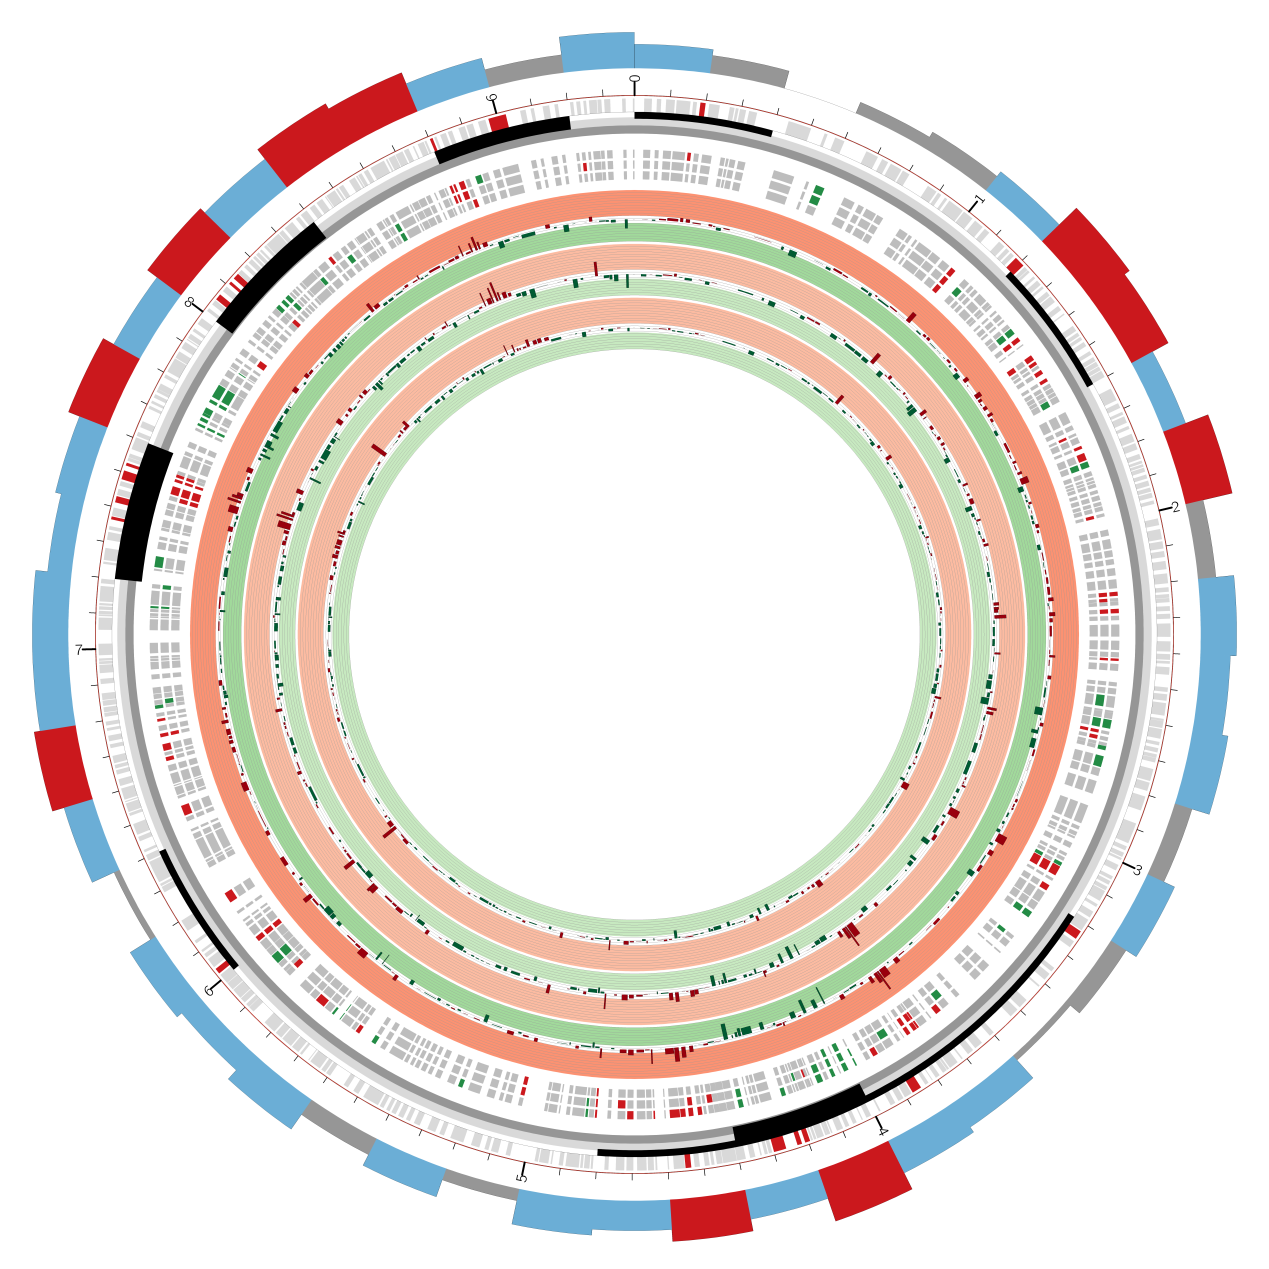
**

**Scaffold 14:**

**
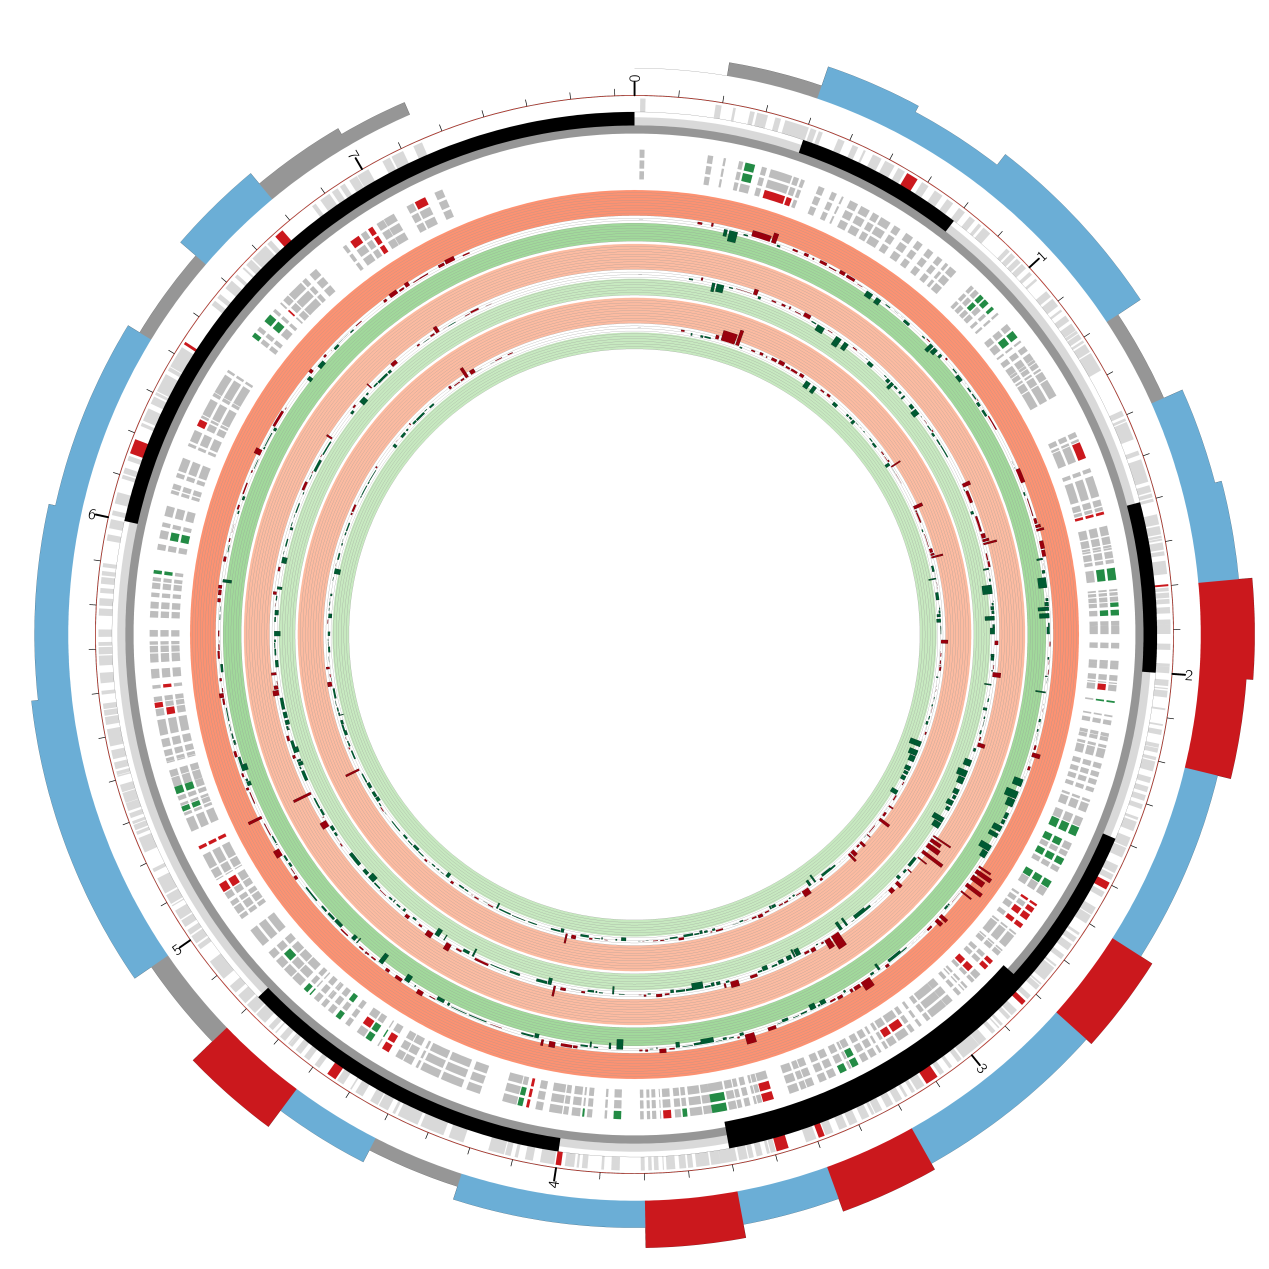
**

**Scaffold 15:**

**
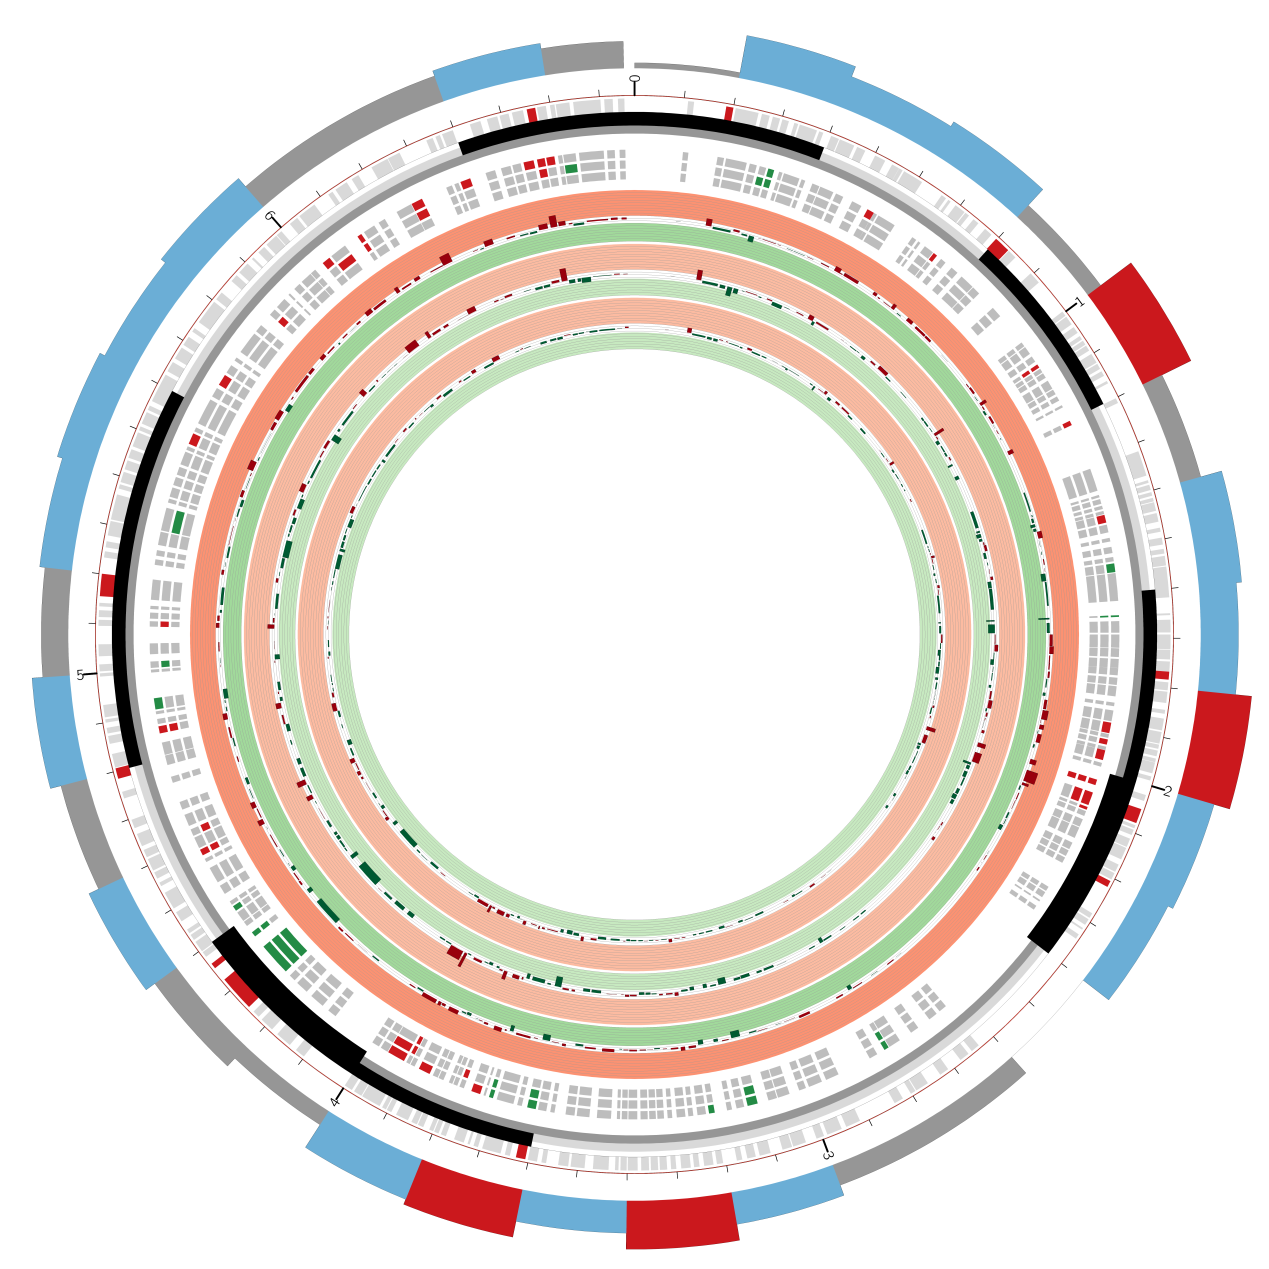
**

**Scaffold 16:**

**
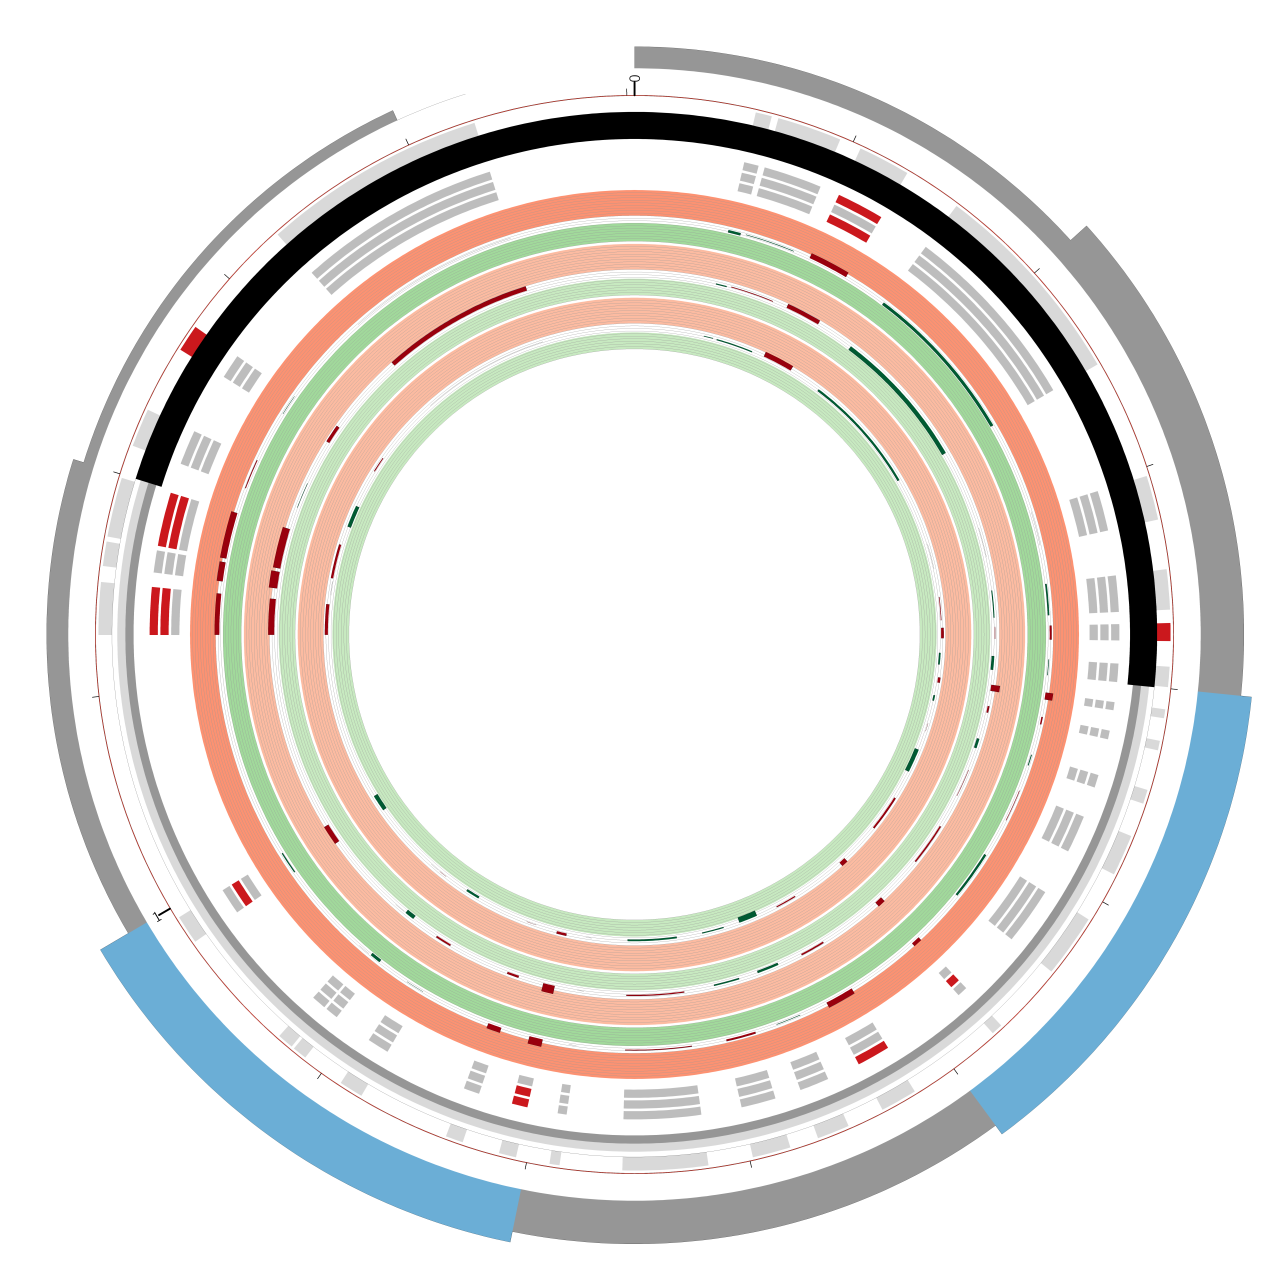
**

**Scaffold 17:**

**
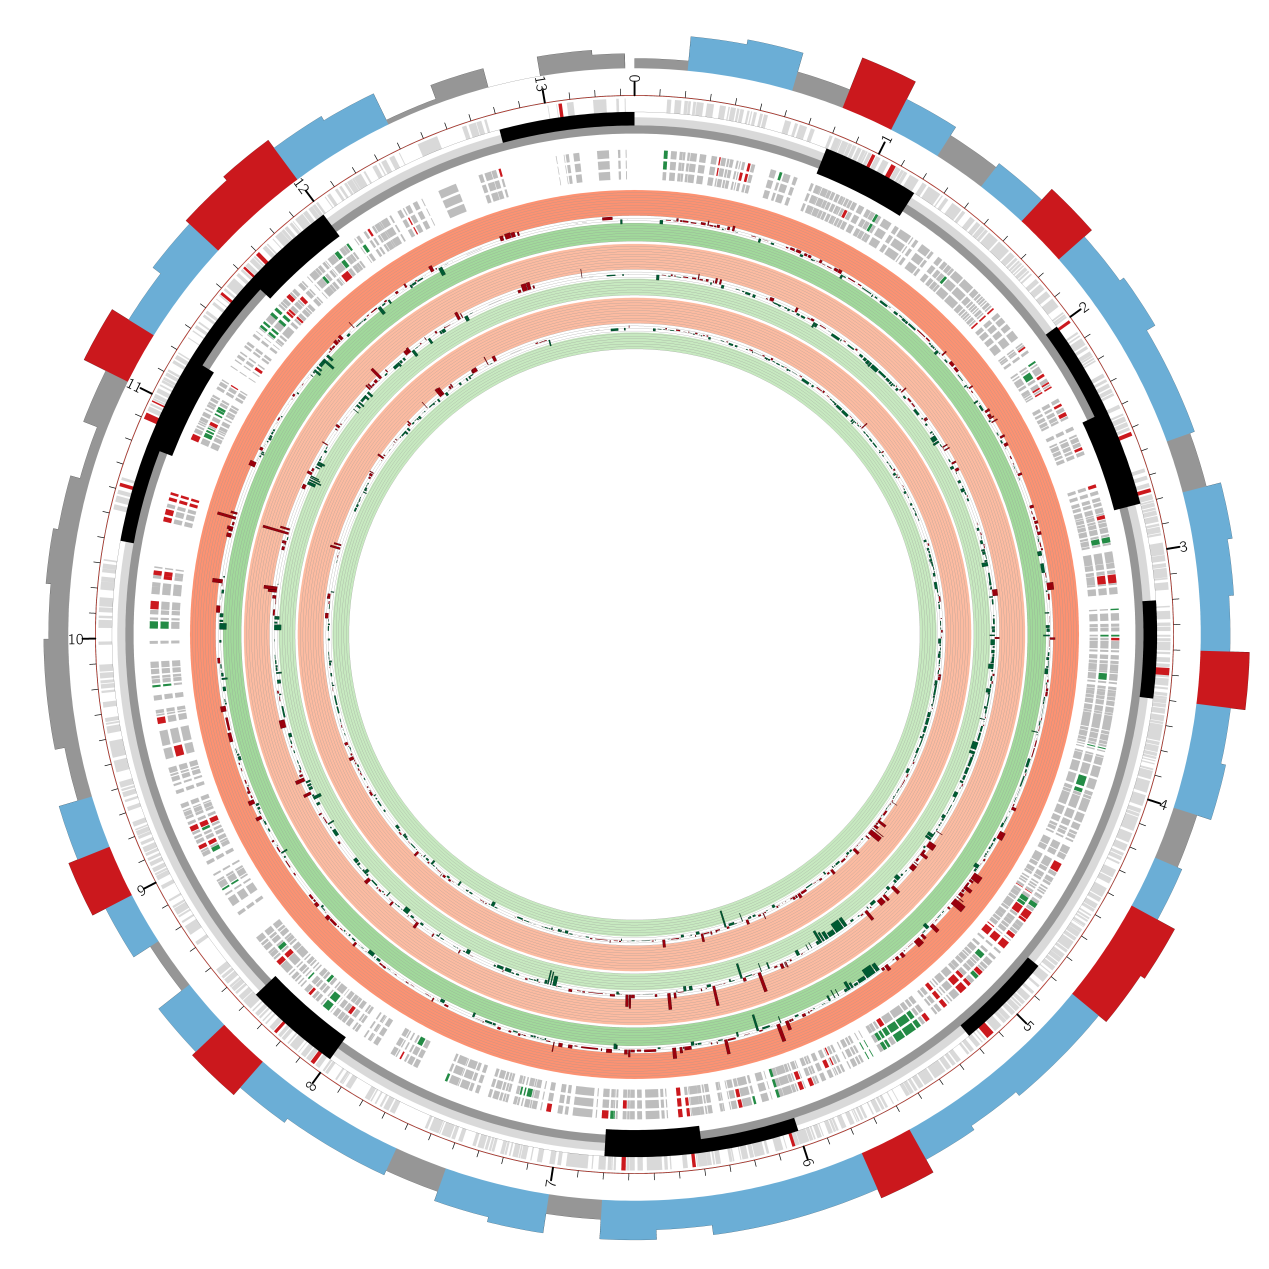
**

**Scaffold 18:**

**
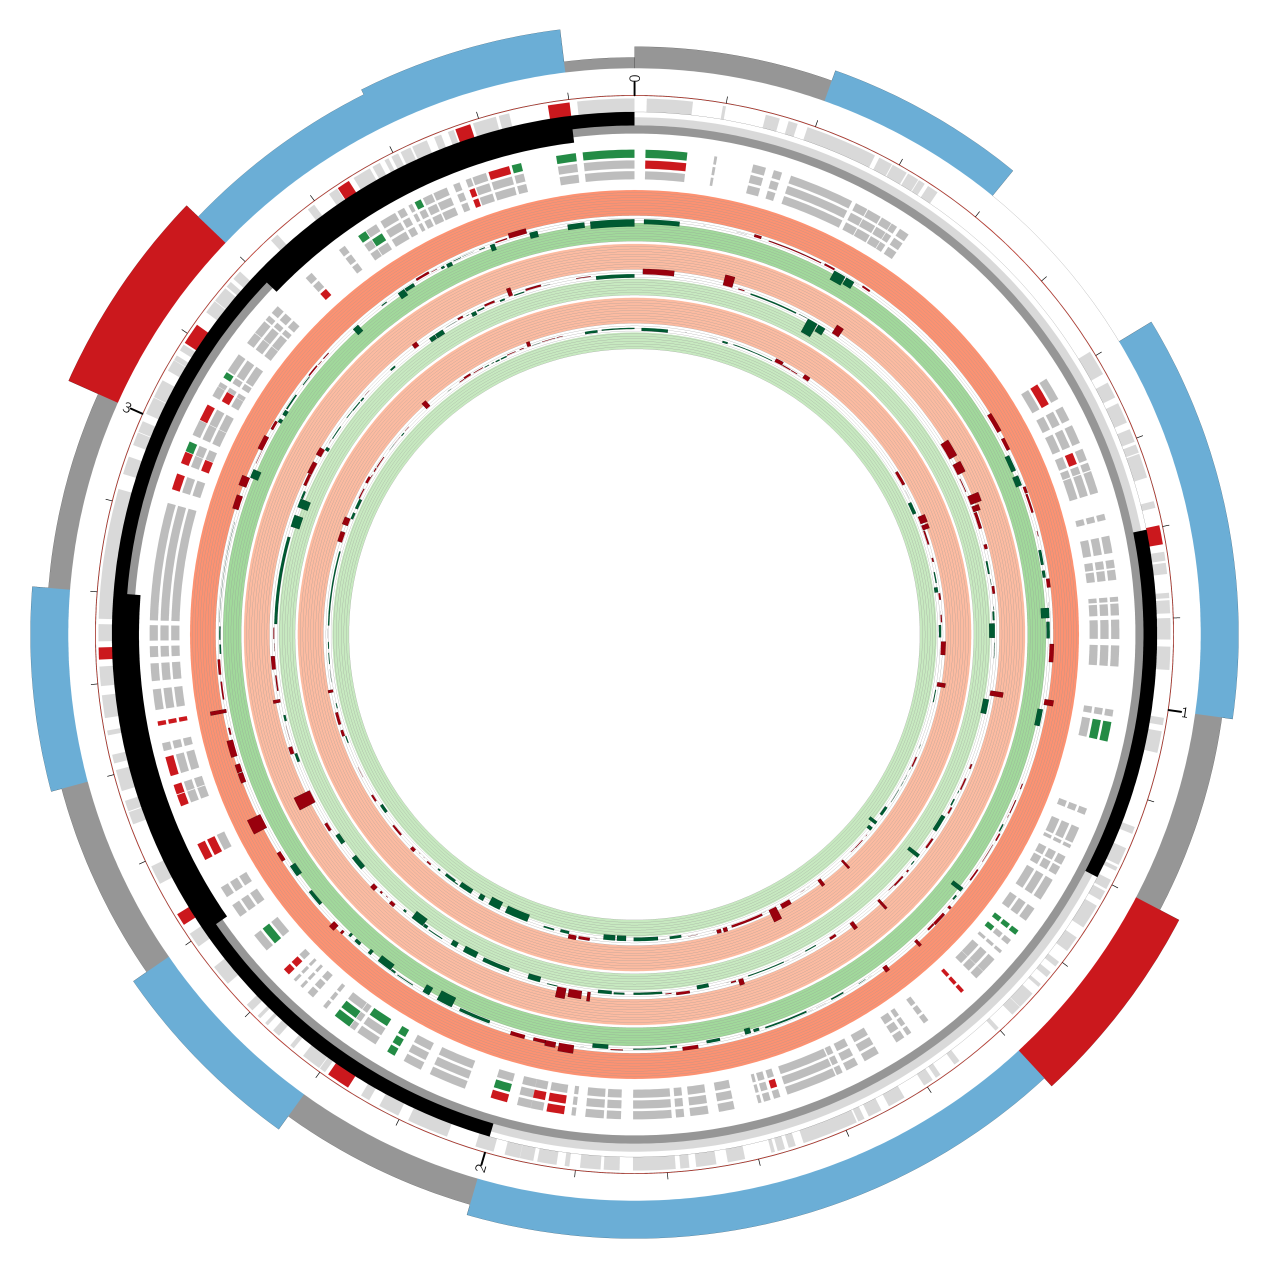
**

**Scaffold 19:**

**
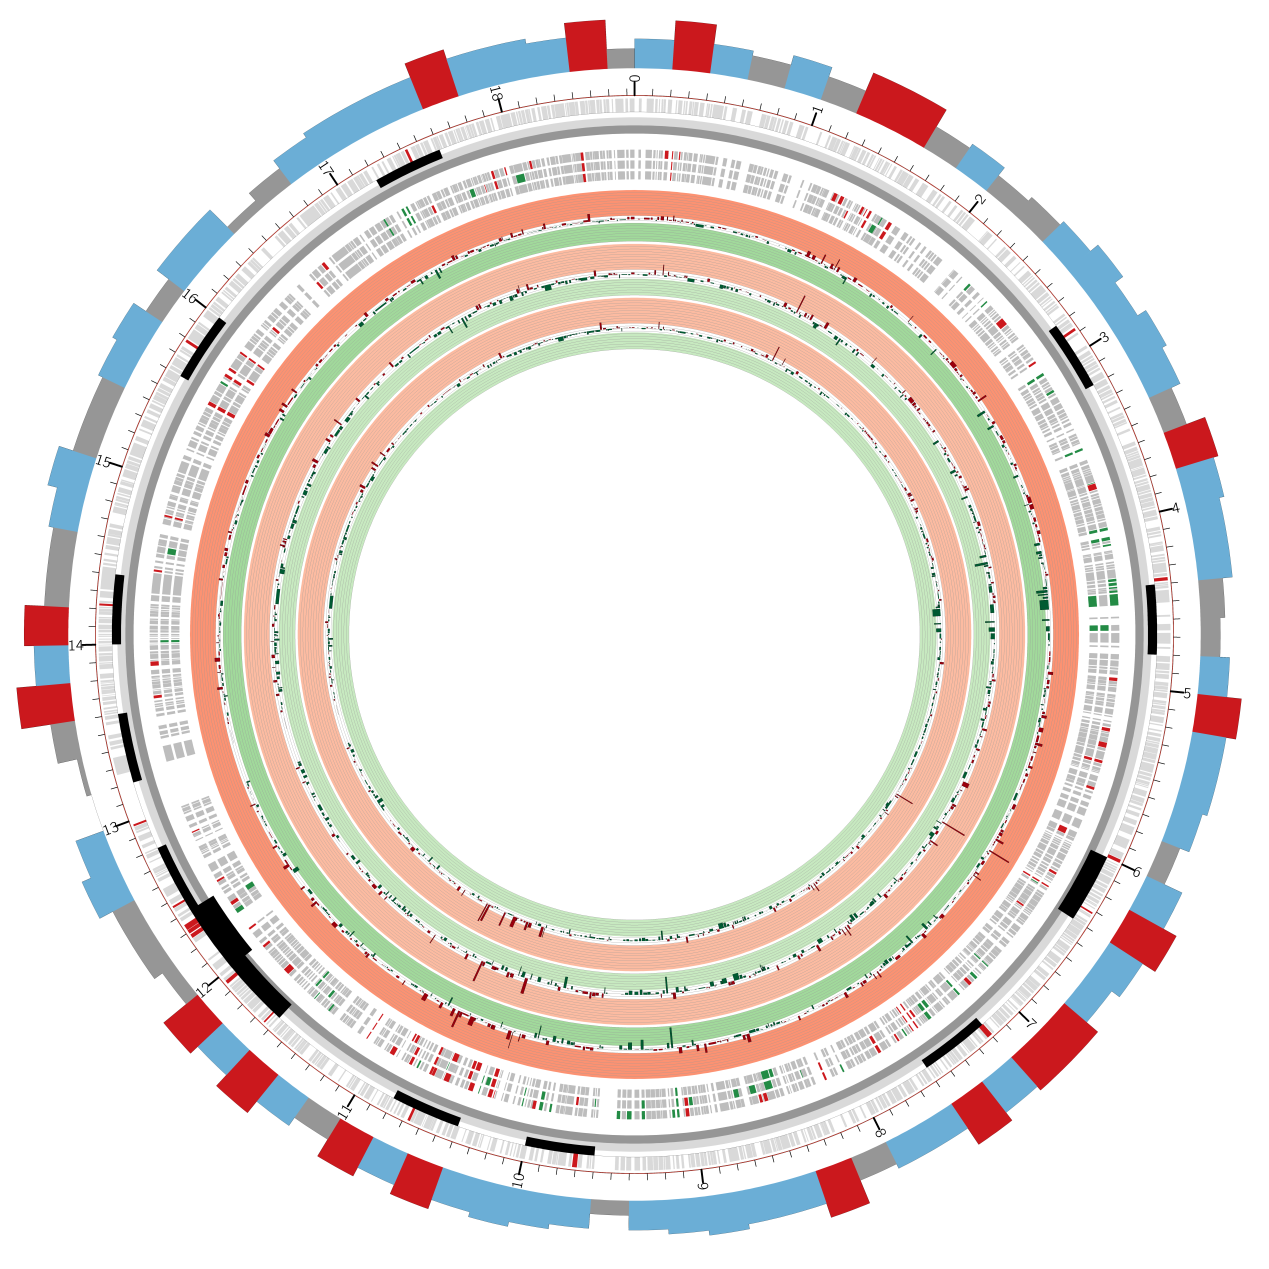
**

**Scaffold 20:**

**
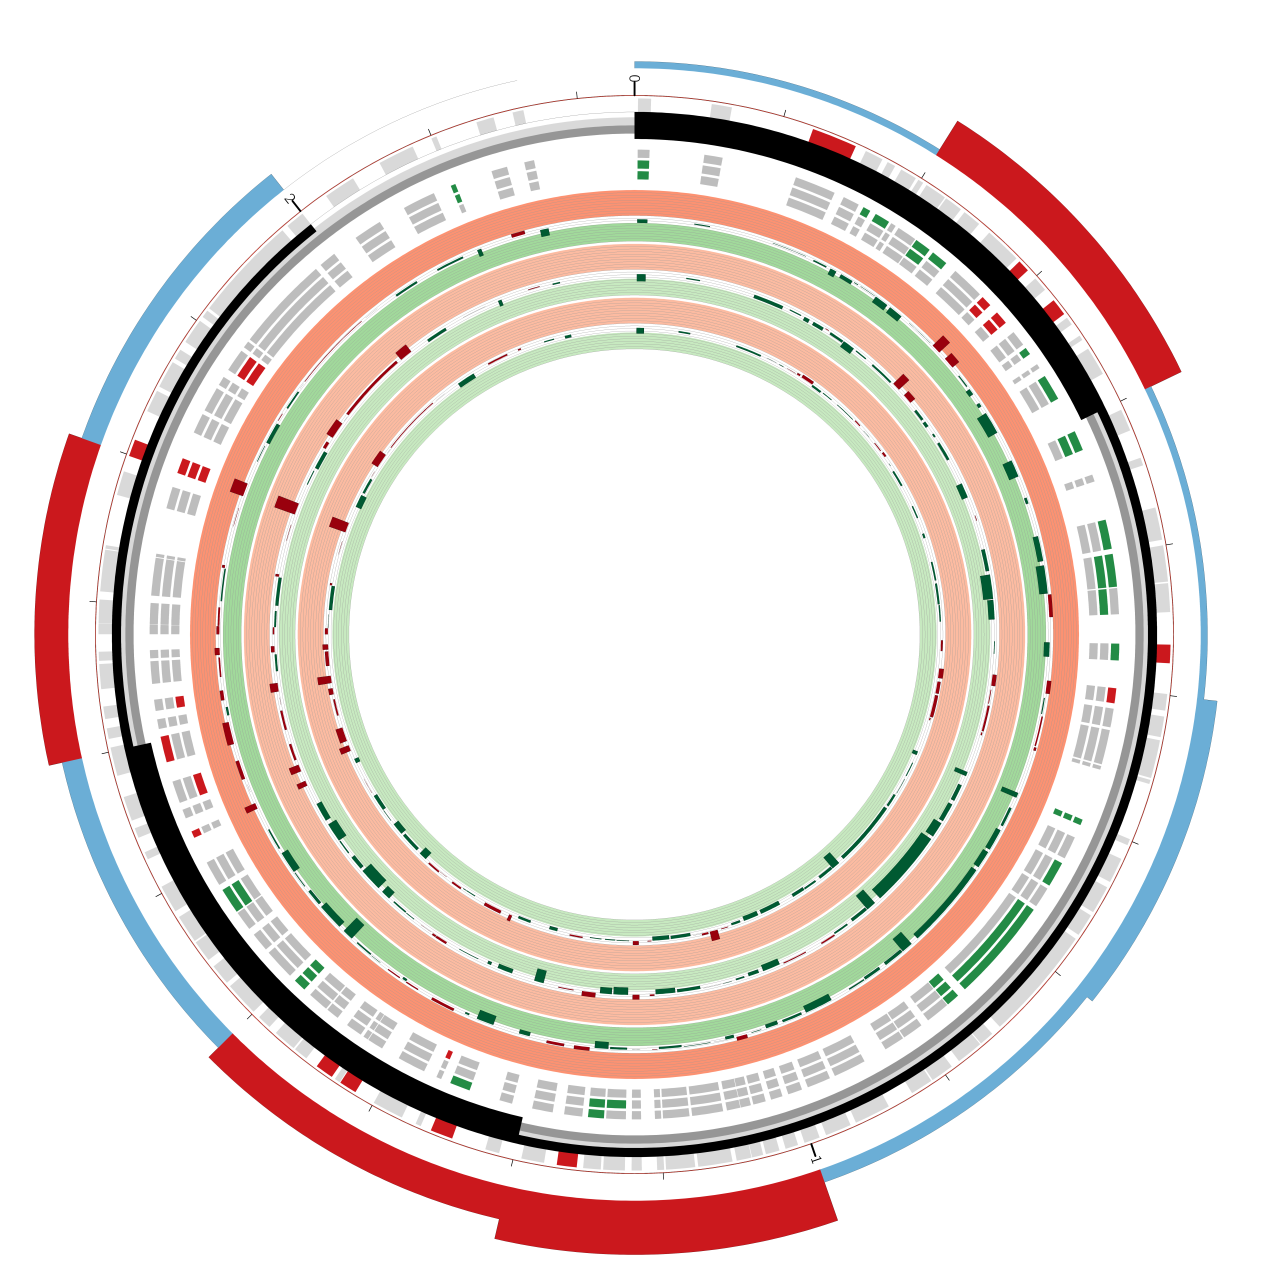
**

# Supplementary material for: Genome-wide transcriptomic analysis of a superior biomass-degrading strain of A. fumigatus revealed active lignocellulose-degrading genes
**Source:** BMC Genomics. 2015 Jun 16;16(1):459. doi: 10.1186/s12864-015-1658-2
**Supplement:** Additional file 12: — GO enrichment analysis. 444, 1386 and 1711 significantly differently expressed genes (xylan to sucrose, rice straw to sucrose and cellulose to sucrose, respectively) were used to perform GO enrichment analysis. The results were shown in this file.

Additional file 12: GO enrichment analysis for three treatments compared to sucrose.

GO enrichment analysis of XGEP versus SGEP

**MF**					
**GO.ID**	**Terms**	**Ann.**	**Sig.**	**Exp.**	**Classic**
GO:0016798	hydrolase activity, acting on glycosyl bonds	278	35	13.28	8.6e-08
GO:0004553	hydrolase activity, hydrolyzing O-glycosyl compounds	241	32	11.51	9.3e-08
GO:0022857	transmembrane transporter activity	375	42	17.91	1.2e-07
GO:0005215	transporter activity	444	46	21.21	2.9e-07
GO:0031176	endo-1,4-beta-xylanase activity	7	5	0.33	4.7e-06
GO:0022891	substrate-specific transmembrane transporter activity	302	33	14.42	5.3e-06
GO:0022892	Substrate-specific transporter activity	326	34	15.57	1.1e-05
GO:0008554	sodium-exporting ATPase activity, phosphorylative mechanism	3	3	0.14	0.00011
GO:0030246	carbohydrate binding	61	11	2.91	0.00012
GO:0050364	tryptophan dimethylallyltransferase activity	7	4	0.33	0.00016
GO:0030248	cellulose binding	29	7	1.39	0.00033
GO:0046857	oxidoreductase activity, acting on other nitrogenous compounds as donors, with NAD or NADP as acceptor	4	3	0.19	0.00042
GO:0000036	ACP phosphopantetheine attachment site binding involved in fatty acid biosynthetic process	41	8	1.96	0.00059
GO:0044620	ACP phosphopantetheine attachment site binding	41	8	1.96	0.00059
GO:0051192	prosthetic group binding	41	8	1.96	0.00059
GO:0019842	vitamin binding	42	8	2.01	0.00070
GO:0001871	pattern binding	34	7	1.62	0.00093
GO:0030247	polysaccharide binding	34	7	1.62	0.00093
**BP**					
GO:0005975	Carbohydrate metabolic process	397	50	19.07	8.9e-11
GO:0008643	Carbohydrate transport	68	18	3.42	3.2e-09
GO:0044765	Single-organism transport	721	64	36.28	1.8e-06
GO:0016052	Carbohydrate catabolic process	152	22	7.65	5.6e-06
GO:0055085	Transmembrane transport	588	53	29.59	1.1e-05
GO:0000272	Polysaccharide catabolic process	95	15	4.78	6.6e-05
GO:0042732	D-xylose metabolic process	3	3	0.15	0.00013
GO:0044262	Cellular carbohydrate metabolic process	69	12	3.47	0.00014
GO:0009820	Alkaloid metabolic process	7	4	0.35	0.00019
GO:0005976	Polysaccharide metabolic process	107	15	5.38	0.00026
GO:0044723	Single-organism carbohydrate metabolic process	137	17	6.89	0.00045
GO:0045491	Xylan metabolic process	23	6	1.16	0.00075
GO:0045493	Xylan catabolic process	23	6	1.16	0.00075
GO:0010410	Hemicellulose metabolic process	24	6	1.21	0.00096
**CC**					
GO:0031224	Intrinsic to membrane	943	73	41.38	8.1e-09
GO:0005576	Extracellular region	136	22	5.79	4.9e-08
GO:0016021	Integral to membrane	917	69	40.23	1.2e-07
GO:0044425	Membrane part	1026	73	45.02	4.1e-07
GO:0016020	membrane	1269	81	55.68	7.1e-06

Ann. means all the annotated genes in that group; **Sig.** means significant genes which were differently expressed in xylan compared to sucrose; **Exp.** Means expectation values when that group was enriched. GO enrichment analysis was done in three different aspects (**MF**, molecular function; **BP**, biology process; **CC**, cellular location). **Classic**, the classic algorithm used by the topGO package.

GO enrichment analysis of RGEP versus SGEP

**MF**					
**GO.ID**	**Terms**	**Ann.**	**Sig.**	**Exp.**	**classic**
GO:0004553	hydrolase activity, hydrolyzing O-glycosyl compounds	241	87	36.5	1.90E-16
GO:0016798	hydrolase activity, acting on glycosyl bonds	278	92	42.1	1.30E-14
GO:0030246	carbohydrate binding	61	35	9.24	2.60E-14
GO:0030248	cellulose binding	29	22	4.39	4.00E-13
GO:0001871	pattern binding	34	23	5.15	5.80E-12
GO:0030247	polysaccharide binding	34	23	5.15	5.80E-12
GO:0003824	catalytic activity	4032	680	610.66	1.90E-08
GO:0016491	oxidoreductase activity	1059	221	160.39	1.90E-08
GO:0005506	iron ion binding	75	29	11.36	5.00E-07
GO:0048037	cofactor binding	400	94	60.58	3.30E-06
GO:0050662	coenzyme binding	260	67	39.38	3.70E-06
GO:0008810	cellulase activity	17	11	2.57	4.70E-06
GO:0031176	endo-1,4-beta-xylanase activity	7	6	1.06	7.30E-05
GO:0016614	oxidoreductase activity, acting on CH-OH...	232	57	35.14	8.60E-05
GO:0016616	oxidoreductase activity, acting on the C...	212	53	32.11	9.30E-05
GO:0004091	carboxylesterase activity	28	12	4.24	0.00039
GO:0046857	oxidoreductase activity, acting on other...	4	4	0.61	0.00052
GO:0008422	beta-glucosidase activity	29	12	4.39	0.00058
GO:0043169	cation binding	1291	233	195.53	0.00069
GO:0010181	FMN binding	42	15	6.36	0.0008
**BP**					
GO:0005975	carbohydrate metabolic process	379	132	59.82	1.40E-21
GO:0005976	polysaccharide metabolic process	107	49	16.89	1.30E-13
GO:0000272	polysaccharide catabolic process	95	44	14.99	1.40E-12
GO:0016052	carbohydrate catabolic process	152	59	23.99	2.60E-12
GO:0008643	carbohydrate transport	68	30	10.73	2.30E-08
GO:0055114	oxidation-reduction process	1002	216	158.15	4.20E-08
GO:0055085	transmembrane transport	588	134	92.81	1.40E-06
GO:0010383	cell wall polysaccharide metabolic process	25	14	3.95	4.30E-06
GO:0044723	single-organism carbohydrate metabolic process	137	42	21.62	7.40E-06
GO:0044262	cellular carbohydrate metabolic process	69	26	10.89	7.40E-06
GO:0045491	xylan metabolic process	23	13	3.63	8.40E-06
GO:0045493	xylan catabolic process	23	13	3.63	8.40E-06
GO:0009057	macromolecule catabolic process	189	53	29.83	9.20E-06
GO:0010410	hemicellulose metabolic process	24	13	3.79	1.60E-05
GO:0071554	cell wall organization or biogenesis	50	20	7.89	3.10E-05
GO:0044042	glucan metabolic process	29	14	4.58	4.00E-05
GO:0044036	cell wall macromolecule metabolic process	44	18	6.94	5.40E-05
GO:0009251	glucan catabolic process	23	12	3.63	5.50E-05
GO:0010393	galacturonan metabolic process	23	12	3.63	5.50E-05
GO:0045488	pectin metabolic process	23	12	3.63	5.50E-05
GO:0045490	pectin catabolic process	23	12	3.63	5.50E-05
GO:0030243	cellulose metabolic process	20	11	3.16	6.00E-05
GO:0030245	cellulose catabolic process	20	11	3.16	6.00E-05
GO:0051275	beta-glucan catabolic process	20	11	3.16	6.00E-05
GO:0006073	cellular glucan metabolic process	27	13	4.26	7.90E-05
GO:0044264	cellular polysaccharide metabolic process	38	16	6	9.20E-05
GO:0044765	single-organism transport	721	149	113.8	0.0001
GO:0051273	beta-glucan metabolic process	21	11	3.31	0.00011
GO:0044275	cellular carbohydrate catabolic process	35	15	5.52	0.00012
GO:0044724	single-organism carbohydrate catabolic process	72	24	11.36	0.00016
GO:0044247	cellular polysaccharide catabolic process	29	13	4.58	0.0002
GO:0044710	single-organism metabolic process	1658	303	261.69	0.00049
GO:0051704	multi-organism process	32	13	5.05	0.00064
**CC**					
GO:0005576	extracellular region	136	63	20.05	1.60E-19
GO:0031224	intrinsic to membrane	943	189	139.01	5.60E-08
GO:0016021	integral to membrane	917	181	135.18	4.80E-07
GO:0044425	membrane part	1026	190	151.24	2.70E-05
GO:0016020	membrane	1269	215	187.07	0.0026

GO enrichment analysis of CGEP versus SGEP

MF					
GO.ID	Terms	Ann.	Sig.	Exp.	classic
GO:0016491	oxidoreductase activity	1059	292	199.99	1.00E-14
GO:0004553	hydrolase activity, hydrolyzing O-glycosyl compounds	241	93	45.51	2.40E-13
GO:0016798	hydrolase activity, acting on glycosyl bonds	278	100	52.5	4.50E-12
GO:0001871	pattern binding	34	23	6.42	6.20E-10
GO:0030247	polysaccharide binding	34	23	6.42	6.20E-10
GO:0030248	cellulose binding	29	20	5.48	5.00E-09
GO:0030246	carbohydrate binding	61	30	11.52	7.30E-08
GO:0005506	iron ion binding	75	32	14.16	1.60E-06
GO:0004129	cytochrome-c oxidase activity	10	8	1.89	5.00E-05
GO:0015002	heme-copper terminal oxidase activity	10	8	1.89	5.00E-05
GO:0016675	oxidoreductase activity, acting on a hem...	10	8	1.89	5.00E-05
GO:0016676	oxidoreductase activity, acting on a hem...	10	8	1.89	5.00E-05
GO:0050660	flavin adenine dinucleotide binding	113	39	21.34	5.30E-05
GO:0008422	beta-glucosidase activity	29	15	5.48	6.80E-05
GO:0050662	coenzyme binding	260	73	49.1	0.00014
GO:0016616	oxidoreductase activity, acting on the C...	212	61	40.04	0.00024
GO:0003824	catalytic activity	4032	810	761.44	0.00025
GO:0048037	cofactor binding	400	103	75.54	0.00028
GO:0016614	oxidoreductase activity, acting on CH-OH...	232	65	43.81	0.00035
GO:0016705	oxidoreductase activity, acting on paire...	176	50	33.24	0.00118
BP					
GO:0022613	ribonucleoprotein complex biogenesis	84	53	16.39	1.40E-18
GO:0042254	ribosome biogenesis	84	53	16.39	1.40E-18
GO:0006364	rRNA processing	61	38	11.9	2.10E-13
GO:0016072	rRNA metabolic process	63	38	12.29	9.20E-13
GO:0055114	oxidation-reduction process	1002	277	195.53	1.80E-12
GO:0034470	ncRNA processing	99	46	19.32	8.00E-10
GO:0005975	carbohydrate metabolic process	379	121	73.96	1.60E-09
GO:0044085	cellular component biogenesis	133	55	25.95	3.80E-09
GO:0005976	polysaccharide metabolic process	107	46	20.88	1.70E-08
GO:0034660	ncRNA metabolic process	147	56	28.69	8.70E-08
GO:0000272	polysaccharide catabolic process	95	41	18.54	9.20E-08
GO:0016052	carbohydrate catabolic process	152	55	29.66	8.10E-07
GO:0044710	single-organism metabolic process	1658	388	323.54	1.10E-06
GO:0030243	cellulose metabolic process	20	12	3.9	7.60E-05
GO:0030245	cellulose catabolic process	20	12	3.9	7.60E-05
GO:0051275	beta-glucan catabolic process	20	12	3.9	7.60E-05
GO:0009251	glucan catabolic process	23	13	4.49	9.00E-05
GO:0044042	glucan metabolic process	29	15	5.66	0.0001
GO:0051273	beta-glucan metabolic process	21	12	4.1	0.00015
GO:0006073	cellular glucan metabolic process	27	14	5.27	0.00017
GO:0006631	fatty acid metabolic process	41	18	8	0.0003
GO:0044275	cellular carbohydrate catabolic process	35	16	6.83	0.00037
GO:0006633	fatty acid biosynthetic process	32	15	6.24	0.00041
GO:0071840	cellular component organization or bioge...	304	83	59.32	0.00043
GO:0006396	RNA processing	193	57	37.66	0.00043
GO:0044247	cellular polysaccharide catabolic process	29	14	5.66	0.00044
GO:0008643	carbohydrate transport	68	25	13.27	0.00064
GO:0010410	hemicellulose metabolic process	24	12	4.68	0.00075
GO:0044262	cellular carbohydrate metabolic process	69	25	13.46	0.00082
GO:0044036	cell wall macromolecule metabolic process	44	18	8.59	0.00086
CC					
GO:0005730	nucleolus	50	36	8.95	3.70E-17
GO:0005576	extracellular region	136	59	24.34	1.40E-12
GO:0031981	nuclear lumen	104	37	18.61	9.30E-06
GO:0043233	organelle lumen	135	43	24.16	4.20E-05
GO:0070013	intracellular organelle lumen	134	42	23.98	7.90E-05
GO:0031974	membrane-enclosed lumen	144	43	25.77	0.00022
GO:0031224	intrinsic to membrane	943	200	168.78	0.00103

How the deposited data were processed for this re-analysis (not part of the article)

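The deposited table of the authors holds, for each of 9540 genes of *A. fumigatus* Z5, read counts in 4 libraries (sucrose, xylan, cellulose and rice straw, 1 each). The deposited RPM values equal reads scaled by the library total and are not divided by gene length, although the paper spells the unit per kilobase. The deposited log2 ratios replace a count of 0 by 0.5, the deposited p-value and q-value columns come from the authors' read test, and the deposited gene length is a multiple of 3 for every gene and is taken as coding length. The authors map clean reads to the Z5 genes with Bowtie 0.12.2 in the submitters' notes; strand and multiple mapping are not given in the sources used here.

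Counts were used as deposited and scaled by library totals. Genes were compared by an exact two-sided binomial test of reads with Benjamini-Hochberg adjustment over genes with at least 1 read in either library, at the paper's thresholds (q of at most 0.0001, 4-fold, 10 RPM in either library). For each gene list q was also adjusted over the list alone, with the same counts for every list. Ratios carry exact 95% counting intervals, and a library at 0 is set to a floor of 3 counts per library for a lower bound. Shares carry exact 95% binomial intervals over genes, which take the genes of a list as independent although neighbours may change together. List medians add 0.5 reads and are placed among 10000 random lists matched on mean expression in 20 bins. Region counts are compared with 10000 circular shifts of the calls along the locus order. Overlaps and covariances are set beside simulated unchanged libraries, because each comparison uses the same sucrose library. The polysaccharide cultures were washed and moved to a medium without yeast extract for 16 h after a sucrose preculture (24 h in the paper, 20 h in the sample labels). How long the sucrose library's culture grew before harvest is unclear in the sources used here, so carbon source goes together with transfer, medium and possibly culture age. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for the scaling and dispersion alternatives.

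In simulated libraries with counting noise alone, every 8-fold and 32-fold gene was recovered and 0 of 9340 unchanged genes were called. With an assumed biological coefficient of variation of 0.2, 98.4%, 97.1% and 100% of 8-fold genes were recovered in the xylan, cellulose and rice straw comparisons. Counting intervals held the true ratio for 96.0%, 95.9% and 88.0% of genes under counting noise alone, but for 56.3%, 52.4% and 53.3% at 0.2, so they are too narrow where cultures vary.

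Named genes follow a rule fixed before the data were examined: genes the paper names; in each comparison the 10 higher and 10 lower genes whose interval bound nearest 1 lies farthest from 1; and up to 4 called members of each list with the highest RPM. The paper's own values had been seen when that rule was written. Other genes are marked as chosen after their values were seen. The lists are the authors' CAZyme classes, cellulases, hemicellulases, pectinases, secretory pathway groups, xylose response genes, CAZyme clusters, co-regulated fragments and metabolite clusters, and groups found by words in gene descriptions. The description groups draw on the part used of the authors' table of varying genes, which gives function texts for 1990 genes, and carry counts only.

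The alternatives, fixed at the same time, changed the scaling (edgeR TMM, DESeq2, totals without the most abundant 1% of genes), the read test (DEGseq MARS formula, edgeR exact test with an assumed coefficient of variation of 0.2 or 0.4), the RPM filter, the fold threshold, the handling of zeros, the varying-gene criterion and the correlation. Those with a mean RPM above 10 and without the first 20 genes in locus order were chosen after seeing the data. The qPCR and enzyme assays, ontology enrichment and metabolites were not analysed here.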

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

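The comparison of opposite directions and the search among genes the paper does not discuss are tests chosen after the result was seen.

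The direction of change differed between cellulose and rice straw for 12 genes, each of which also passed the direct test between those 2 libraries. Higher in cellulose and lower in rice straw than on sucrose were 4 genes: Y699_01267 (110-fold and 9.51-fold), Y699_04494 (4.04-fold and 12.3-fold), Y699_04508 (5.03-fold and 4.54-fold) and Y699_09351 (4.33-fold and 5.10-fold). With TMM or DESeq2 factors Y699_04494 in cellulose and Y699_04508 in rice straw went under 4-fold. Lower in cellulose and higher in rice straw were 8: chitinase ChiA1 (Y699_00332, 10.9-fold and 4.66-fold), endo-polygalacturonase Y699_05780 (5.72-fold and 5.02-fold), monosaccharide transporter Y699_04557 (13.4-fold and 9.52-fold), Y699_05262 (14.2-fold and 7.86-fold), the cell surface protein Y699_03714 (5.02-fold and 4.35-fold), a glutathione transferase (Y699_02297, 4.88-fold and 4.79-fold), a RecQ helicase (Y699_09292, 5.85-fold and 5.05-fold) and Y699_00215 (6.40-fold and 4.17-fold). Genes among these outside the naming rule were chosen after their values were seen. With 1 library per substrate the test covers counting error alone.

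Among genes the paper does not discuss, the higher gene whose interval bound lies farthest from 1 was taken in each substrate. Y699_04120 was 8150-fold higher in xylan (95% interval 3744 to 22210) and 25.5-fold in rice straw. The α-1,3-glucanase Y699_03182 was 1876-fold higher in cellulose (804 to 5780) and 506-fold higher there than in rice straw. The cell wall galactomannoprotein Mp1 gene (Y699_03574) was 4549-fold higher in rice straw (3104 to 6964), 231-fold in cellulose and 55.1-fold in xylan.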

How the results depend on the processing

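The alternatives with a mean RPM above 10 and without the first 20 genes are tests chosen after the result was seen; the rest were planned. No paired analysis was possible because each condition has 1 library.

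A count stayed within bounds when it was at most 1.5 times apart from the main count, and a share, median or correlation when it lay inside the 95% interval of the main value. Of the counts, shares, medians and correlations, 143 of 143 stayed within bounds with the DEGseq MARS formula, 140 of 143 with an assumed coefficient of variation of 0.2, 142 of 143 with an RPKM filter, 135 of 143 without an RPM filter, 150 of 159 with TMM, 148 of 159 with DESeq2 and 155 of 159 with totals without the most abundant 1% of genes. With 10 RPM required in both libraries 54 of 143 did, with a 2-fold threshold 81 of 143, and with an assumed coefficient of variation of 0.4 32 of 143. Replacing only zeros by 0.5 kept 93 of 93 and leaving out the first 20 genes 150 of 150. Of 896 calls of named genes, 857 were kept with TMM, 854 with DESeq2, 423 with 10 RPM in both libraries and 349 at 0.4. Of 1658 log2 ratios of named genes, the sign turned for 2 ratios of reference genes and 47 others with TMM, for 2 and 47 with DESeq2 and for 1 and 23 without the most abundant 1%; 0 of these were called before or after. Except where the construction shows it, the cause was not tested.

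Scaling. With TMM and with DESeq2 348 genes were higher in cellulose than in rice straw, and 35 secretory genes were higher by q alone in rice straw. Actin (Y699_04988) in xylan reversed to 0.0430 (log2) with TMM and 0.0608 with DESeq2. The histone gene (Y699_07225) between cellulose and rice straw reversed to -0.35 with TMM, -0.36 with DESeq2 and -0.19 without the most abundant 1% of genes.

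With 10 RPM in both libraries, genes nearly silent on one carbon source drop out by construction. Higher and lower genes numbered 119 and 69 in xylan, 433 and 327 in cellulose, 279 and 362 in rice straw, and 231 and 206 between cellulose and rice straw. All 3 shared 39 higher and 17 lower, cellulose and rice straw 155 and 143, and 1159 changed in any. The share higher was 9.09% for AA, 9.84% for CBM, 7.25% for CE, 9.56% for GH, 14.3% for PL and 8.32% for all CAZymes. In xylan, cellulose and rice straw 2, 6 and 7 cellulases, 0, 1 and 1 hemicellulases, 4, 4 and 6 xylose response genes and 4, 5 and 8 sugar transporters were higher. Pectinases higher numbered 0 in cellulose and 2 in rice straw, and ribosome biogenesis genes 10 in rice straw. The share changed was 13.5% inside CAZyme clusters, 19.2% inside fragments and 13.4% inside metabolite clusters.

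With no RPM filter, 14 hemicellulases and 1 pectinase were higher in xylan, and the share changed was 42.1% inside CAZyme clusters, 69.7% inside fragments and 47.5% inside metabolite clusters; more genes can pass by construction.

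With a 2-fold threshold, which admits more genes, higher and lower genes numbered 704 and 843 in xylan, 1974 and 1561 in cellulose, 1357 and 2055 in rice straw, and 1976 and 966 between cellulose and rice straw. All 3 shared 293 higher and 386 lower, cellulose and rice straw 919 and 1067, and 5109 changed in any. The share higher was 45.6% for GH, 17.3% for GT and 39.1% for all CAZymes. In xylan 2 pectinases and 11 xylose response genes were higher, and in rice straw 47 ribosome biogenesis genes. The share changed was 51.4% inside CAZyme clusters, 72.9% inside fragments and 56.1% inside metabolite clusters. Actin (Y699_04988) passed as lower in cellulose (-1.08, log2).

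With an assumed coefficient of variation of 0.4 the edgeR exact test recovered 0 simulated 8-fold genes, so low counts there follow from its reach. Higher and lower genes numbered 57 and 13 in xylan, 209 and 138 in cellulose, 153 and 61 in rice straw, and 73 and 41 between cellulose and rice straw. All 3 shared 14 higher and 10 lower, cellulose and rice straw 89 and 34, and 464 changed in any. The share higher was 18.2% for AA, 29.5% for CBM, 8.70% for CE, 17.3% for GH, 1.02% for GT, 21.4% for PL and 13.6% for all CAZymes. Cellulases higher in xylan numbered 2. In xylan, cellulose and rice straw 5, 12 and 14 hemicellulases, 1, 2 and 2 xylose response genes and 7, 9 and 12 sugar transporters were higher. Pectinases higher numbered 2 in cellulose and 5 in rice straw, and ribosome biogenesis genes 0 in cellulose and 0 in rice straw. The share changed was 9.44% inside CAZyme clusters, 27.1% inside fragments and 16.8% inside metabolite clusters.

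With 10 reads added, the AA median in rice straw relative to all genes reversed to 0.0380 and that of Golgi to endosome transport to -0.0121. With 1 RPM added, sucrose correlated with cellulose at 0.751 and with rice straw at 0.801, and xylan with cellulose at 0.802 and with rice straw at 0.867. Over genes with at least 10 RPM in at least 1 library, sucrose correlated with xylan at 0.837, with cellulose at 0.514 and with rice straw at 0.627, xylan with cellulose at 0.609 and with rice straw at 0.748, and cellulose with rice straw at 0.722. With RPM above 10 in all 4 libraries 1307 genes varied; 2219 did with the coefficient of variation taken with n and 2403 with a mean RPM above 10. Counting only genes higher in all 3 substrates, the share was 5.45% for AA, 8.20% for CBM, 1.45% for CE, 6.99% for GH, 0% for GT, 0% for PL and 4.35% for all CAZymes.

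Depth limits genes of few reads: 288, 266, 268 and 265 genes had 0 reads on sucrose, xylan, cellulose and rice straw, and 3 reads equal 0.428, 0.440, 0.428 and 0.397 RPM.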

Differences from the paper's values

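The tests of single statements in this part were chosen after the result was seen. Of the values compared, 31 from the text, 9 from a figure and 747 from supplementary tables, 0 were more than 1.5 times apart.

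Several CAZyme class shares are unequal within that bound. The paper's share of induced genes is 39.2% for glycoside hydrolases, 39.1% for carbohydrate esterases, 24.1% for auxiliary activities, 64.3% for polysaccharide lyases and 9.1% for glycosyltransferases, against 34.6%, 27.5%, 30.9%, 50.0% and 7.14% here; for carbohydrate-binding modules they match at 45.9%. The paper's rule at the glycoside hydrolase share names q and ratio but no RPM floor; without that floor the shares here were 38.2%, 34.8%, 32.7%, 57.1% and 8.16%, and 47.5% for carbohydrate-binding modules. The class lists used here hold 272 glycoside hydrolases and 55 auxiliary activities genes, as in the paper's table of CAZyme numbers, while its running text gives 280 and 58.

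The paper says that most changed genes lie in or around CAZyme-rich regions. Here 8.95% of changed genes lay inside CAZyme clusters, and within 5 genes of a CAZyme lay 48.7% of changed and 42.9% of all genes; within 10 genes lay 70.0% and 64.7%. These windows include the CAZymes themselves, 9.29% of changed and 5.55% of all genes.

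The paper gives 3 transporters as induced only by xylan and 6 only by cellulose. It also gives Y699_09366, a member of the 6, as raised by rice straw, so its wording may set xylan against cellulose without excluding rice straw. In these counts 0 of the 3 were higher in cellulose, where Y699_04557 was 13.4-fold lower, and 0 of the 6 were higher in xylan. All 3 and all 6 were higher in rice straw as well.

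The paper gives fragment 13 as up on all substrates, and 0 of its 6 genes were called in xylan; of 24 fragments given for all substrates, 20 had a called gene in that direction in each. The paper counts metabolite cluster 5 as down, and 8 of its 18 genes were higher and 2 lower in cellulose, though the 7 genes inside fragment 9 had 0 higher and 2 lower.

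The paper states that xylanase genes were higher on cellulose and rice straw than on xylan. The 14 xylanase and xylosidase genes counted here were found by description, a wider set than the paper names, and a call needed a 4-fold difference. By a direct test against xylan 4 of them were higher and 2 lower in cellulose, and 4 higher and 0 lower in rice straw. Of the 6 endo-xylanases 3 were higher and 1 lower in cellulose, and 3 higher and 0 lower in rice straw. By RPM alone 6 of the 14 stood above xylan in cellulose and 12 in rice straw. Endo-xylanase Y699_07623 was 22.4-fold above sucrose in xylan and 2.90-fold, not called, in cellulose.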

Other observations

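All tests of explanations in this part were chosen after the result was seen.

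The first 20 genes in locus order (Y699_00001 to Y699_00020) had 583 reads on sucrose, 433 on xylan, 856 on rice straw and 0 on cellulose, while the longest other run of genes at 0 was 4. From the rate in the other libraries 614 reads were expected, which argues against chance at this depth. The next 20 genes held 1301 reads on cellulose, at 0.268 times their rate in the other libraries. Counts lost when the table was made and a stretch silent or lost in that culture cannot be told apart, because no second cellulose library shows the stretch.

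The secretory pathway genes were mostly lower on the polysaccharides. Their median lay at or below percentile 0.01 of lists matched on expression, which argues against scaling or a few genes taking reads as the whole cause, and at percentile 0 of lists matched on coding length too. Slower growth on the polysaccharides may contribute. The 58 ribosome biogenesis genes higher in cellulose do not decide it, since growth was not analysed here.

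For iron uptake and siderophores no list was fixed: 13 genes were picked by words in their descriptions after the pattern was seen, and they were not set against random lists. Of the 13, 10 were lower in rice straw, 6 in cellulose and 0 in xylan, and 1, 2 and 0 were higher. The siderochrome transporter Y699_01199 was 193-fold lower in rice straw, SidD (Y699_07652, chosen after its values were seen) 158-fold and Fet3 (Y699_00335) 19.6-fold. After the median log2 ratio of genes of similar coding length was subtracted, 8 of the 10 stayed at least 4-fold lower with their whole interval, against 9 before. The 10 were taken because they were called lower, so most could hardly drop out. That median was -0.242 to -0.864 for these genes, smaller than their falls. Whether length contributed is not decided. Iron brought in by the straw is a candidate explanation: 4 of the 10 were also lower than in cellulose, but 6 of the 10 were also lower in cellulose than on sucrose, and iron was not measured.

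In rice straw the Ctr copper transporter Y699_03156 was 147-fold lower, and the copper ATPase Y699_01284 was 24.0-fold and the copper resistance protein Crd2 (Y699_03458) 4.78-fold higher, the last 2 chosen after their values were seen.

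Other groups found by description, in xylan, cellulose and rice straw, gave these counts; they come from varying genes and their named members were chosen after their values were seen. Of 14 sterol genes 1, 10 and 7 were lower and 1, 4 and 2 higher, with Cyp51A (Y699_06061) 25.4-fold lower in cellulose. Of 8 gluconeogenesis and glyoxylate genes 3, 5 and 4 were higher, with AcuD (Y699_09164) 48.2-fold higher in cellulose. Of 12 tricarboxylic acid cycle genes 0, 7 and 6 were higher and 0, 1 and 2 lower, and of 7 respiratory chain genes 0, 6 and 1 were lower. Of 7 glycolysis genes 2, 1 and 1 were higher and 2, 3 and 3 lower. Of 14 β-oxidation and peroxisome genes 0, 6 and 4 were higher and 0, 3 and 1 lower. Of 8 conidiation genes 2, 6 and 1 were higher, 5 of them higher in cellulose than in rice straw, with the hydrophobin RodB (Y699_09371) 427-fold higher in cellulose.

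Of 27 protease genes 5, 11 and 12 were higher and 2, 8 and 9 lower, with Dpp4 (Y699_06318) 118-fold higher in rice straw. Of 13 heat shock genes 2, 5 and 5 were higher and 0, 4 and 2 lower. Of 11 oxidative stress genes 0, 2 and 5 were higher and 2, 4 and 1 lower. Of 18 amino acid and nitrogen transport genes 3, 3 and 3 were higher and 3, 9 and 3 lower, with Ptr2 (Y699_08850) 44.4-fold lower in cellulose. Of 11 chitin and cell wall genes 1, 4 and 4 were higher and 1, 5 and 3 lower. These named genes too were chosen after their values were seen. Groups of ribosomal proteins, autophagy and proteasome found by description held 2 genes each, below the minimum of 5.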
